# TAZ-CAMTA1 and YAP-TFE3 alter the TAZ/YAP transcriptome by recruiting the ATAC histone acetyltransferase complex

**DOI:** 10.7554/eLife.62857

**Published:** 2021-04-29

**Authors:** Nicole Merritt, Keith Garcia, Dushyandi Rajendran, Zhen-Yuan Lin, Xiaomeng Zhang, Katrina A Mitchell, Nicholas Borcherding, Colleen Fullenkamp, Michael S Chimenti, Anne-Claude Gingras, Kieran F Harvey, Munir R Tanas

**Keywords:** hippo pathway, sarcomas, chimeric transcription factors, fusion proteins, epigenetics, ATAC complex, Human, Mouse

## Abstract

Epithelioid hemangioendothelioma (EHE) is a vascular sarcoma that metastasizes early in its clinical course and lacks an effective medical therapy. The TAZ-CAMTA1 and YAP-TFE3 fusion proteins are chimeric transcription factors and initiating oncogenic drivers of EHE. A combined proteomic/genetic screen in human cell lines identified YEATS2 and ZZZ3, components of the Ada2a-containing histone acetyltransferase (ATAC) complex, as key interactors of both fusion proteins despite the dissimilarity of the C terminal fusion partners CAMTA1 and TFE3. Integrative next-generation sequencing approaches in human and murine cell lines showed that the fusion proteins drive a unique transcriptome by simultaneously hyperactivating a TEAD-based transcriptional program and modulating the chromatin environment via interaction with the ATAC complex. Interaction of the ATAC complex with both fusion proteins indicates that it is a key oncogenic driver and unifying enzymatic therapeutic target for this sarcoma. This study presents an approach to mechanistically dissect how chimeric transcription factors drive the formation of human cancers.

## eLife digest

The proliferation of human cells is tightly regulated to ensure that enough cells are made to build and repair organs and tissues, while at the same time stopping cells from dividing uncontrollably and damaging the body. To get the right balance, cells rely on physical and chemical cues from their environment that trigger the biochemical signals that regulate two proteins called TAZ and YAP. These proteins control gene activity by regulating the rate at which genes are copied to produce proteins. If this process becomes dysregulated, cells can grow uncontrollably, causing cancer.

In cancer cells, it is common to find TAZ and YAP fused to other proteins. In epithelioid hemangioendothelioma, a rare cancer that grows in the blood vessels, cancerous growth can be driven by a version of TAZ fused to the protein CAMTA1, or a version of YAP fused to the protein TFE3. While the role of TAZ and YAP in promoting gene activity is known, it is unclear how CAMTA1 and TFE3 contribute to cell growth becoming dysregulated.

Merritt, Garcia et al. studied sarcoma cell lines to show that these two fusion proteins, TAZ-CAMTA1 and YAP-TFE3, change the pattern of gene activity seen in the cells compared to TAZ or YAP alone. An analysis of molecules that interact with the two fusion proteins identified a complex called ATAC as the cause of these changes. This complex adds chemical markers to DNA-packaging proteins, which control which genes are available for activation. The fusion proteins combine the ability of TAZ and YAP to control gene activity and the ability of CAMTA1 and TFE3 to make DNA more accessible, allowing the fusion proteins to drive uncontrolled cancerous growth.

Similar TAZ and YAP fusion proteins have been found in other cancers, which can activate genes and potentially alter DNA packaging. Targeting drug development efforts at the proteins that complex with TAZ and YAP fusion proteins may lead to new therapies.

## Introduction

Epithelioid hemangioendothelioma (EHE) is a vascular sarcoma that arises over a wide age range and can occur essentially anywhere anatomically. When it occurs in the lung or the liver, it frequently presents with metastasis early in its clinical course (Goldblum and Weiss, 2014). Two mutually exclusive gene fusions define this sarcoma which lacks an effective medical therapy. The *WWTR1-CAMTA1* gene fusion is encoded by a t(1;3)(p36;q25) chromosomal translocation (Errani et al., 2011, Tanas et al., 2011; Tanas et al., 2016) resulting in a TAZ-CAMTA1 fusion protein present in 85–90% of all EHE tumors (Errani et al., 2011; Tanas et al., 2011). The other ~10–15% of EHE contain a t(X;11) (p11;q22) chromosomal translocation encoding a *YAP1-TFE3* gene fusion (Antonescu et al., 2013). Homologous to TAZ-CAMTA1, YAP-TFE3 fuses the N-terminus of YAP in frame to the C-terminus of TFE3 (transcription factor E3) (Antonescu et al., 2013).

The Hippo pathway is a serine/threonine kinase cascade involved in regulating tissue growth and organ size and is composed of the STE20-like protein kinases 1 and 2 (MST1/2; homologs of *Drosophila* Hpo) (Harvey et al., 2003; Wu et al., 2003; Udan et al., 2003; Pantalacci et al., 2003; Dong et al., 2007; Zhao et al., 2007) and the large tumor suppressor 1 and 2 (LATS1/2; homologs of *Drosophila* Wts) (Justice et al., 1995; Xu et al., 1995; Tapon et al., 2002). In mammalian cells, the nuclear effectors of the Hippo pathway are TAZ (gene is *WWTR1*) and YAP, two paralogous transcriptional coactivators (Dong et al., 2007; Zhao et al., 2007; Camargo et al., 2007). Hippo signaling limits TAZ and YAP activity by phosphorylating various serine residues, promoting their accumulation in the cytoplasm and ubiquitin-mediated degradation (Dong et al., 2007; Zhao et al., 2007). In the nucleus, TAZ and YAP bind to the TEA domain (TEAD) family of transcription factors to drive their transcriptional program (Zhao et al., 2008; Zhang et al., 2009). TAZ and YAP have emerged as central oncoproteins (Harvey et al., 2013) in many different cancers including breast (Chan et al., 2008; Zhao et al., 2012), colorectal (Wang et al., 2013), liver (Zender et al., 2006), lung (Xie et al., 2012), pancreas (Zhang et al., 2014), thyroid (de Cristofaro et al., 2011), and sarcomas (Fullenkamp et al., 2016; Merritt et al., 2018; Isfort et al., 2019; Eisinger-Mathason et al., 2015; Crose et al., 2014). Despite this observation, point mutations within the Hippo signaling pathway are relatively rare in most cancers (Harvey et al., 2013). This is especially true of TAZ and YAP, which instead appear to be more commonly mutated by virtue of gene fusions, including *WWTR1*(TAZ)-*CAMTA1* and *YAP1-TFE3*.

TAZ-CAMTA1 transforms cells by driving a predominantly TAZ-related transcriptional program that is mediated by binding to TEAD4 (Tanas et al., 2016). Although homologous regions of YAP and TAZ are found in the YAP-TFE3 and TAZ-CAMTA1 fusion proteins, detailed functional studies of YAP-TFE3 have not been performed. Furthermore, the mechanism by which these hybrid transcription factors regulate transcription and subsequent cell transformation has not been defined. Herein we identify the Ada2a-containing histone acetyltransferase (ATAC) complex as a key epigenetic modifier of the TAZ-CAMTA1 and YAP-TFE3 oncogenic transcriptional programs. The ATAC complex is one of two metazoan complexes that incorporates the GCN5 or closely related PCAF histone acetyltransferase subunit, and primarily acetylates lysine 9 of histone 3 (H3K9) and to a lesser degree lysine 14 (H3K14) (Nagy et al., 2010).

There is emerging evidence that the ATAC complex is an oncogenic driver in cancer. YEATS2, one of the subunits of the ATAC complex, has been shown to be functionally important to the pathogenesis of non-small cell lung cancer (Mi et al., 2017). Amplification of *YEATS2* has been identified in ovarian cancer, head and neck cancer, esophageal cancer, and uterine cancer (Mi et al., 2017), as well as both well-differentiated and dedifferentiated liposarcoma (Beird et al., 2018). Herein, we show that the ATAC complex is a key epigenetic mediator of the oncogenic properties of both the TAZ-CAMTA1 and YAP-TFE3 fusion proteins and thereby a potential therapeutic target for essentially all cases of EHE.

## Results

### TAZ-CAMTA1 and YAP-TFE3 are chimeric transcription factors

The *WWTR1* (TAZ)-*CAMTA1* gene fusion fuses the end of exon 2 or exon 3 of *WWTR1* to a breakpoint with exon 9 of *CAMTA1*(*2, 3*). This results in the N terminus of TAZ being fused in frame to the C terminus of CAMTA1. The N terminus of TAZ contains the TEAD binding domain and 14-3-3 protein binding site (Kanai et al., 2000). The WW domain may be absent or present, depending on the type of gene fusion. The C terminus of CAMTA1 contributes the transactivating domain, the TIG domain, ankyrin domain, IQ domain, and nuclear localization signal (Figure 1A; Tanas et al., 2016; Finkler et al., 2007; Long et al., 2014) . Similarly, *YAP1-TFE3* fuses exon one from *YAP1* in frame to exon 4 of *TFE3* resulting in the N terminus of YAP fused in frame to the C terminus of TFE3. The N terminus of YAP contains the TEAD-binding domain (Gaffney et al., 2012; Figure 1A). The C terminus of TFE3 contains the transactivating domain, basic helix loop helix domain, and leucine zipper (Antonescu et al., 2013; Kauffman et al., 2014). TFE3 is a member of the MiTF family of basic helix-loop-helix containing transcription factors, consisting of four structurally similar genes (*TFE3, TFE3B, TFEC,* and *MITF*), that are involved in regulating tissue-specific functions of cell differentiation (Kauffman et al., 2014; Steingrimsson et al., 2002). TFE3 is ubiquitously expressed and activates transcription by binding to the µE3 motif within the immunoglobulin heavy-chain enhancer (Beckmann et al., 1990; Henthorn et al., 1991). TFE3 has recently been shown to promote cell survival in starvation conditions by regulating lysosomal biogenesis and homeostasis while also having a role in clearance of cellular debris (Martina et al., 2014; Slade and Pulinilkunnil, 2017). TFE3 is also involved in gene fusions in renal cell carcinoma and alveolar soft part sarcoma (Kauffman et al., 2014; Argani et al., 2003; Klatte et al., 2012).

**Figure 1.**
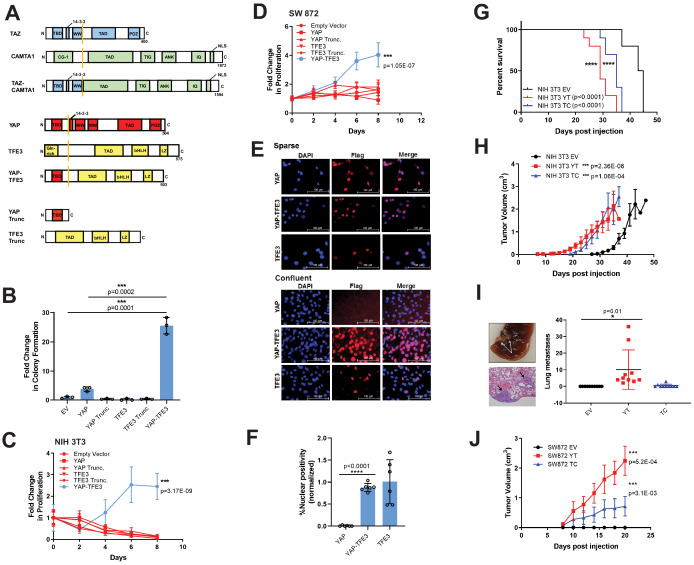
YAP-TFE3 transforms cells in vitro and in vivo and combines properties of both YAP and TFE3. (**A**) Structure of full-length TAZ, CAMTA1, TAZ-CAMTA1 (TC), YAP, TFE3, YAP-TFE3 (YT), truncated portion of YAP (YAP trunc) and the truncated portion of TFE3 (TFE3 trunc). (**B**) Soft agar assay in NIH 3T3 cells transduced with empty vector (EV), full-length YAP, YAP trunc, TFE3, TFE3 trunc, and YAP-TFE3. (**C**) Poly-HEMA proliferation assay in NIH 3T3 cells (same constructs as part B). (**D**) Poly-HEMA proliferation assay in SW872 cells (same constructs as part B). (**E**) Immunofluorescence images in NIH 3T3 cells expressing YAP, YAP-TFE3, and TFE3 during sparse and confluent conditions, represented graphically (% nuclear positivity during cell confluence is normalized to % positivity in sparse conditions) in (**F**). (**G**) Overall survival curve for NSG mice containing xenografted NIH 3T3 cells transduced with empty vector (EV), YAP-TFE3 (YT), and TAZ-CAMTA1 (TC). (**H**) Tumor growth curve for NSG mice containing xenografted NIH 3T3 cells transduced with empty vector (EV), YAP-TFE3 (YT), and TAZ-CAMTA1 (TC). (**I**) Gross and microscopic pathology of pulmonary metastases derived from NIH 3T3 cells derived tumors expressing YAP-TFE3. Graphically represented on the right. (**J**) Tumor growth curve for NSG mice containing xenografted SW872 cells transduced with empty vector (EV), YAP-TFE3 (YT), and TAZ-CAMTA1 (TC). For soft agar assays, statistical significance was evaluated using an unpaired two-tailed *t*-test. For poly-HEMA proliferation assays, statistical significance was evaluated using fold change increase in proliferation at day 10 with an unpaired two-tailed *t*-test. For immunofluorescence, % nuclear positivity was calculated for six different fields for each condition; statistical significance was evaluated using an unpaired two-tailed *t*-test. All in vitro assays were repeated at least twice. Xenograft mouse experiments were repeated twice, using 5–10 mice per group; statistical significance was evaluated using an unpaired two-tailed *t*-test for evaluation of metastasis and difference in primary tumor size (last day evaluated). Approximately equal numbers of male and female mice were used. Statistical analysis for Kaplan-Meier survival analysis was performed with the log-rank (Mantel-Cox) test. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05.

**Figure 1—figure supplement 1.**
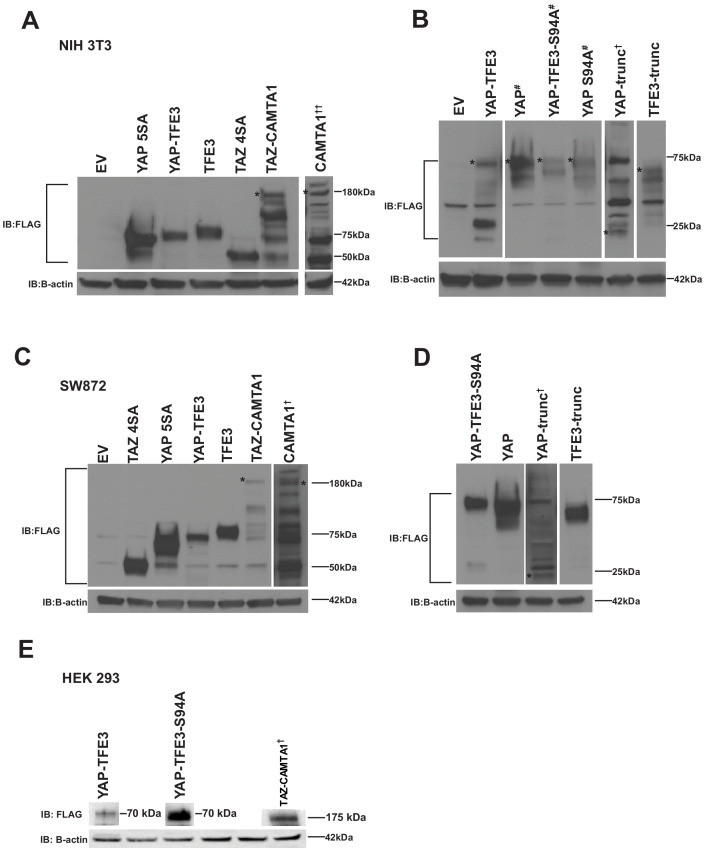
YAP-TFE3, TAZ-CAMTA1, and controls are expressed in NIH 3T3 cells, SW 872 cells, and HEK293 cells. (**A**) Western blot for Flag tagged YAP5SA, YAP-TFE3, TFE3, TAZ4SA, TAZ-CAMTA1, CAMTA1 in NIH 3T3 cells (**B**) Western blot for Flag-tagged YAP, YAP-TFE3 S94A, YAP S94A, YAP-Trunc, and TFE3-Trunc in NIH 3T3 cells. (**C**) Western blot for Flag-tagged TAZ4SA, YAP5SA, YAP-TFE3, TFE3, TAZ-CAMTA1, CAMTA1 in SW872 cells (**D**) Western blot for Flag tagged YAP-TFE3 S94A, YAP, YAP-Trunc, and TFE3-Trunc in SW872 cells. (**E**) Western blots for Flag-tagged YAP-TFE3, YAP-TFE3 S94A, and TAZ-CAMTA1 in HEK293 cells. Each blot (excluding NIH 3T3 CAMTA1, (**A**)) was run on a single gel, respectively. * indicates protein band of interest, † indicates longer exposure, # indicates shorter exposure, †† 100 ug protein loaded.

**Figure 1—figure supplement 2.**
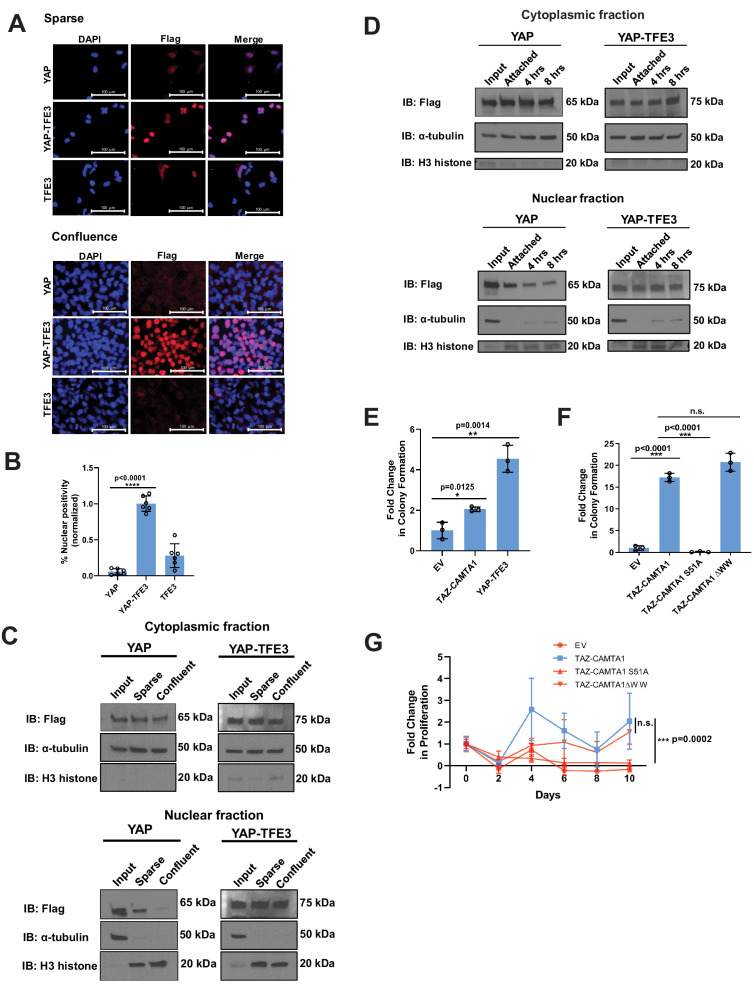
YAP-TFE3 is not regulated by the Hippo pathway and required binding to TEAD transcription factors to drive its oncogenic transcriptional program. (**A**) YAP and YAP-TFE3 are localized within the nucleus under spare conditions in SW872 cells. YAP-TFE3 but not YAP is localized within the nucleus under confluent conditions in SW872 cells. (**B**) Graphical representation of results in part (**A**) with % nuclear positivity during cell confluence normalized to % nuclear positivity during sparse conditions. (**C**) NIH 3T3 cells expressing YAP and YAP-TFE3 are plated under sparse and confluent conditions. YAP accumulation in the nucleus is diminished during confluence while YAP-TFE3 levels in the nucleus remain constant. α-tubulin is the cytoplasmic loading control; H3 histone is the nuclear loading control. (**D**) NIH 3T3 cells are detached in a time course. Nuclear:cytoplasmic fractionation show YAP-TFE3 remains in the nucleus during detachment while YAP localization in the nucleus diminishes with time. (**E**) TAZ-CAMTA1 and YAP-TFE3 promote anchorage independent growth in SW872 cells in soft agar colony formation assay. (**F**) The TAZ-CAMTA1 S51A mutant (TEAD binding domain mutant) abrogates colony formation in soft agar in NIH 3T3 cells. Mutating the WW domain in TAZ-CAMTA1 (TAZ-CAMTA1 ΔWW mutant) does not reduce colony formation in soft agar. (**G**) The TAZ-CAMTA1 S51A mutant but not the ΔWW mutant reduces anchorage independent proliferation on poly-HEMA. For immunofluorescence, % nuclear positivity was calculated for six different fields for each condition; statistical significance was evaluated using an unpaired two-tailed *t*-test. For soft agar assays, statistical significance was evaluated using an unpaired two-tailed *t*-test. For poly-HEMA proliferation assays, statistical significance was evaluated using fold change increase in proliferation at day 10 with an unpaired two-tailed *t*-test. Each experiment was repeated at least twice. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05.

**Figure 1—figure supplement 3.**
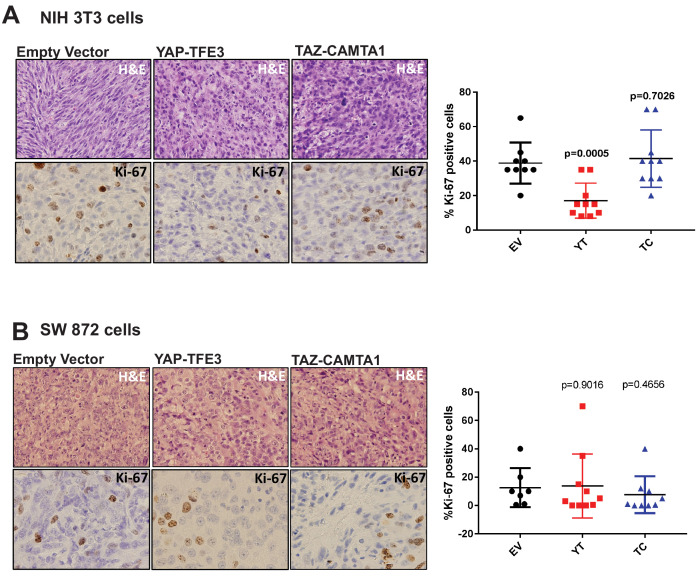
YAP-TFE3 and TAZ-CAMTA1 driven xenografts in NOD.*Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ* (NSG) mice form tumors in vivo. (**A**) H and E sections of NIH 3T3 xenografts transduced with EV, YAP-TFE3 or TAZ-CAMTA1. Tumors expressing YAP-TFE3 or TAZ-CAMTA1 showed a more epithelioid cytomorphology and a greater degree of pleomorphism than EV control. Ki-67 labeling was not increased in YAP-TFE3 or TAZ-CAMTA1 tumors compared to EV. (**B**) H and E sections of SW872 xenografts transduced with EV, YAP-TFE3, or TAZ-CAMTA1. Tumors expressing YAP-TFE3 or TAZ-CAMTA1 showed a greater degree of pleomorphism, however this change was less pronounced than it was in NIH 3T3 cells. Ki-67 labeling was not increased in YAP-TFE3 or TAZ-CAMTA1 tumors compared to EV. Xenograft mouse experiments were repeated twice, using 5–10 mice per group. Significance of Ki-67 labeling was determine by unpaired two-tailed *t*-test.

### YAP-TFE3 requires components of both YAP and TFE3 to transform cells

In order to dissect the function of the YAP-TFE3 fusion protein, we expressed it in NIH 3T3 cells, which have been utilized to study various components of the Hippo pathway (Zhao et al., 2007; Zhao et al., 2008; Zhang et al., 2009). We also expressed the fusion protein in SW872 cells, a human liposarcoma cell line, chosen because it has an attenuated ability to grow in an anchorage independent manner in either soft agar or poly-HEMA (poly 2-hydroxyethyl methacrylate; data not shown) and because there are no EHE cell lines available. Both TAZ-CAMTA1 and YAP-TFE3 were able to promote colony formation in soft agar in SW872 cells (Figure 1—figure supplement 2E). To investigate YAP-TFE3’s ability to transform cells, full-length YAP, full-length TFE3, the truncated portions of YAP or TFE3 present in the fusion protein, as well as YAP-TFE3 were expressed in NIH 3T3 cells (Figure 1—figure supplement 1) which were then grown in soft agar (Figure 1B) and poly-HEMA (Figure 1C). YAP-TFE3 promoted anchorage independent growth while full length YAP, full-length TFE3, or the truncated portions of YAP or TFE3 present in the fusion protein did not. Expressing the same constructs in SW872 cells (Figure 1—figure supplement 1) and evaluating proliferation on poly-HEMA yielded similar results (Figure 1D). The above findings indicate that YAP-TFE3 is a neomorphic protein combining properties of both YAP and TFE3 to transform cells.

YAP and TAZ dynamically shuttle between the cytoplasm and nucleus and this is regulated by Hippo pathway-dependent and -independent mechanisms (Manning et al., 2020). Furthermore, the abundance of both YAP and TAZ is limited by ubiquitin-mediated degradation which is controlled by the Hippo pathway (Liu et al., 2010; Huang et al., 2012). The relative abundance of YAP and TAZ in the nucleus and cytoplasm is modulated by multiple features including cell confluence and mechanotransduction cues (Manning et al., 2020; Zanconato et al., 2016). Like YAP, we found YAP-TFE3 to be localized within the nucleus when cells were plated under sparse conditions. Under confluent conditions, YAP was enriched in the cytoplasm and its abundance was reduced, while YAP-TFE3 remained predominantly nuclear (Figure 1E–F; Figure 1—figure supplement 2A–B). Nuclear and cytoplasmic fractionation confirmed that YAP was no longer localized in the nucleus and instead accumulated in the cytoplasm where it was subsequently degraded. In contrast, YAP-TFE3 remained in the nucleus upon cell confluence (Figure 1—figure supplement 2C). Similarly, YAP localization shifted from the nucleus to the cytoplasm upon cell detachment, while YAP-TFE3 remained constitutively nuclear (Figure 1—figure supplement 2D). Taken together, the above data suggest that YAP-TFE3 is no longer subject to Hippo pathway-mediated suppression, likely because the key residues targeted by LATS1/2 (S127 and S381) (Zhao et al., 2007) are not present in YAP-TFE3.

### YAP-TFE3 and TAZ-CAMTA1 drive tumor initiation and proliferation in vivo

To study the function of YAP/TAZ fusion proteins in vivo, NIH 3T3 cells or SW872 cells transduced with empty vector, TAZ-CAMTA1, or YAP-TFE3 were injected into subcutaneous tissue of *Prkdc^scid^: Il2rg^tm1Wjl^/SzJ* (NSG) mice. Mice with NIH 3T3-derived tumors expressing YAP-TFE3 or TAZ-CAMTA1 demonstrated a shorter overall survival compared to empty vector (p<0.0001 for both YAP-TFE3 and TAZ-CAMTA1) (Figure 1G). Tumors expressing YAP-TFE3 and TAZ-CAMTA1 formed palpable masses ~ 7 days post-injection (Figure 1H) indicating time to tumor initiation was similar for NIH 3T3 cells expressing either fusion protein. NIH 3T3 cells containing empty vector formed tumors, as has been described (Greig et al., 1985), but tumor initiation was delayed by approximately 10 days. The slopes of the growth curves for the two fusion proteins were similar to empty vector, and this was confirmed by Ki-67 labeling (Figure 1—figure supplement 3A and B). Although this is seemingly discrepant with in vitro data showing that YAP-TFE3 drives proliferation (Figure 1C and D), the in vitro proliferation being measured was in the context of anchorage independent growth, which may play a more important role in tumor initiation. Mice were sacrificed when tumors reached 2 cm in the greatest dimension (according to animal use protocol). NIH 3T3 cell-derived tumors expressing YAP-TFE3 or TAZ-CAMTA1 exhibited a more rounded (epithelioid) cytomorphology and a greater degree of cellular pleomorphism as compared to control tumors (Figure 1—figure supplement 3A). Necropsy and pathological evaluation of the lungs demonstrated the presence of microscopic metastases in the YAP-TFE3 (p=0.0299) but not the TAZ-CAMTA1 (not significant) cohorts (Figure 1I). In the mildly tumorigenic SW872 cell line (Stratford et al., 2012; Zhang et al., 2013a; Li et al., 2014), expression of YAP-TFE3 and TAZ-CAMTA1 decreased latency to tumor formation compared to empty vector in vivo (Figure 1J), similar to NIH 3T3 cells. Cytological changes in SW872 cell-derived tumors were less pronounced than in NIH 3T3 cells (Figure 1—figure supplement 3B). The above data show that both fusion proteins play a role in tumor initiation and can drive tumorigenesis in vivo.

### TEAD transcription factors mediate the oncogenic activity of both YAP-TFE3 and TAZ-CAMTA1

TAZ and YAP are transcriptional co-activators that lack DNA binding domains and form a physical complex with DNA binding transcription factors in order to drive transcription, the best characterized of which are TEAD1-4. TAZ and YAP interact with TEAD1-4 via the TEAD binding domain in the YAP and TAZ amino termini (Zhao et al., 2008; Zhang et al., 2009), while the WW domains of YAP and TAZ mediate interactions with other transcription factors including TBX5 (Murakami et al., 2005), Runx2 (Hong et al., 2005), PPAR-γ (Hong et al., 2005), and SMADs (Varelas et al., 2008). We previously showed that TEAD4 is required for the oncogenic function of TAZ-CAMTA1 (Tanas et al., 2016) . To determine if the WW domain is essential for cell transformation, alanines were substituted for the two essential tryptophans in the WW domain of TAZ-CAMTA1 (TAZ-CAMTA1ΔWW). While the S51A mutant (disrupts TEAD binding) of TAZ-CAMTA1 significantly reduced colony formation in soft agar/growth on poly-HEMA (Tanas et al., 2016), the TAZ-CAMTA1ΔWW mutant did not (Figure 1—figure supplement 2F and G). This confirms that TAZ-CAMTA1 function is dependent on the TEAD binding domain but not the WW domain.

YAP-TFE3 (Figure 1A) contains the TEAD binding domain, but not the WW domain, suggesting that the TEAD binding domain mediates the YAP-TFE3 transcriptional program. To test the hypothesis that TEAD binding is necessary to activate the oncogenic YAP-TFE3 transcriptional program, Tead1 was knocked down in NIH-3T3 cells expressing YAP-TFE3 (Figure 2A; Figure 2—source data 1). Knock-down of Tead1 reduced anchorage independent growth on poly-HEMA (Figure 2B) and in soft agar (Figure 2C) with two different short hairpin RNAs (shRNAs). A YAP-TFE3 S94A mutant was created to disrupt its interaction with TEAD (homologous to S94 in full-length YAP and required for TEAD binding Zhao et al., 2008, which was confirmed by co-immunoprecipitation (Figure 2D)). A prominent band at a lower molecular weight than full-length YAP-TFE3 S94A was identified, likely representing an unstable degradation product. The S94A mutation completely abrogated YAP-TFE3-driven anchorage-independent growth on poly-HEMA (Figure 2E) and in soft agar (Figure 2F). By quantitative RT-PCR, the YAP-TFE3 S94A mutant showed a sevenfold decrease in expression of *Ccn2*(Ctgf), a YAP target gene, compared to the YAP-TFE3 control (Figure 2G). Chromatin immunoprecipitation-quantitative PCR for the *CCN2* promoter (which contains the TEAD-binding sequence) showed a sixfold decrease in *CCN2* promoter binding by YAP-TFE3 S94A as compared to YAP-TFE3 control (Figure 2H). Using the 8XGTIIC luciferase reporter containing eight TEAD consensus binding sequences (Dupont et al., 2011), YAP-TFE3 S94A showed decreased luciferase activity compared to the YAP-TFE3 control (Figure 2I and Figure 1—figure supplement 1E). Collectively, these data suggest that YAP-TFE3, like TAZ-CAMTA1, requires TEAD transcription factors to drive its oncogenic transcriptional program (Figure 2J).

**Figure 2.**
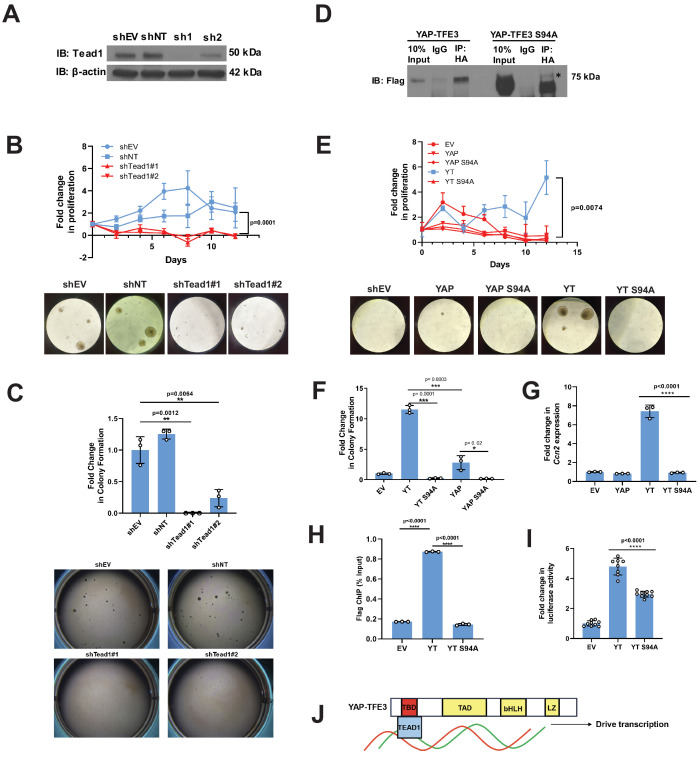
Tead1 mediates the oncogenic transcriptional program of YAP-TFE3. (**A**) Knockdown of Tead1 in NIH 3T3 YAP-TFE3 cells. (**B**) Poly-HEMA analysis in NIH 3T3 YAP-TFE3 cells with Tead1 knock-down. Spheroid formation on poly-HEMA is shown below. (**C**) Soft agar assay in NIH 3T3 YAP-TFE3 cells with two Tead1 shRNA (shTead#1 and shTead#2) with colonies shown below. (**D**) Co-immunoprecipitation experiment in NIH 3T3 cells stably expressing Flag-YAP-TFE3 or Flag-YAP-TFE3 S94A. 3HA-TEAD1 is transiently transfected. * indicates MW of Flag-YAP-TFE3. (**E**) Poly-HEMA assay in NIH 3T3 cells expressing same constructs present in E. Spheroid formation on poly-HEMA is shown below. (**F**) Soft agar assay in NIH 3T3 cells expressing YAP-TFE3 (YT), YT S94A, YAP, or YAPS94A. (**G**) Quantitative RT-PCR showing reduced *Ccn2* expression in NIH 3T3 YAP-TFE3 (YT) S94A cells. (**H**) Chromatin immunoprecipitation-quantitative PCR for the *CCN2* promoter in SW872 cells transduced with empty vector (EV), YT, and YT S94A. (**I**) Luciferase reporter assay (8XGTIIC luciferase reporter construct) in HEK 293 cells expressing YT or YT S94A. (**J**) Model diagram of YAP-TFE3 driving transcription by binding to TEAD1. For soft agar assays, statistical significance was evaluated using an unpaired two-tailed *t*-test. For poly-HEMA proliferation assays, statistical significance was evaluated using fold change increase in proliferation at day 10 with an unpaired two-tailed *t*-test. For quantitative RT-PCR and the luciferase reporter assay, standard deviation was calculated from fold change values for each triplicate. Each experiment was repeated at least twice. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 2—source data 1.Tead1 shRNA sequences.

### The fusion proteins induce overlapping but different transcriptomes than TAZ and YAP

From this working model, we hypothesized that since TEAD binding is essential for YAP-TFE3 and TAZ-CAMTA1-driven transformation, the YAP-TFE3 and TAZ-CAMTA1 transcriptomes would essentially recapitulate the YAP and TAZ transcriptional programs, respectively. To test this hypothesis, RNA-Seq was performed on NIH 3T3 cells and SW872 cells stably expressing TAZ4SA (hyperactivated form of TAZ due to alanines being substituted for four serines that can be phosphorylated by the LATS1/2 kinases [Lei et al., 2008]), TAZ-CAMTA1, CAMTA1, YAP5SA (hyperactivated form of YAP due to alanines being substituted for five serines that can be phosphorylated by the LATS1/2 kinases [Zhao et al., 2007]), YAP-TFE3, and TFE3, as well as cells transduced with empty vector control (Figure 1—figure supplement 1; Figure 3—source data 1 and 2). 

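The libraries examined here are those of the NIH 3T3 cells, an immortalized line of mouse embryonic fibroblasts, and the SW872 libraries were not analysed here. There were 24 NIH 3T3 libraries, 3 for each of 8 groups. The cells with EV, TAZ4SA, TAZ-CAMTA1, YAP5SA, YAP-TFE3 and TFE3 were collected after 48 h of confluence. The CAMTA1 cells were collected at sub-confluence, and a second empty vector group (EVsub) is labelled sub-confluent as well. The authors prepared stranded libraries from polyadenylated RNA, sequenced 75 bp paired-end reads, and processed them with bcbio-nextgen 1.0.8 and Hisat2 on the mm10 mouse genome. The deposited values are raw counts for each Ensembl gene, without normalization, and the paper's text does not name the program that counted the reads or whether it used the strand. For their lists of differentially expressed (DE) genes the authors used another quantification of the same libraries, made with Salmon and DESeq2, so the values given beside the results on these cells start from different counts.
The total count per library ranged from 19981310 to 22419096 in EV (median 21750297), from 20198078 to 28020955 in EVsub (median 22363950), and from 16471181 to 21964589 in TAZ4SA (median 21688196). It ranged from 20906035 to 23923921 in TAZ-CAMTA1 (median 23574050) and from 19823573 to 30132586 in CAMTA1 (median 25706916). The YAP5SA libraries held 19055901 to 26390310 counts (median 23599726), the YAP-TFE3 libraries 19777954 to 28170637 (median 22556635), and the TFE3 libraries 21414273 to 27158220 (median 22234000). Replicates of every group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of 5.98 to 130.19, so no library was a second copy of another of its group.
Counts were normalized for library size with the TMM method and tested with edgeR's quasi-likelihood test, with all 24 libraries in one fit. Genes with a mean of at least 5 counts over all libraries were kept, which left 14361, and a gene was called DE at a Benjamini-Hochberg FDR of 5%. CAMTA1 was compared with EVsub and every other protein with EV. On simulated counts with 200 genes changed by a log2 change of 1, the same test recovered 73% of them, and 92.5% at a log2 change of 2, so smaller changes can be missed at this depth with 3 libraries per group.
As a check of the labels, the genes of the expressed proteins passed the threshold as a rise in CAMTA1 cells and, by less, in TAZ4SA cells only. Neither call held under every alternative. The paper's text does not state the species of these constructs, and the counts are of mouse genes. A missing rise therefore cannot check a label or show that a protein was not expressed. By western blot the paper shows each of these Flag-tagged proteins in NIH 3T3 cells (Figure 1—figure supplement 1). Camta1 (ENSMUSG00000014592), at 150917322 to 151861876 on chromosome 4 of mm10, had 9.96 ± 1.10 CPM (normalized counts scaled to the library size; SD, n = 3) in the CAMTA1 cells and 4.76 ± 0.825 (SD, n = 3) in EVsub. This was a log2 fold change of 1.07 (standard error 0.18, adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold when the fit held only the 2 groups compared (adjusted p = 0.0888, edgeR). The gene overlaps others on its chromosome, among them Vamp3 and Per3. In TAZ-CAMTA1 cells its count was 4.64 ± 0.339 CPM (SD, n = 3) against 4.85 ± 0.0231 (SD, n = 3) in EV, a difference that did not pass the threshold (adjusted p = 0.85, same edgeR test). Wwtr1 (ENSMUSG00000027803; chromosome 3, 57455649 to 57575910), which encodes TAZ, rose by a log2 fold change of 0.28 in TAZ4SA cells (standard error 0.09, adjusted p = 0.0113, edgeR) and did not pass the threshold in TAZ-CAMTA1 cells (0.17, standard error 0.09, adjusted p = 0.19, edgeR). The rise in TAZ4SA cells did not pass it with no filter on low counts (adjusted p = 0.122, edgeR) or with only the 2 groups compared in the fit (adjusted p = 0.163, edgeR). Yap1 (ENSMUSG00000053110; chromosome 9, 7931999 to 8004596) fell by 0.86 on the log2 scale in YAP5SA cells (adjusted p = 8.13e-09, edgeR) and did not pass the threshold in YAP-TFE3 cells (adjusted p = 0.136, edgeR), where DESeq2 called it as a fall (adjusted p = 0.0312). Tfe3 (ENSMUSG00000000134; chromosome X, 7762560 to 7775202) did not pass it in TFE3 cells (log2 fold change -0.30, adjusted p = 0.308, edgeR) or in YAP-TFE3 cells (adjusted p = 0.51, edgeR). With only the 2 groups compared in the fit the fall in TFE3 cells did pass it (adjusted p = 0.0279, edgeR).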

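In the NIH 3T3 libraries, 3088 genes were DE between TAZ-CAMTA1 and EV, 1799 of them higher and 1289 lower in TAZ-CAMTA1. Between TAZ4SA and EV, 8253 genes were DE (4465 higher and 3788 lower), which is 57.5% of the genes tested. The lists had 2163 genes in common. Of these, 1084 were higher and 855 lower in both, and 224 changed in opposite directions. With 57.5% of all tested genes DE in TAZ4SA, a list of the same length as that of TAZ-CAMTA1 would share 1774.6 genes with it by chance. The observed overlap was 1.22 times that, with a 95% Wilson interval over genes of 68.4% to 71.6% of the TAZ-CAMTA1 list (genes are not independent replicates). The -log10 of the hypergeometric density was 58.65, and the upper tail of the distribution, which is Fisher's exact test (one-sided), gave p = 4.45e-59. Across all tested genes, the log2 fold changes of TAZ-CAMTA1 and TAZ4SA against EV had a Pearson correlation of 0.521 and a Spearman correlation of 0.414, with the same EV libraries in both. Of the alternatives, fitting only the 2 groups compared moved the shared part of the TAZ-CAMTA1 list most, to 56.05%.
Among the shared genes that changed in the same direction, the median size of the log2 fold change was 0.80 in TAZ-CAMTA1 and 1.14 in TAZ4SA, and it was smaller in TAZ-CAMTA1 for 1370 genes (70.7%). The direct contrast of the 2 groups called 936 of these genes DE. Amotl2 (ENSMUSG00000032531; mm10 chromosome 9, 102716672 to 102733418), a TAZ/YAP target, had 218 ± 31.6 CPM in EV, 422 ± 31.3 in TAZ-CAMTA1 and 578 ± 139 in TAZ4SA (SD, n = 3 each). Its log2 fold change against EV was 0.95 in TAZ-CAMTA1 (standard error 0.16, adjusted p = 0.000109, edgeR) and 1.41 in TAZ4SA (standard error 0.16, adjusted p = 1.64e-07, edgeR). Ajuba (ENSMUSG00000022178; chromosome 14, 54567472 to 54577558) had 43.5 ± 6.06 CPM in EV, 127 ± 12.3 in TAZ-CAMTA1 and 71.0 ± 14.1 in TAZ4SA (SD, n = 3 each). It rose more in TAZ-CAMTA1, with log2 fold changes of 1.54 and 0.71 and an adjusted p of 1.34e-05 between them (edgeR).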

Differentially expressed genes (FDR < 0.05) showed considerable overlap between the TAZ4SA and TAZ-CAMTA1 transcriptomes; 70% of genes differentially expressed in the TAZ-CAMTA1 transcriptome were also present in the TAZ4SA transcriptome with a –log_10_[hypergeometric density] (HGD) of 105.6 (p=1.92×10^−106^). By comparison, a much smaller percentage of overlap (9%) was identified between the TAZ-CAMTA1 and CAMTA1 gene sets with an HGD of 34.1 (p=4.71×10^−35^). 

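CAMTA1 differed from EVsub at 313 genes, 185 higher and 128 lower. Without adjustment for multiple tests, 2612 genes had a p under 0.05. The list of TAZ-CAMTA1 shared 134 genes with that of CAMTA1, which is 4.34% of the TAZ-CAMTA1 genes (95% interval over genes, 3.68% to 5.12%). By chance 67.3 genes would be shared, so the observed number was 1.99 times the expected one. The 1.22 for TAZ4SA is not comparable, since with 57.5% of the tested genes DE there it could not reach 1.99 even at full overlap. The hypergeometric density gave a -log10 value of 17.2, and Fisher's exact test (one-sided) p = 9.78e-18. Of the shared genes, 120 changed in the same direction (79 higher and 41 lower in both) and 14 in opposite directions. The share moved with the method, from 0.25% when each fit held only the 2 groups compared, where 22 genes were DE in CAMTA1, to 10.66% with no filter on low counts, where 674 were.
Libraries of CAMTA1 and EVsub with the same replicate number deviated together from their group means, with a mean correlation across genes of 0.22. With the replicate number as a block in the model, 301 genes were DE in CAMTA1, the shared part was 4.17% of the TAZ-CAMTA1 list and the -log10 hypergeometric density was 15.88. This block was common to all 8 groups, and over all pairs of groups the correlation was -0.006. It therefore cannot settle what a pairing of CAMTA1 and EVsub alone would change, and no fit with that pairing was run.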

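Of the genes DE in TAZ-CAMTA1, 903 were DE in neither TAZ4SA nor CAMTA1, with a 95% interval over genes of 27.7% to 30.9% of the list. Among them 569 were higher and 334 lower than in EV. Of all tested genes, 42.0% were DE in neither TAZ4SA nor CAMTA1. A gene that passes the threshold in one group and not in another need not differ between them, so TAZ-CAMTA1 was also compared with TAZ4SA directly. In that contrast 645 of the 903 genes (71.4%; 95% interval 68.4% to 74.3%) were DE in the direction they had against EV, and 258 were not. Of all tested genes 54.7% were DE in that contrast, in either direction. The 903 genes were chosen by calls on the same libraries, which favours this outcome. In TAZ4SA, 98 of the 903 had an unadjusted p under 0.05 against EV, and 592 (65.6%) had a fold change of the same sign as in TAZ-CAMTA1. The median size of the log2 fold change in TAZ-CAMTA1 was 0.69 for these genes and 0.79 for the rest of its list.
The named genes are the largest rises and falls among the 533 genes that were also DE in the direct contrast, had a mean of at least 50 counts, and had every TAZ-CAMTA1 library on one side of every EV library. Lyz2 (ENSMUSG00000069516; mm10 chromosome 10, 117277331 to 117282321), a lysozyme gene whose reads counting could have split with its paralog Lyz1, had 21.6 ± 2.11 CPM in TAZ-CAMTA1 and 0.390 ± 0.225 in EV (SD, n = 3 each). Its log2 fold change was 5.78 (standard error 0.41, adjusted p = 3.2e-09, edgeR), and in TAZ4SA it was 1.16 (standard error 0.57, adjusted p = 0.0887, edgeR). In TAZ4SA it passed the threshold with no filter on low counts (adjusted p = 0.0253, edgeR). Adamtsl1 (ENSMUSG00000066113; chromosome 4, 85514172 to 86428385) rose from 0.409 ± 0.183 to 9.68 ± 0.470 CPM (SD, n = 3 each), by 4.57 on the log2 scale (adjusted p = 5.48e-08, edgeR). Ms4a4d (ENSMUSG00000024678; chromosome 19, 11536801 to 11558467) rose from 1.83 ± 1.64 to 24.2 ± 2.41 CPM (SD, n = 3 each), by 3.74 (adjusted p = 8.85e-07, edgeR). In TAZ4SA it too passed the threshold without the filter (adjusted p = 0.0205, edgeR).
Among the falls, Igf2os (ENSMUSG00000086266; chromosome 7, 142659693 to 142670356), which lies antisense to Igf2, fell by 1.98 on the log2 scale (standard error 0.41, adjusted p = 0.00133, edgeR). Kcnab1 (ENSMUSG00000027827; chromosome 3, 65109384 to 65378223) fell by 1.94 (standard error 0.20, adjusted p = 4.17e-07, edgeR), from 45.1 ± 3.93 to 11.7 ± 2.61 CPM (SD, n = 3 each). In TAZ4SA it was called as a rise with no filter on low counts (0.42, adjusted p = 0.0366, edgeR). Eya4 (ENSMUSG00000010461; chromosome 10, 23102963 to 23350786) fell by 1.51 (standard error 0.20, adjusted p = 6.86e-06, edgeR), from 14.2 ± 0.450 to 5.00 ± 0.691 CPM (SD, n = 3 each). The rule did not look at the remaining groups. In YAP5SA, Eya4 and Kcnab1 were low too (2.4 ± 0.0836 and 20.8 ± 3.48 CPM), while Igf2os was high (64.8 ± 10.4). In EVsub, Kcnab1, Eya4 and Igf2os had 24.1 ± 3.96, 8.14 ± 1.5 and 2.7 ± 0.997 CPM, against 7.42 ± 5.39 for Igf2os in EV (SD, n = 3 each).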

A significant percentage (29%) of differentially expressed genes in the TAZ-CAMTA1 transcriptional program were not induced by either TAZ4SA or CAMTA1 (Figure 3A; Figure 3—source data 1) in NIH 3T3 cells. Similarly, 31% of the TAZ-CAMTA1 gene set in SW872 cells were unique and not found in the TAZ or CAMTA1 transcriptional programs (Figure 3B; Figure 3—source data 2). As in NIH 3T3 cells, the amount of overlap between TAZ-CAMTA1 and TAZ4SA in SW872 cells was greater (67% of TAZ-CAMTA1 genes; HGD of 72.6) than that between TAZ-CAMTA1 and CAMTA1 (9% of TAZ-CAMTA1 genes; HGD of 27.6).

**Figure 3.**
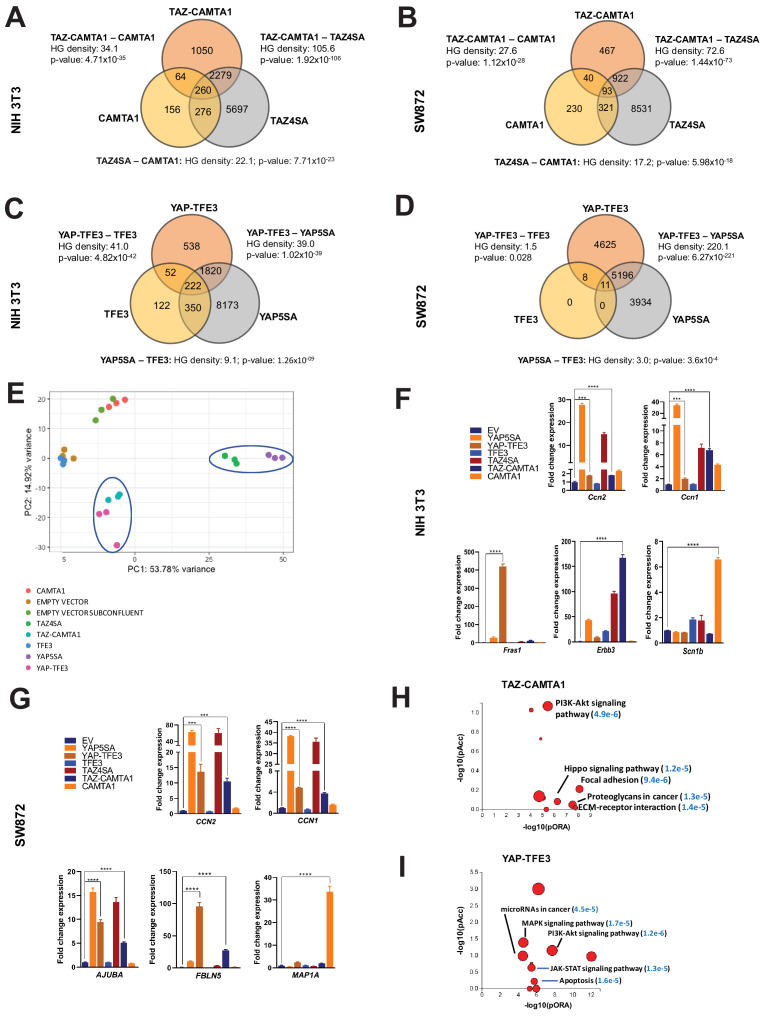
TAZ-CAMTA1 and YAP-TFE3 induce different but overlapping transcriptomes compared to TAZ and YAP. (**A**) Number of differentially expressed genes (FDR = 5%) in NIH 3T3 cells expressing TAZ-CAMTA1 and full-length controls. HG density represents the –log_10_(hypergeometric density). p Value for hypergeometric analysis included. (**B**) Number of differentially expressed genes (FDR = 5%) in SW872 cells expressing TAZ-CAMTA1 and full-length controls. (**C**) Number of differentially expressed genes (FDR = 5%) in NIH 3T3 cells expressing YAP-TFE3 and full-length controls. (**D**) Number of differentially expressed genes (FDR = 5%) in SW872 cells expressing YAP-TFE3 and full-length controls. (**E**) Principal component analysis of RNA expression after variance-stabilizing transformation in NIH 3T3 cells. (**F**) Validation of RNA-Seq in NIH 3T3 cells by qRT-PCR for key genes. (**G**) Validation of RNA-Seq in SW872 cells by qRT-PCR for key genes. (**H**) Scatter plot of two types of pathway enrichment evidence: probability of over-representation (pORA) and probability of accumulation (pAcc) as calculated by iPathwayGuide for SW872 TAZ-CAMTA1 cells and (**I**) YAP-TFE3 cells. RNA-Seq experiments in NIH 3T3 cells and SW872 cells were performed using biological triplicates for each of the conditions (expression constructs). For gene expression data, the population was set to the total number of recovered genes with the mean of 5 counts across all samples. Hypergeometric testing was performed using the phyper() function in the stats R package (v3.6.3) set to assess enrichment and the lower tail set to false. Hypergeometric density was calculated using the related dhyper function and converted using the negative log10 of the output. For quantitative RT-PCR, standard deviation was calculated from fold change values for each triplicate. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 3—source data 1.Differentially expressed genes in NIH 3T3 cells expressing fusion proteins and full length controls. Figure 3—source data 2.Differentially expressed genes in SW872 cells expressing fusion proteins and full length controls.

**Figure 3—figure supplement 1.**
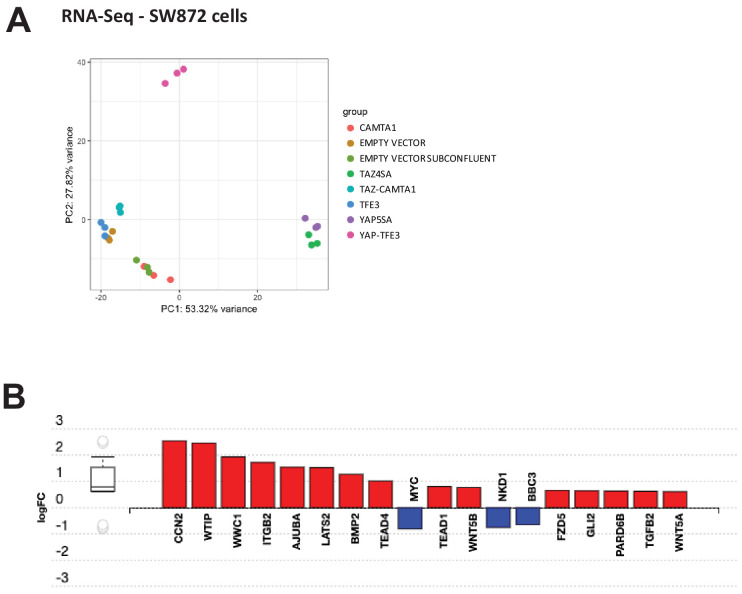
Differentially expressed genes in SW872 cells expressing fusion proteins and full length controls. (**A**) Principal component analysis of RNA expression after variance stabilizing transformation in SW872 cells. (**B**) iPathwayGuide analysis showing enrichment of Hippo pathway genes in DE expression analysis in SW872 cells expressing TAZ-CAMTA1. RNA-Seq experiments were performed in biological triplicates. For gene expression data, the population was set to the total number of recovered genes with the mean of five counts across all samples.

The YAP-TFE3 transcriptional program demonstrated similar findings. In NIH 3T3 cells, 78% of genes differentially expressed in the YAP-TFE3 transcriptome were present in the YAP5SA transcriptional program. 

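Against EV, 2203 genes were DE in YAP-TFE3 (1523 higher and 680 lower) and 10220 in YAP5SA (5208 higher and 5012 lower). The YAP5SA list held 71.2% of the genes tested. The lists shared 1712 genes, 77.7% of the YAP-TFE3 genes (95% interval over genes, 75.9% to 79.4%). By chance 1567.8 genes would be shared, and the observed number was 1.09 times that. The -log10 of the hypergeometric density was 13.97, with p = 3.17e-14 in Fisher's exact test (one-sided). Of the shared genes, 883 were higher and 448 lower in both, and 381 changed in opposite directions. When a shared gene also had to change in the same direction, the shared part was 60.4% of the YAP-TFE3 list. Those same-direction genes are fewer than the number expected without regard to direction and more than the 783.9 expected when direction is counted. Across all tested genes the log2 fold changes had a Pearson correlation of 0.377 and a Spearman correlation of 0.237. Among the genes shared in the same direction the median size of the log2 fold change was 0.82 in YAP-TFE3 and 1.60 in YAP5SA, and 1057 of them (79.4%) changed less in YAP-TFE3. The direct contrast called 853 of them DE.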

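TFE3 differed from EV at 485 genes, 339 higher and 146 lower. The YAP-TFE3 list had 162 genes in common with it, which is 7.35% of the YAP-TFE3 genes (95% interval over genes, 6.34% to 8.52%). This was 2.18 times the 74.4 genes that chance would give, with a -log10 hypergeometric density of 23.42 (p = 5.75e-24, one-sided Fisher's exact test). The 1.09 for YAP5SA is not comparable, since with 71.2% of the tested genes DE there it could not reach 2.18 even at full overlap. Of the shared genes, 99 changed in the same direction in YAP-TFE3 and TFE3 (62 higher and 37 lower in both), and 63 changed in opposite directions. Of the latter, 42 were lower in YAP-TFE3 and higher in TFE3. Of the alternatives, fitting only the 2 groups compared moved the share most, to 19.8%.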

Comparatively, only 10% of differentially expressed genes in the YAP-TFE3 gene set were also present in the TFE3 transcriptome. 

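There were 455 genes DE in YAP-TFE3 and in neither YAP5SA nor TFE3, 354 of them higher and 101 lower than in EV. The 95% interval over genes was 19.0% to 22.4% of the YAP-TFE3 list, and 28.1% of all tested genes were DE in neither YAP5SA nor TFE3. In the direct contrast with YAP5SA, 398 of the 455 genes (87.5%; 95% interval 84.1% to 90.2%) were DE in the direction they had against EV, and 57 were not. Of all tested genes 70.9% were DE in that contrast, in either direction, and the choice of the 455 genes again favours this outcome. In YAP5SA, 34 of the 455 genes had an unadjusted p under 0.05, and 260 (57.1%) had a fold change of the same sign as in YAP-TFE3. Their median size of log2 fold change in YAP-TFE3 was 0.92, against 0.77 for the rest of its list.
By the rule used for TAZ-CAMTA1, which 262 genes met here, the largest rise was that of Cyp11b1 (ENSMUSG00000075604; mm10 chromosome 15, 74834125 to 74841643), a steroid hydroxylase gene. The YAP-TFE3 libraries had 1380 to 4189 counts of it and the EV and YAP5SA libraries 0, which is at least 864-fold higher than in EV and at least 708-fold higher than in YAP5SA, measured against a floor of 3 counts (adjusted p = 5.58e-06 against EV, edgeR). With DESeq2 in place of edgeR its adjusted p against EV was 0.0893. Reads on Cyp11b1 could also come from its paralog Cyp11b2, and it overlaps Gml2 on the opposite strand. Gm7609 (ENSMUSG00000079457; chromosome 1, 85199613 to 85213786), a pseudogene that overlaps C130026I21Rik, had 216 to 523 counts in YAP-TFE3 and 1 to 2 in EV, at least 124-fold higher (adjusted p = 1.42e-08, edgeR). Lyz2 had the second largest rise.
The falls were smaller. Duox1 (ENSMUSG00000033268; chromosome 2, 122315672 to 122347972) fell by 1.63 on the log2 scale (standard error 0.32, adjusted p = 0.000801, edgeR), from 5.74 ± 2.46 to 1.82 ± 0.647 CPM (SD, n = 3 each). Tmem176b (ENSMUSG00000029810; chromosome 6, 48833818 to 48841496), which overlaps Tmem176a, fell by 1.56 (standard error 0.28, adjusted p = 0.000376, edgeR), from 18.9 ± 5.65 to 6.40 ± 0.539 CPM (SD, n = 3 each). Fdps (ENSMUSG00000059743; chromosome 3, 89093588 to 89101959) fell by 1.11 (standard error 0.29, adjusted p = 0.0112, edgeR), from 288 ± 70.4 to 133 ± 38.0 CPM (SD, n = 3 each), and this call was lost when a single library was left out. In TFE3 cells Fdps had 140 ± 37.2 CPM (SD, n = 3), and its log2 fold change of -1.05 did not pass the threshold (adjusted p = 0.0517, edgeR). It did with DESeq2 (adjusted p = 0.0137), with no filter on low counts (adjusted p = 0.000204, edgeR) and with only the 2 groups compared in the fit (adjusted p = 0.0158, edgeR). The rule did not look at the remaining groups. Duox1 was also low in TAZ4SA, EVsub and CAMTA1 (1.09 ± 0.453, 1.87 ± 0.479 and 2.15 ± 0.319 CPM). Tmem176b was low in CAMTA1 (2.26 ± 0.535) and not in TAZ4SA (22.2 ± 10.6). Fdps was low in TAZ4SA and TAZ-CAMTA1 (102 ± 52.5 and 143 ± 35.6) and high in EVsub (445 ± 71.9; SD, n = 3 each).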

In NIH 3T3 cells 20% of the differentially expressed genes were unique to the YAP-TFE3 transcriptome and not found in the YAP5SA or TFE3 transcriptional programs (Figure 3C; Figure 3—source data 1). Similarly, in SW872 cells 47% of the YAP-TFE3 transcriptional program was found only in the YAP-TFE3 transcriptome and not in YAP5SA or TFE3 controls (Figure 3D; Figure 3—source data 2). Mirroring findings in NIH 3T3 cells, the amount of overlap between YAP-TFE3 and YAP5SA (53% of YAP-TFE3 genes; HGD of 220.1) was greater than that between YAP-TFE3 and TFE3 (0.2% of YAP-TFE3 genes; HGD of 1.5).

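The counts of the 24 NIH 3T3 libraries were passed through the variance-stabilizing transformation of DESeq2, and the 500 most variable genes entered a principal component analysis. PC1 held 62.2% of the variance and PC2 14.6%. The mean position of the 3 TAZ-CAMTA1 libraries was -7.46 on PC1 and 12.35 on PC2, and that of the 3 YAP-TFE3 libraries -10.01 and 15.52. TAZ4SA lay at 31.39 and 2.73, YAP5SA at 47.39 and 0.21, and EV at -22.19 and 1.56. In this plane the distance between the group means was 4.07 for TAZ-CAMTA1 and YAP-TFE3 and 16.19 for TAZ4SA and YAP5SA. TAZ-CAMTA1 was 40.02 from TAZ4SA and 18.26 from EV, and YAP-TFE3 was 59.40 from YAP5SA and 18.53 from EV. The distance between the fusion proteins was thus 25.2% of that between TAZ4SA and YAP5SA, and 8.19% of the mean distance of each fusion protein to its full-length protein. TAZ4SA was 53.6 from EV and YAP5SA 69.59, so the fusion proteins also lay nearer EV than their full-length proteins did. Neither ratio is scaled to the size of these changes. A small distance between the fusion proteins can thus in part reflect their smaller change against EV.
Libraries of one group were up to 9.40 apart in YAP-TFE3, 3.90 in TAZ-CAMTA1, 7.72 in TAZ4SA and 3.24 in YAP5SA, so the distance between the means of TAZ-CAMTA1 and YAP-TFE3 was smaller than the spread of the YAP-TFE3 libraries. Taking a single library from each of the 4 groups, in each of the 81 possible ways, the first ratio ranged from 8.69% to 75.6% and the second from 3.6% to 20.5%. The first ratio moved most when all components were used in place of the plane, to 83.9%.

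**Figure D1:**
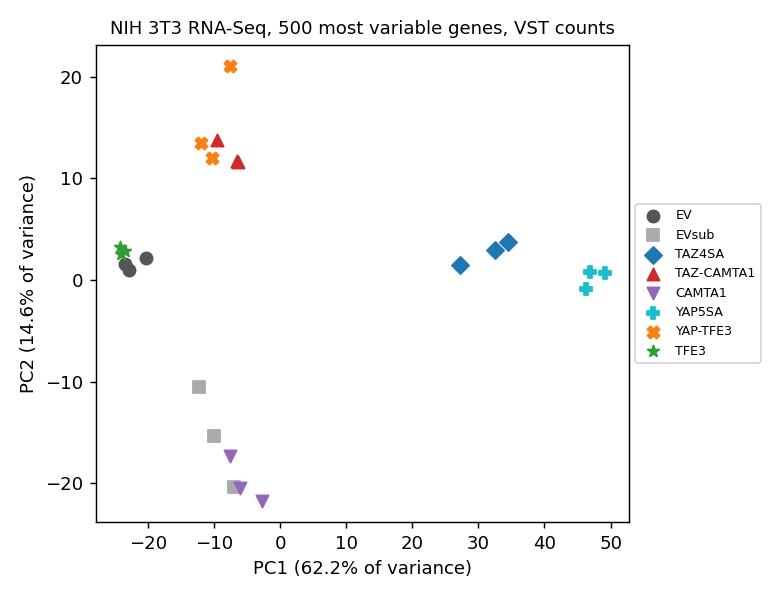
Principal component analysis of the 24 NIH 3T3 libraries after the variance-stabilizing transformation, from the 500 most variable genes. Each point is one library, placed by its score on PC1 (horizontal, 62.2% of the variance) and PC2 (vertical, 14.6%), with a colour and symbol for each of the 8 groups. The TAZ-CAMTA1 and YAP-TFE3 libraries lie near each other on the left at high PC2, and the TAZ4SA and YAP5SA libraries lie on the right.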

A principal component analysis (PCA) revealed that the TAZ-CAMTA1 and YAP-TFE3 transcriptomes in NIH 3T3 cells grouped more closely together than the transcriptomes of their cognate full length proteins (Figure 3E). In SW872 cells, the TAZ-CAMTA1 and YAP-TFE3 transcriptomes diverged from one another, but were still distinct from the TAZ4SA and YAP5SA transcriptomes (Figure 3—figure supplement 1A), providing further support that the fusion proteins drive a transcriptional program that incorporates some elements of the TAZ/YAP transcriptomes but is also significantly altered from the baseline TAZ and YAP transcriptional program. This was corroborated by qRT-PCR experiments, which showed that TAZ-CAMTA1 and YAP-TFE3 promote upregulation of the well-defined TAZ/YAP transcriptional targets *CCN2*(CTGF)/*Ccn2* and *CCN1*(CYR61)*/Ccn1*, but also genes unique to the TAZ-CAMTA1 and YAP-TFE3 transcriptomes such as *Fras1* (an extracellular matrix protein), *Erbb3* (Erb-B2 Receptor Tyrosine Kinase 3) (Figure 3F), and *FBLN5* (an extracellular matrix protein) (Figure 3G). iPathwayGuide analysis performed showed that the top cancer-related signatures activated by TAZ-CAMTA1 in SW872 cells (Figure 3H) are the PI3K-Akt signaling pathway, Hippo signaling pathway (Figure 3—figure supplement 1B), focal adhesion, proteoglycans, and extracellular matrix (ECM)-receptor interaction (mirroring qRT-PCR results in Figure 3F and G). 

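In the RNA-Seq counts of the same NIH 3T3 lines, Ccn2 (ENSMUSG00000019997; mm10 chromosome 10, 24595442 to 24598683) had 17.6 ± 2.74 CPM in EV, 34.9 ± 4.95 in TAZ-CAMTA1 and 36.8 ± 3.27 in YAP-TFE3 (SD, n = 3 each). The libraries of each fusion protein did not overlap those of EV, which for 3 against 3 libraries chance gives in 10% of genes. The log2 fold change was 0.99 in TAZ-CAMTA1 (standard error 0.39, adjusted p = 0.0781, edgeR) and 1.06 in YAP-TFE3 (standard error 0.39, adjusted p = 0.0728, edgeR), so neither passed the threshold. With only the 2 groups compared in the fit both did (adjusted p = 0.00117 and 0.00206, edgeR), and with no filter on low counts both did too (adjusted p = 0.00162 and 0.000746, edgeR). Ccn2 had 273 ± 143 CPM in TAZ4SA and 333 ± 138 in YAP5SA (SD, n = 3 each), which was higher than in the fusion protein of each (adjusted p = 3.21e-06 and 4.62e-07, edgeR).
Ccn1 (ENSMUSG00000028195; chromosome 3, 145646976 to 145649981) rose from 56.1 ± 11.4 CPM in EV to 323 ± 89.1 in TAZ-CAMTA1 and 186 ± 33.0 in YAP-TFE3 (SD, n = 3 each). Its log2 fold changes were 2.53 (standard error 0.38, adjusted p = 4.21e-05, edgeR) and 1.73 (standard error 0.37, adjusted p = 0.00206, edgeR). TAZ4SA had 375 ± 101 CPM and YAP5SA 2130 ± 369 (SD, n = 3 each). The level in TAZ-CAMTA1 could not be told from that in TAZ4SA (adjusted p = 0.633, edgeR), and the level in YAP-TFE3 was lower than in YAP5SA by a log2 fold change of -3.52 (adjusted p = 6.64e-08, edgeR).
Fras1 (ENSMUSG00000034687; chromosome 5, 96373955 to 96784728) had no count in the EV libraries, 95 to 327 counts in the YAP-TFE3 libraries and 2 to 4 in the TAZ-CAMTA1 libraries. YAP-TFE3 was at least 66.7-fold higher than EV (adjusted p = 1.86e-06, edgeR). In TAZ-CAMTA1 the mean was at the floor of 3 counts and the adjusted p was 0.158 (edgeR). It was under the threshold with DESeq2 in place of edgeR (0.0442), with no filter on low counts (0.0478, edgeR) and with only the 2 groups compared in the fit (0.0332, edgeR). Fras1 was also at least 7.16-fold higher than EV in YAP5SA (8 to 29 counts; adjusted p = 0.00028, edgeR) and at least 2.13-fold higher in TAZ4SA (2 to 9 counts; adjusted p = 0.0159, edgeR), and the call in TAZ4SA was lost when a single library was left out. YAP-TFE3 exceeded YAP5SA by a log2 fold change of 3.26 (standard error 0.57, adjusted p = 3.97e-05, edgeR).
Erbb3 (ENSMUSG00000018166; chromosome 10, 128567523 to 128589652) had 0.212 ± 0.295 CPM in EV, 8.00 ± 2.06 in TAZ-CAMTA1 and 0.450 ± 0.392 in YAP-TFE3 (SD, n = 3 each). The log2 fold change was 5.15 in TAZ-CAMTA1 (standard error 0.57, adjusted p = 8.21e-07, edgeR) and 0.92 in YAP-TFE3 (standard error 0.73, adjusted p = 0.468, edgeR), and in YAP-TFE3 its direction turned with a single library left out (-0.01). It was also DE in TAZ4SA, at 3.01 ± 1.07 CPM (SD, n = 3; log2 fold change 3.75, adjusted p = 1.51e-05, edgeR), and in YAP5SA, at 2.68 ± 0.484 CPM (SD, n = 3; log2 fold change 3.58, adjusted p = 1.55e-05, edgeR). TAZ-CAMTA1 exceeded TAZ4SA by 1.40 on the log2 scale (standard error 0.42, adjusted p = 0.0077, edgeR).

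**Figure D2:**
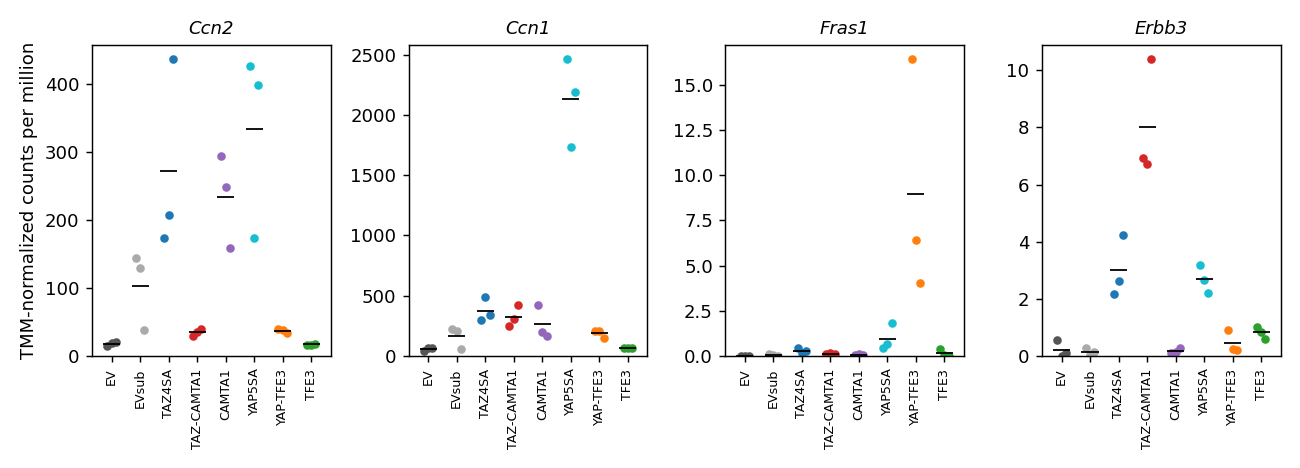
Normalized counts in CPM (vertical axis, from 0, on a scale of its own for each gene) of Ccn2, Ccn1, Fras1 and Erbb3 in the 8 groups of NIH 3T3 libraries. Each point is one library and each line the mean of the 3 libraries of a group. By group mean, Ccn2 and Ccn1 are highest in YAP5SA, Fras1 in YAP-TFE3 and Erbb3 in TAZ-CAMTA1. The highest single library for Ccn2 is one of TAZ4SA.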

The top cancer-related signatures activated by YAP-TFE3 in SW872 cells (Figure 3I) also included the PI3K-Akt signaling pathway, as well as the MAPK and JAK-STAT signaling pathways. A microRNA and apoptosis signature were also identified.

### The TAZ-CAMTA1 and YAP-TFE3 chromatin binding profiles are enriched for both TEAD and non-TEAD transcription factor motifs

To determine if the modified transcriptional programs of the fusion proteins were driven by altered DNA binding, we performed chromatin immunoprecipitation (ChIP) sequencing studies on SW872 cells using Flag-tagged TAZ4SA, TAZ-CAMTA1, CAMTA1, YAP5SA, YAP-TFE3, and TFE3 constructs. Annotation of ChIP peaks with respect to their nearest gene transcriptional start site (TSS) demonstrated that CAMTA1 and TFE3 ChIP peaks were localized in closer proximity to the TSS (0–1 kb). In contrast, TAZ4SA, TAZ-CAMTA1, YAP5SA, and YAP-TFE3 predominantly occupied distal intergenic sequences (3 kb or greater) consistent with active enhancer sequences (Figure 4A–E; Figure 4—figure supplement 1A–D) as confirmed by the presence of overlapping H3K27ac ChIP peaks (Zhang et al., 2013b; Creyghton et al., 2010; Calo and Wysocka, 2013) (69% overlap in TAZ-CAMTA1 distal intergenic sequences; 68% overlap in YAP-TFE3 distal intergenic sequences) (Figure 4D and E). Although the fusion proteins most frequently bound to distal intergenic sequences/active enhancers, they also bound to sequences closer to the TSS (e.g. promoters regions ≤ 1 kb from the TSS) (Figure 4D and E), which are also enriched for H3K27ac marks (Creyghton et al., 2010). Comparison of TAZ-CAMTA1 and H3K27ac genomic occupancy around the TSS of *MAFK* and *HOXA1* (Figure 4—figure supplement 1E,F), two differentially expressed genes in TAZ-CAMTA1-expressing cells (Figure 3—source data 2), showed that H3K27ac peaks closely overlapped and surrounded TAZ-CAMTA1 bound chromatin, validating the above approach. Thus TAZ-CAMTA1 and YAP-TFE3 maintain the genomic occupancy characteristics of increased preference for distal intergenic/enhancer sequences as demonstrated by TAZ and YAP (Figure 4—figure supplement 1A,C; Zanconato et al., 2015; Galli et al., 2015; Stein et al., 2015), but also occupy sequences proximal to the TSS.

**Figure 4.**
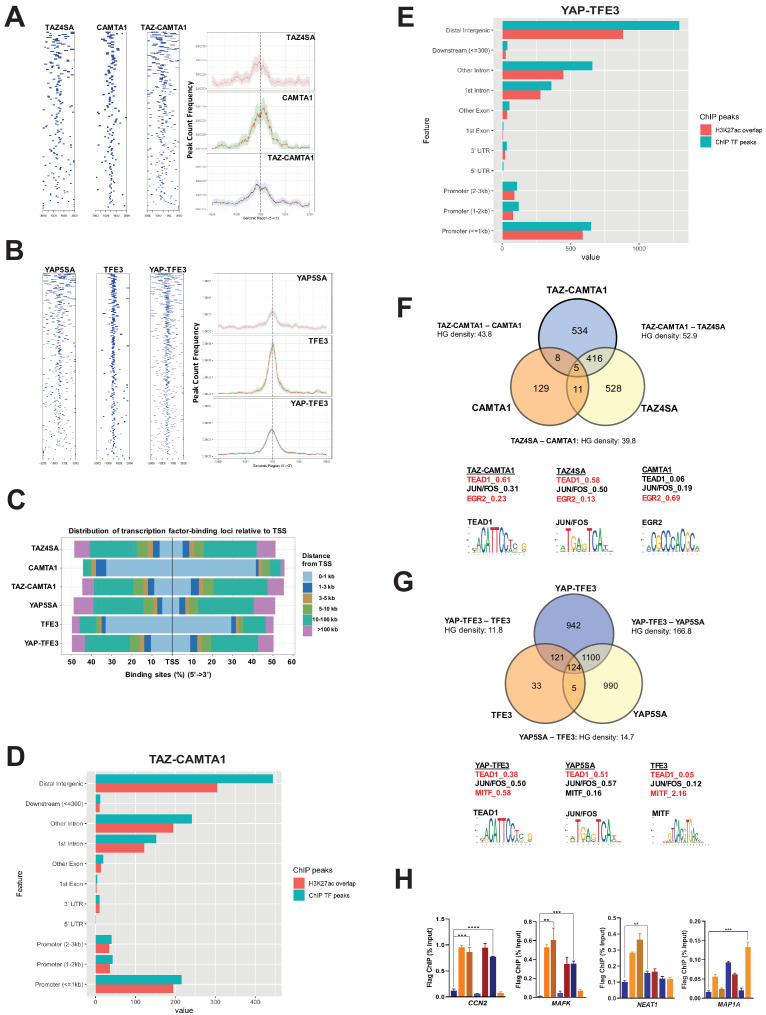
TAZ-CAMTA1 and YAP-TFE3 occupy TEAD and non-TEAD transcription factor motifs. (**A**) Heat map of ChIP binding to transcriptional start site (TSS) regions and average TSS profile histogram for TAZ-CAMTA1 and controls. (**B**) Heat map and histogram for YAP-TFE3 and controls. (**C**) Distribution of transcription factor binding loci relative to TSS for the fusion proteins and controls. (**D**) Distribution of overlapping TAZ-CAMTA1 and H3K27ac ChIP peaks among annotated functional DNA-binding sites. (**E**) Distribution of overlapping YAP-TFE3 and H3K27ac ChIP peaks among annotated functional DNA binding sites. (**F**) Intersection of gene annotations for TAZ-CAMTA1 ChIP peaks and controls. Proportion of peaks containing selected transcription factor (TF) motifs (consensus sequences included) shown for each construct below. HG density represents the –log_10_(hypergeometric density). (**G**) Intersection of gene annotations for YAP-TFE3 ChIP peaks and controls. Proportion of peaks containing selected TF motifs shown for each construct below. (**H**) Validation of ChIP-Seq in SW872 cells in selected genes by ChIP-qPCR. ChIP-Seq experiments in SW872 cells were performed using biological triplicates for each of the conditions (expression constructs). For ChIP-Seq analysis, the population was set as the total number of genes annotated across all conditions. Hypergeometric testing was performed using the phyper() function in the stats R package (v3.6.3) set to assess enrichment and the lower tail set to false. Hypergeometric density was calculated using the related dhyper function and converted using the negative log10 of the output. For ChIP-qPCR, standard deviation was calculated from fold change values for each triplicate. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 4—source data 1.ChIP AME Motif Enrichment Analysis. Figure 4—source data 2.Differentially expressed genes also bound by fusion proteins and controls as determined by ChIP-Seq.

**Figure 4—figure supplement 1.**
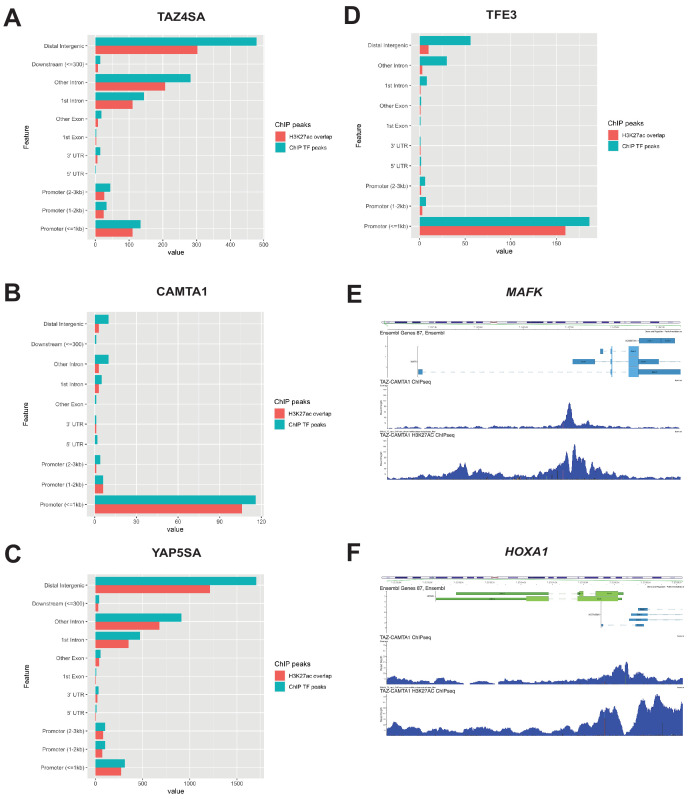
Distribution of overlapping transcription factor and H3K27ac ChIP peaks among annotated functional DNA-binding sites. Overlapping transcription factor/coactivator ChIP peaks shown for annotated functional DNA binding sites in SW872 cells expressing (**A**) TAZ4SA, (**B**) CAMTA1, (**C**) YAP5SA, and (**D**) TFE3. (**E**) Combined Flag-TAZ-CAMTA1 and H3K27ac ChIP-Seq tracks in SW872 cells expressing Flag-TAZ-CAMTA1 centered around the transcriptional start sites for (**E**) *MAFK* and (**F**) *HOXA1*. ChIP-Seq experiments immunoprecipitating Flag-TAZ4SA, Flag-CAMTA1, Flag-YAP5SA, and Flag-TFE3 were performed in biological triplicates. H3K27ac ChIP-Seq was performed in biological duplicates for each of the constructs. For ChIP-Seq analysis, the population was set as the total number of genes annotated across all conditions.

**Figure 4—figure supplement 2.**
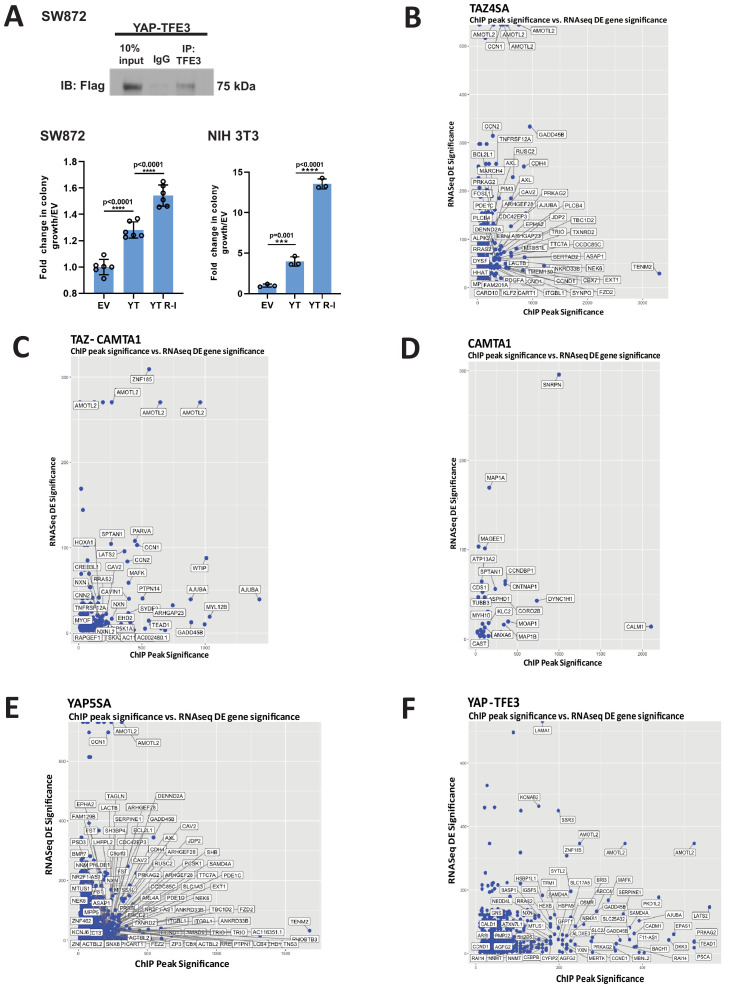
Characterization of YAP-TFE3 and TAZ-CAMTA1 DNA binding in SW872 cells. (**A**) Pull-down of TFE3 reveals interaction with Flag-YAP-TFE3 by co-immunoprecipitation, consistent with enrichment of the MiTF consensus DNA binding sequence and mass spectrometry data. Soft agar studies after disrupting the bHLH domain (YT R-I mutation) in the TFE3 component of YAP-TFE3. (**B–F**) Scatterplot arraying differentially expressed genes in terms of increasing statistical significance along the Y axis, and genes in terms of increasing ChIP peak ‘score’ (i.e. statistical significance) along the X axis. Many TAZ-CAMTA1 (**C**) and YAP-TFE3 (**F**) bound genes are also differentially expressed. TAZ4SA (**B**), CAMTA1 (**D**), and YAP5SA (**E**) controls included. Co-immunoprecipitation and soft agar assays repeated at least twice. RNA-Seq and ChIP-Seq experiments were performed in biological triplicates. For gene expression data, the population was set to the total number of recovered genes with the mean of five counts across all samples. For ChIP-seq, the population was set as the total number of genes annotated across all conditions.

**Figure 4—figure supplement 3.**
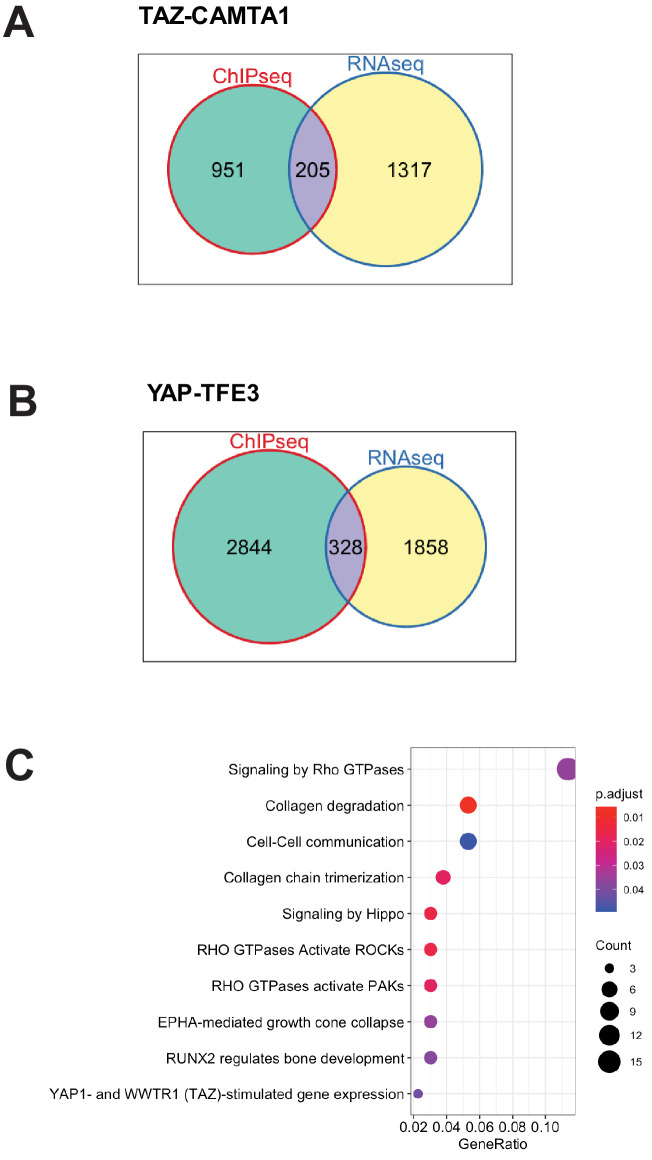
TAZ-CAMTA1 and YAP-TFE3-bound genes are differentially expressed. (**A**) Venn diagram showing intersection of DE expressed genes in SW872 TAZ-CAMTA1 with TAZ-CAMTA1-bound genes. (**B**) Venn diagram showing intersection of DE expressed genes in SW872 YAP-TFE3 with YAP-TFE3-bound genes. (**C**) KEGG pathway enrichment analysis of the collection of genes representing the intersection of TAZ-CAMTA1-bound genes (by ChIP-Seq) and DE genes in TAZ-CAMTA1 expressing SW872 cells. RNA-Seq and ChIP-Seq experiments were performed in biological triplicates. For gene expression data, the population was set to the total number of recovered genes with the mean of five counts across all samples. For ChIP-seq, the population was set as the total number of genes annotated across all conditions.

ChIP peaks were annotated to their nearest gene features (as described in Materials and methods). Mirroring the RNA-Seq data, 56% of TAZ-CAMTA1 genes containing ChIP peaks were present in the TAZ-CAMTA1 data set, but not the TAZ4SA or CAMTA1 data sets (Figure 4F). Similarly, 46% of YAP-TFE3 genes containing ChIP peaks were unique to the YAP-TFE3 data set and not present in the YAP5SA or TFE3 controls (Figure 4G). Overall, the chromatin binding profile of TAZ-CAMTA1 more closely resembled TAZ4SA (HGD of 52.9) than CAMTA1 (HGD of 43.8). Likewise, YAP-TFE3 bound chromatin was more like that of YAP5SA (HGD of 166.8) than TFE3 (HGD of 11.8). Unbiased motif enrichment analysis (Figure 4—source data 1) showed that approximately the same proportion of TAZ4SA and TAZ-CAMTA1 peaks contained the TEAD binding sequence (58% vs. 61%, respectively) (Figure 4F). Interestingly, there was a decrease in the frequency of FOS/JUN binding sites in TAZ-CAMTA1 (31%) as compared to TAZ4SA (50%), which appeared to be offset by an increase in Early growth response gene-2 (EGR2) binding motifs (23% vs. 13% for TAZ4SA). EGR2 is a transcription factor important to neural development (Warner et al., 1998) as is CAMTA1 (Long et al., 2014).

Motif enrichment analysis showed a decrease in the fraction of YAP-TFE3-bound peaks containing the TEAD-binding sequence (38%) as compared to YAP5SA-bound peaks (51%) (Figure 4G). Microphthalmia-associated transcription factor (MiTF) is a member of the TFE/MiTF transcription factor family known to complex with TFE3 (Steingrimsson et al., 2002). Interestingly, the MiTF binding motif was enriched in YAP-TFE3 (58%) compared to YAP5SA (16%) (Figure 4G), suggesting that, like TAZ-CAMTA1, TFE3 confers DNA binding properties to the YAP-TFE3 protein in addition to events mediated by YAP’s interaction with TEAD transcription factors. Consistent with this, we found that YAP-TFE3 indeed co-immunoprecipitates with TFE3, and that disruption of the bHLH domain in the TFE3 portion of YAP-TFE3 that is responsible for dimerization altered anchorage-independent growth (Figure 4—figure supplement 2A). Overall, the motif enrichment analysis explains, at least in part, our observation that the chromatin binding profiles of the fusion proteins overlap significantly, but also differ from, full-length TAZ and YAP. Genes bound by the fusion proteins or controls were additionally validated by ChIP-qPCR (Figure 4H).

To determine if genes bound by the fusion proteins were differentially expressed, a plot was generated that arrayed differentially expressed genes in terms of increasing statistical significance along the Y axis, and genes in terms of increasing ChIP peak ‘score’ (i.e. statistical significance) along the X axis for TAZ-CAMTA1, YAP-TFE3, and controls (Figure 4—figure supplement 2B–F; Figure 4—source data 2). This analysis revealed well known YAP/TAZ target genes such as *CCN1* (CYR61), *CCN2* (CTGF), *AMOTL2*, *AJUBA*, *LATS2*, and *TEAD1*, and genes that have not been identified as YAP/TAZ targets, such as *MAFK*. Thirteen percent of differentially expressed genes for TAZ-CAMTA1 were directly bound by the transcription factor (Figure 4—figure supplement 3A). Similarly, 15% of differentially expressed genes for YAP-TFE3 were directly bound by the fusion protein (Figure 4—figure supplement 3B). Kyoto encyclopedia of genes and genomes (KEGG) analysis of TAZ-CAMTA1 bound genes that are also differentially expressed in SW872 TAZ-CAMTA1 cells showed enrichment for RHO GTPase-dependent pathways, EPHA-dependent pathways, RUNX2-dependent pathways, as well as other pathways known to be regulated by TAZ/YAP (Hong et al., 2005; Dupont et al., 2011; Edwards et al., 2017; Figure 4—figure supplement 3C).

### TAZ-CAMTA1 and YAP-TFE3 augment the euchromatin landscape

Previous studies indicated that TAZ and YAP form physical complexes with multiple different with chromatin modifying proteins (Moya and Halder, 2014). To test the hypothesis that the fusion proteins modify chromatin structure, Assay for Transposase-Accessible Chromatin (ATAC)-sequencing studies were performed on SW872 cells expressing the above constructs. Heat map and histogram analysis of ATAC peaks showed that TAZ-CAMTA1 and CAMTA1 preferentially opened chromatin in areas of the genome more distal to the TSS than TAZ4SA (Figure 5A, Figure 5—figure supplement 1A,B). Similarly, although less pronounced, YAP-TFE3 preferentially opened chromatin architecture more distal to the TSS than YAP5SA (Figure 5B and Figure 5—figure supplement 1A,B). These results are in keeping with the genomic occupancy profiles of the fusion proteins defined by ChIP-Seq (Figure 4C–E) which were predominantly bound to enhancer sequences.

**Figure 5.**
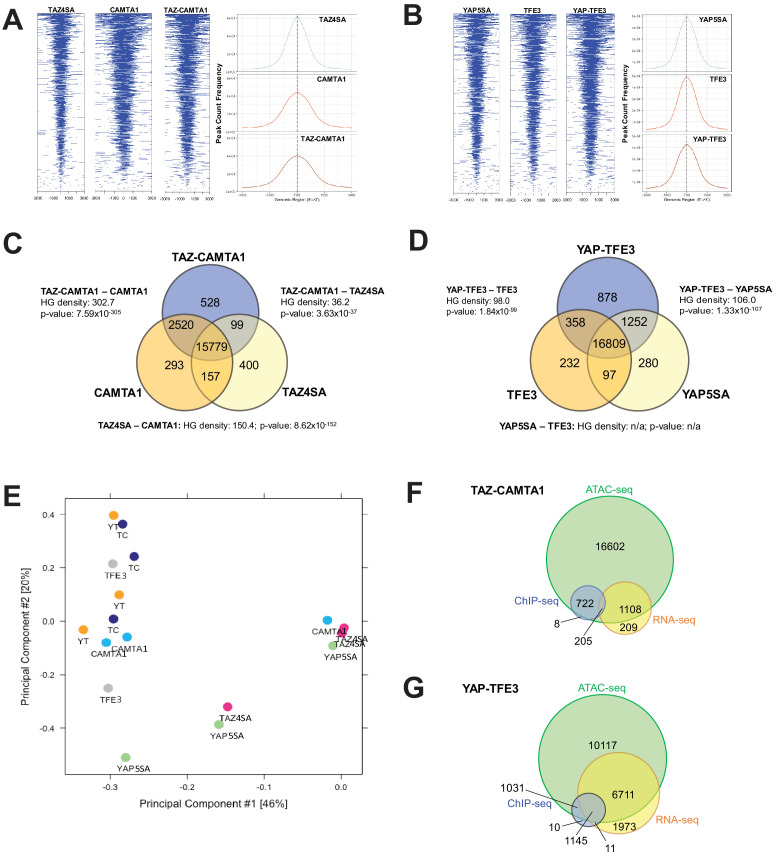
TAZ-CAMTA1 and YAP-TFE3 promote the formation of chromatin accessible to transcriptional regulation. (**A**) Heat map of ATAC peak distribution around the transcriptional start site (TSS) region and average ATAC TSS profile for TAZ-CAMTA1 and controls and (**B**) for YAP-TFE3 and controls. (**C**) Intersection of gene annotations for transposase accessible chromatin peaks in TAZ-CAMTA1 and controls and (**D**) YAP-TFE3 and controls. HG density represents the –log_10_(hypergeometric density). p value for hypergeometric analysis included. (**E**) DiffBind principal component analysis for fusion proteins and controls. (**F**) Overlay of differentially expressed genes, bound genes, with transposase accessible chromatin for TAZ-CAMTA1. (**G**) Overlay of differentially expressed genes, bound genes, with transposase accessible chromatin for YAP-TFE3. ATAC-Seq experiments in SW872 cells were performed using biological triplicates for each of the conditions (expression constructs). For ATAC-Seq analysis, the population was set as the total number of genes annotated across all conditions. Hypergeometric testing was performed using the phyper() function in the stats R package (v3.6.3) set to assess enrichment and the lower tail set to false. Hypergeometric density was calculated using the related dhyper function and converted using the negative log10 of the output.

**Figure 5—figure supplement 1.**
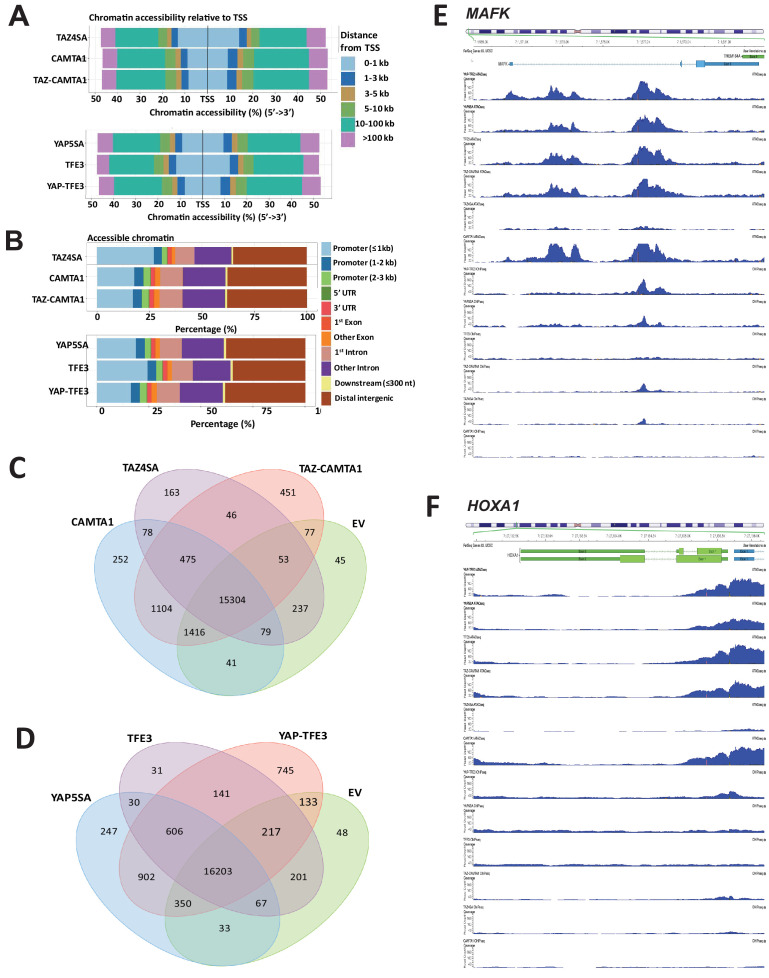
TAZ-CAMTA1 and YAP-TFE3 alter the chromatin landscape. Distribution of transposase accessible chromatin relative to transcriptional start site (**A**) and functional annotation (**B**). (**C**) Venn diagram analysis for TAZ-CAMTA1 after ATAC peaks annotated to their nearest gene feature and including empty vector to demonstrate the baseline level of accessible chromatin. (**D**) Venn diagram analysis for YAP-TFE3 after ATAC peaks annotated to their nearest gene feature and including empty vector to demonstrate the baseline level of accessible chromatin. Combined ATAC-seq and ChIP-Seq signal tracks for *MAFK* (**E**) and *HOXA1* (**F**). ATAC-Seq and ChIP-Seq experiments were performed in biological triplicates. For ATAC-seq and ChIP-seq analysis, the population was set as the total number of genes annotated across all conditions.

Analysis of differentially accessible chromatin annotated to the nearest gene feature (as described in Materials and methods; note that multiple ATAC peaks could be assigned to the same gene) (Figure 5C,D, and Figure 5—figure supplement 1C,D) showed that 15,779 genes with annotated ATAC peaks were shared between TAZ-CAMTA1 and all of the controls while 16,809 genes were shared between YAP-TFE3 and all the controls, representing the baseline levels of transposase accessible chromatin. We initially hypothesized that the accessible chromatin landscape for the fusion proteins would overwhelmingly resemble that of full length TAZ and YAP. However, hypergeometric analysis showed that the accessible chromatin profile of TAZ-CAMTA1 most closely resembled that of CAMTA1 (Figure 5C), while the -log_10_(hypergeometric density) HGD between YAP-TFE3 and YAP5SA (106.0) was roughly equivalent to that between YAP-TFE3 and TFE3 (98.0) (Figure 5D). This analysis (Figure 5C,D) also showed that both TAZ-CAMTA1 and YAP-TFE3 promoted chromatin accessibility for unique genes not found in the control data sets, making them available for either transcriptional activation or repression. More transposase accessible, non-baseline genes were present with expression of TAZ-CAMTA1 (3147 genes) and YAP-TFE3 (2499 genes) than TAZ4SA (656 genes) and YAP5SA (1629 genes), respectively. 'Diffbind' differential binding affinity analysis of consensus-derived peak sets was carried out with respect to empty vector controls. Dimensionality reduction with PCA showed that TAZ-CAMTA1 and YAP-TFE3 samples clustered together with CAMTA1 and TFE3, suggesting a greater degree of similarity in ATAC peak affinity patterns, while TAZ4SA or YAP5SA were distinct and separate (Figure 5E). These results are largely consistent with the hypergeometric analysis mentioned above. The homology of the resultant chromatin landscape for the two fusion proteins, despite the structural dissimilarity of the C termini of CAMTA1 and TFE3, independently supports a convergent function for the two fusion proteins. Integrating annotation results from all three NGS modalities (RNA-, ChIP-, and ATAC-seq) showed that the majority of genes bound by the fusion proteins, as well as those which were differentially expressed, were within euchromatin regions of the genome (Figure 5F,G). To further evaluate whether the fusion protein DNA-binding sites were nested within transposase accessible chromatin, we evaluated the combined ChIP-Seq and ATAC-Seq data for *MAFK* and *HOXA1*, two genes that were bound by one or both of the fusion proteins and simultaneously differentially expressed (Figure 4—figure supplement 2C,F). Evaluating the combined ChIP/ATAC signal tracks for *MAFK* and *HOXA1* in TAZ-CAMTA1 and YAP-TFE3 expressing cells (Figure 5—figure supplement 1E,F) suggested that the fusion proteins combine the DNA-binding activity of the TEAD domains of TAZ/YAP with the chromatin remodeling properties of CAMTA1 and TFE3 for these genes.

### The TAZ-CAMTA1 and YAP-TFE3 interactomes are enriched for transcriptional regulatory proteins

To address the hypothesis that CAMTA1 and TFE3 confer altered chromatin remodeling properties to TAZ-CAMTA1 and YAP-TFE3, we utilized proximity-dependent biotinylation (BioID) and tandem mass spectrometry. TAZ-CAMTA1, YAP-TFE3, and full-length controls were fused on their N terminus to BirA*, an abortive biotin ligase, in a tetracycline-inducible vector, and stably transfected in Flp-In T-Rex HEK 293 cells. Proteins in proximity to the BirA*-tagged bait proteins were biotinylated, purified, and analyzed by tandem mass spectrometry and SAINT statistical analysis (Figure 6A). Prey proteins detected with at least 10 spectral counts in at least one biological replicate were represented in dot plot format as a composite of the relative abundance and spectral count, where the size of the dots represents the relative abundance and darkness represents the spectral count (the false discovery rate is represented as the color coding at the periphery of the dot). Sixty-eight prey proteins were identified that established high-confidence proximity interactions with the fusion proteins or the full-length controls (Figure 6—figure supplement 1A–E). The YAP-TFE3 proximity interactome was composed predominantly of histone modifying enzymes (35%), transcriptional regulators (26%), proteins involved in chromatin remodeling (18%), and transcription factor/co-activators (15%) (Figure 6B). Similarly, the TAZ-CAMTA1 proximity interactome was composed predominantly of histone modifying enzymes (27%), transcriptional regulators (18%), transcription factor/co-activators (15%), and chromatin remodeling (13%). A smaller percentage of the TAZ-CAMTA1 interactome was involved in mediating cell-cell junctions (5%) and SUMO processing (4%). To identify proteins to prioritize for further study, we subtracted proteins that showed a decreased proximity interaction with the fusion proteins relative to full-length TAZ and YAP; many of which (e.g. MPDZ, PATJ) are part of the Crumbs complex, and the decreased interaction can be explained in part by loss/mitigation of the WW domain. This left 55 and 34 prey proteins in the TAZ-CAMTA1 and YAP-TFE3 interactomes, respectively. Known components of the Hippo pathway were subtracted from further analysis, leaving 49 proteins in the TAZ-CAMTA1 data set, and 31 proteins in the YAP-TFE3 data set. We then retained only prey proteins that demonstrated an increased interaction with the fusion proteins relative to full length TAZ and YAP, leaving 47 proteins in the TAZ-CAMTA1 data set and 28 remaining proteins in the YAP-TFE3 data set. The two data sets were intersected to demonstrate 27 shared proteins (Figure 6C–E). As shown in the table listing the function of the shared proteins (Figure 6D) and a chart giving an overview of their composition (Figure 6E), the shared prey proteins were enriched for epigenetic/transcriptional regulators. Proteins with weak interactions with both fusion proteins (generally these were in the lowest category of spectral count/relative abundance and FDR > 5%) were eliminated, leaving 18 proteins (Figure 6F). The observation that so many proximity interactions were shared between TAZ-CAMTA1 and YAP-TFE3, despite having very different C-termini, indicated these shared prey proteins may be important to the oncogenic mechanism of TAZ-CAMTA1 and YAP-TFE3.

**Figure 6.**
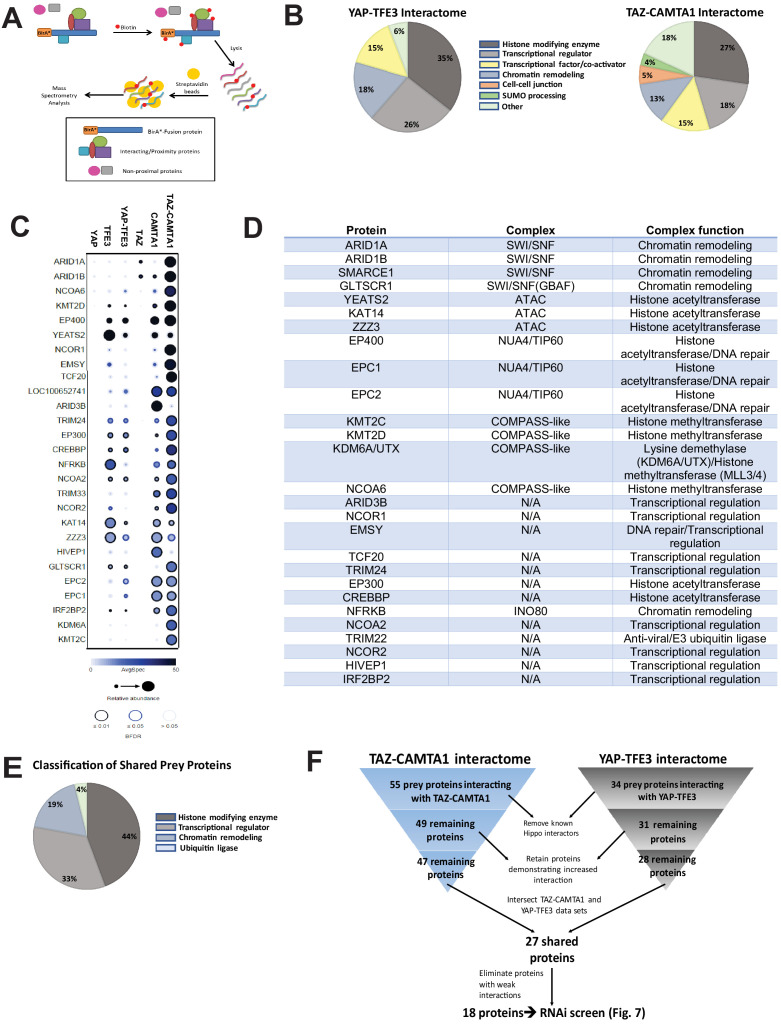
The TAZ-CAMTA1 and YAP-TFE3 interactomes are enriched for transcriptional regulators and chromatin modifiers. (**A**) Overview of BioID method. (**B**) Summary of YAP-TFE3 and TAZ-CAMTA1 interactomes. (**C**) Dot plot representation of chromatin modifiers shared by YAP-TFE3 and TAZ-CAMTA1 interactomes. (**D**) Table of chromatin modifiers shared by YAP-TFE3 and TAZ-CAMTA1 interactomes. (**E**) Classification of prey proteins shared between TAZ-CAMTA1 and YAP-TFE3 interactomes. (**F**) Algorithm to prioritize the TAZ-CAMTA1 and YAP-TFE3 interactomes for the subsequent RNAi screen. For BioID mass spectrometry, two biological replicates were made for each cell line. Affinity purification and proximity biotinylation coupled to mass spectrometry were performed as described in Lambert et al., 2015. SAINT (significance analysis of interactome) analysis (Choi et al., 2011) was performed on the mass spectrometry data, using 10 controls compressed to 5. Only proteins with iProphet protein probability ≥ 0.95 were used. Results are expressed in dotplot format. Each prey protein is represented as a dot, with color signifying average spectral count, the darkness indicating average spectral count between the two biological replicates (the darker the dot, the higher the average spectral count), and the size represents the relative abundance. Darkness of the ring indicates the Bayesian False Discovery Rate (BFDR); black (FDR ≤ 0.01), blue (FDR ≤ 0.05), light blue (FDR > 0.05). The data was filtered so that each prey had a minimum of 10 spectral counts in at least one of the biological replicates.

**Figure 6—figure supplement 1.**
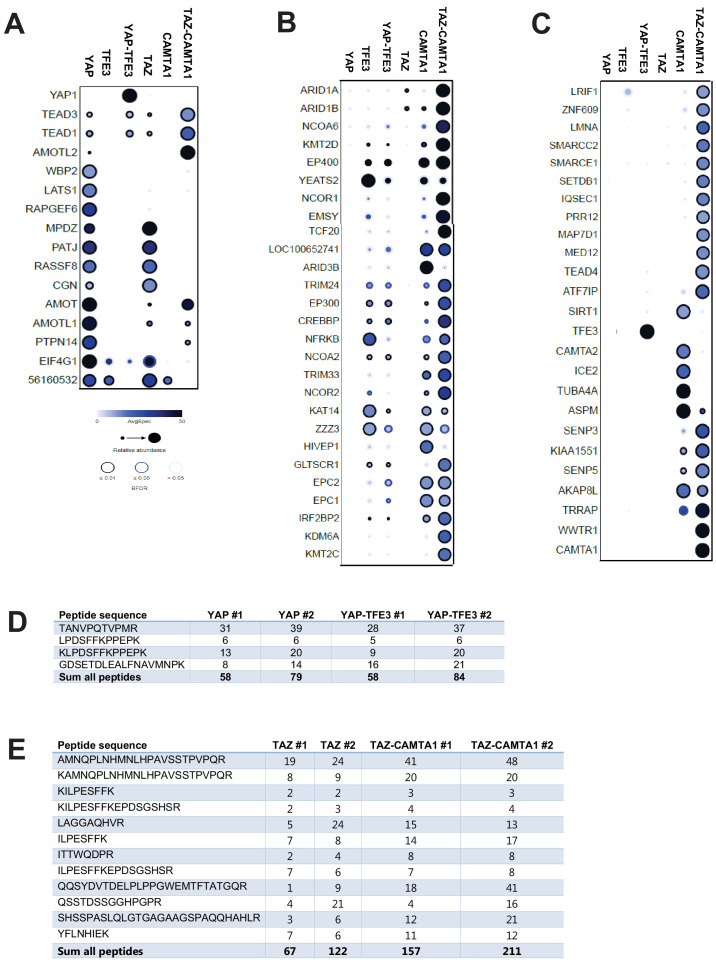
BioID Mass Spectrometry shows that YAP-TFE3 and TAZ-CAMTA1 have an altered interactome compared to YAP and TAZ. Group (**A**) prey proteins often demonstrated a loss of interaction with the fusion proteins. Group (**B**) prey proteins demonstrated enhanced interaction with the fusion proteins relative to TAZ and YAP and generally consisted of epigenetic modifiers and also interacted with CAMTA1 and TFE3. Group (**C**) prey proteins predominantly demonstrated enhanced interactions with TAZ-CAMTA1 relative to TAZ, and predominantly represented epigenetic modifiers. (**D**) Protein quantification table for YAP-TFE3 and YAP control showing similar expression levels. Biological replicates are represented. (**E**) Protein quantification table for TAZ-CAMTA1 and TAZ control showing similar expression levels. Biological replicates are represented. Results demonstrated in dot plot form. Size of dot is proportionate to relative abundance. Darkness of dot is proportionate to the spectral count. Darkness of the ring indicates the Bayesian False Discovery Rate (BFDR); black (FDR ≤ 0.01), blue (FDR ≤ 0.05), light blue (FDR > 0.05).

### The ATAC complex mediates the transforming potential of TAZ-CAMTA1

To further investigate these 18 prey proteins, an RNAi screen was performed on SW872 cells expressing TAZ-CAMTA1 using five short hairpin constructs (shRNA) for each gene/protein (Figure 7—source data 1). These lines were subsequently evaluated by poly-HEMA assay (Figure 7A) utilizing the observation that TAZ-CAMTA1 promoted anchorage independent growth in SW872 cells on poly-HEMA (Figure 7B) and in soft agar (Figure 1—figure supplement 2E). The number of shRNAs that demonstrated a deficit in anchorage independent growth as compared to shEV and shNT were recorded to rank order the genes/proteins in the interactome for further study (Figure 7C). Genes that demonstrated five shRNAs promoting a deficit in anchorage independent growth included *YEATS2* (Figure 7C,D), *ZZZ3* (Figure 7C,E), and *EP400* (Figure 7C,F). Other genes/prey proteins with more than two shRNAs showing a phenotype included *NCOA2* (Figure 7G) and *TCF20* (Figure 7H). Remaining prey proteins/genes with at least one shRNA showing a phenotype are also shown (Figure 7C; Figure 7—figure supplement 1A–F). *YEATS2* knock-down and a reduction in anchorage independent growth was validated in SW872 cells expressing YAP-TFE3 using the two shRNAs with the best knock-down (Figure 7—figure supplement 1G–I).

**Figure 7.**
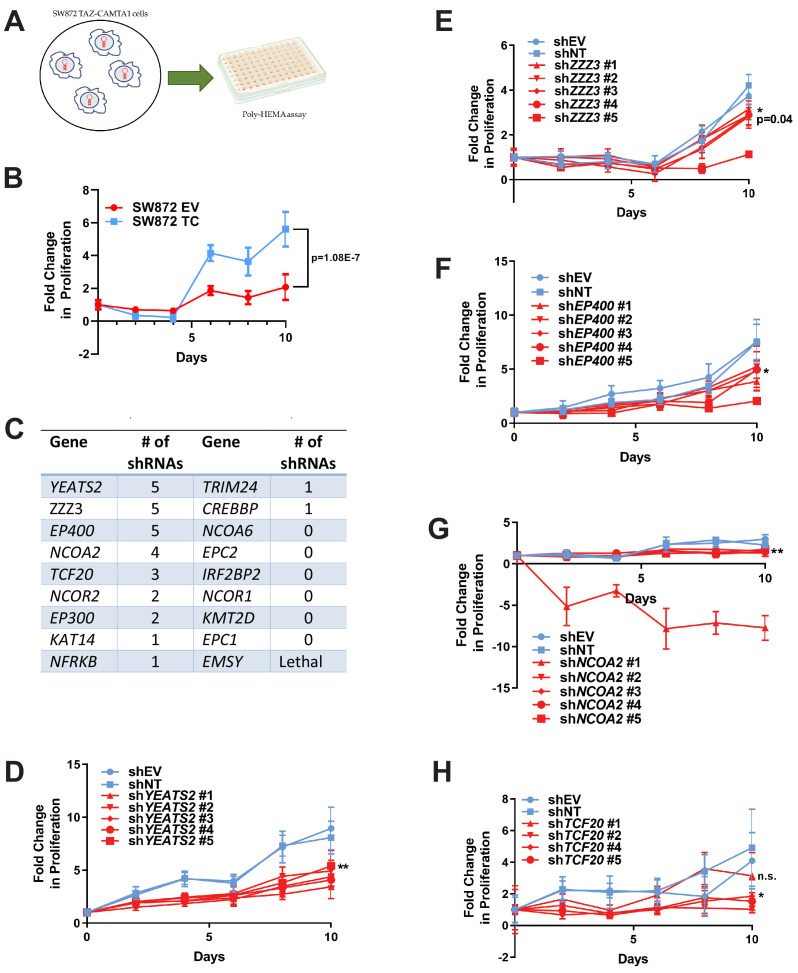
RNAi screen shows subunits of the ATAC complex mediate the transforming capacity of TAZ-CAMTA1 and YAP-TFE3. (**A**) Overview of RNAi screen. SW872 cells expressing TAZ-CAMTA1 are transduced with five shRNAs for each gene in the shared TAZ-CAMTA1/YAP-TFE3 interactome and proliferation assayed on poly-HEMA-coated plates. (**B**) Poly-HEMA assay with SW872 cells expressing TAZ-CAMTA1. (**C**) Table with rank ordering of shared prey proteins after RNAi screen according to shRNAs causing a decrease in anchorage-independent growth. (**D–H**) Proliferation curves for prey proteins/genes with the highest number of shRNAs demonstrating a reduction in anchorage-independent growth on poly-HEMA coated plates. For poly-HEMA proliferation assays, statistical significance was evaluated using fold change increase in proliferation at day 10 with an unpaired two-tailed *t*-test. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 7—source data 1.Oligonucleotide sequences for shRNA constructs used in the RNAi screen.

**Figure 7—figure supplement 1.**
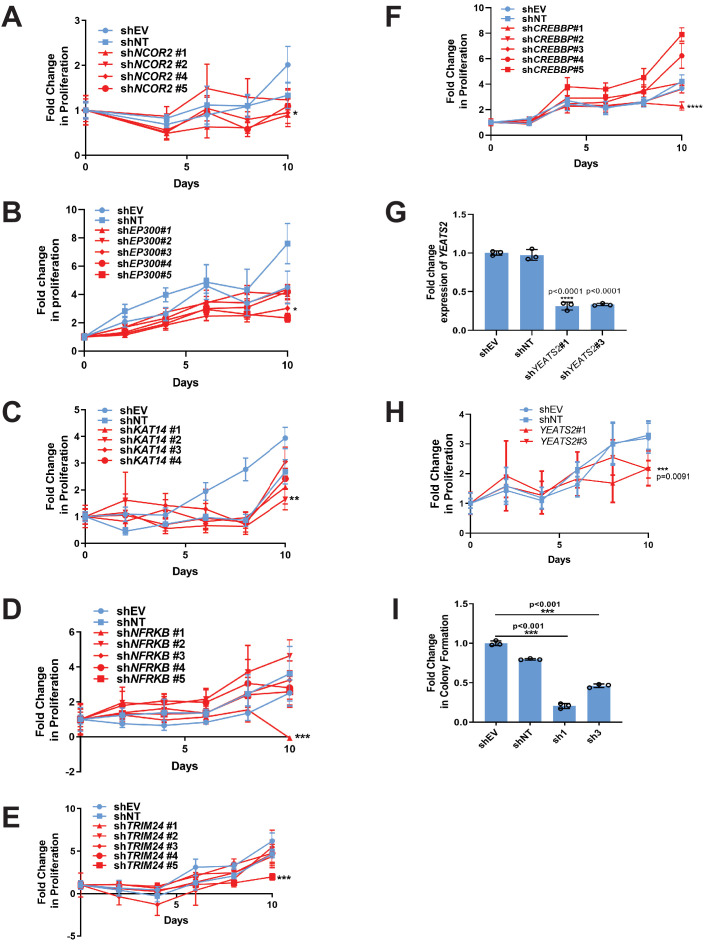
RNAi screen identifies epigenetic modifiers important for the activity of TAZ-CAMTA1 and YAP-TFE3. (**A–F**) Additional epigenetic modifiers with at least one shRNA showing a deficit in anchorage-independent growth in SW872 TAZ-CAMTA1 cells. (**G**) Knock-down of *YEATS2* in SW872 YAP-TFE3 cells by qRT-PCR. Knock-down of *YEATS2* demonstrated a deficit in anchorage-independent growth in SW872 YAP-TFE3 cells when assayed by poly-HEMA assay (**H**) and soft agar (**I**). For soft agar assays, statistical significance was evaluated using an unpaired two-tailed *t*-test. For poly-HEMA proliferation assays, statistical significance was evaluated using fold change increase in proliferation at day 10 with an unpaired two-tailed *t*-test. For quantitative RT-PCR, standard deviation was calculated from fold change values for each triplicate. Experiments were repeated at least twice. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05.

Significantly, *YEATS2* and *ZZZ3*, the two top ranking hits in the RNAi screen, are both members of the Ada2a-containing histone acetyltransferase complex (ATAC). YEATS2 is the scaffolding protein for other subunits of the ATAC complex and binds to H3K27ac via its YEATS domain (Mi et al., 2017). The ZZ domain of ZZZ3 binds the histone H3 tail and in combination with YEATS2 anchors the ATAC complex to acetylated H3 (Mi et al., 2018). These proteins bind to other proteins in the complex including Ada2a as well as the GCN5 catalytic subunit (Mi et al., 2017; Mi et al., 2018; Grant et al., 1997). GCN5 or the closely related PCAF subunit (Nagy and Tora, 2007) are responsible for acetylating H3K9, which subsequently opens the surrounding chromatin structure promoting transcription (Mi et al., 2017). In addition, KAT14, a third subunit of the ATAC complex, was identified by BioID mass spectrometry to interact with TAZ-CAMTA1 and YAP-TFE3 (Figure 6C), further emphasizing the functional significance of this complex and an additional impetus to prioritize YEATS2 and ZZZ3 for further study. Knock-down of *YEATS2* in SW872 TAZ-CAMTA1 cells was confirmed by quantitative RT-PCR (Figure 8—figure supplement 1A) and resulted in loss of anchorage-independent growth by soft agar assay (Figure 8—figure supplement 1B). Similarly, knock-down of ZZZ3 in SW872 TAZ-CAMTA1 cells was confirmed by western blot (Figure 8—figure supplement 1C) and the loss of anchorage-independent phenotype was replicated by soft agar assay (Figure 8—figure supplement 1D). We then performed co-immunoprecipitation studies to validate the BioID experiments. Of the three subunits of the ATAC complex identified by BioID mass spectrometry, KAT14 showed the strongest interaction with TAZ-CAMTA1 and YAP-TFE3 by co-immunoprecipitation (Figure 8—figure supplement 1E–G).

To investigate the role of the ATAC complex in mediating the transcriptional programs of TAZ-CAMTA1 and YAP-TFE3, we performed RNA-Seq on SW872 cells expressing TAZ-CAMTA1 and YAP-TFE3 with stable knock-down of *YEATS2* or *ZZZ3*. Principal component analysis showed that knock-down of *YEATS2* and *ZZZ3* altered both the TAZ-CAMTA1 and YAP-TFE3 transcriptomes, compared to shRNA control (Figure 8A). Knock-down of YEATS2 and ZZZ3 had a greater effect on the final transcriptional program of YAP-TFE3 than TAZ-CAMTA1, likely reflecting the smaller number of epigenetic modifiers interacting with YAP-TFE3 as compared to TAZ-CAMTA1. Aligning the most down-regulated genes for TAZ-CAMTA1 sh*YEATS2*, TAZ-CAMTA1 sh*ZZZ3*, YAP-TFE3 sh*YEATS2*, and YAP-TFE3 sh*ZZZ3* revealed an enrichment of extracellular matrix proteins (*FBLN5*, *SPP1*, *GPC4*, and *LAMA1*) (Figure 8B and Figure 8—source data 1) and validated by qRT-PCR (Figure 8C). iPathwayGuide analysis showed that MAPK signaling, a pathway significantly upregulated in SW872 YAP-TFE3 cells (Figure 3I) was significantly down-regulated with *YEATS2* knock-down (Figure 8D and Figure 8—figure supplement 2A). Further, PI3K-Akt signaling, activated in SW872 cells expressing TAZ-CAMTA1 or YAP-TFE3 (Figure 3H,I and Figure 8—figure supplement 2B), was also decreased in SW872 cells expressing YAP-TFE3 and either *YEATS2* or *ZZZ3* shRNA (Figure 8D and Figure 8—figure supplement 2C–D). Since the ATAC complex is a HAT complex thought to increase the amount of transcriptionally available chromatin, we intersected genes differentially expressed with *YEATS2* or *ZZZ3* knockdown with open chromatin unique to SW872 YAP-TFE3 expressing cells. We found that 71% of differentially expressed genes (DEG) with *YEATS2* knock-down and 74% of DEG with *ZZZ3* knock-down were within euchromatin unique to YAP-TFE3 expressing cells (Figure 8E,F). These findings support a working model that the ATAC complex interacts with the C termini of TAZ-CAMTA1 and YAP-TFE3 via the KAT14 subunit at predominantly H3K27ac-positive active enhancer regions, and subsequently acetylates H3K9 to modulate a TEAD-based transcriptional program (Figure 8G).

**Figure 8.**
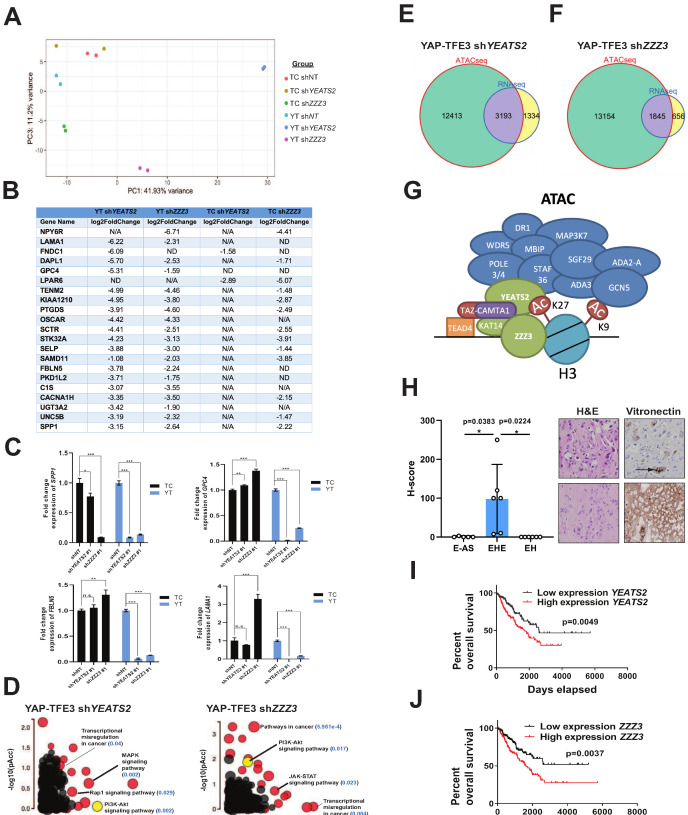
The ATAC complex is critical for the oncogenic transcriptomes of the fusion proteins. (**A**) Principal component analysis showing the effect of knock-down of *YEATS2* or *ZZZ3* on the TAZ-CAMTA1 and YAP-TFE3 transcriptomes. (**B**) Genes with at least a two-fold decrease in at least two of the four conditions (YT sh*YEATS2*, YT sh*ZZZ3*, TC sh*YEATS2*, and TC shZZZ3); top genes most down-regulated according to aforementioned filter. N/A indicates gene was not differentially expressed in the data set. ND indicates there was no decrease in expression. (**C**) Extracellular matrix-related downregulated genes in part **B** validated by quantitative RT-PCR. (**D**) Scatter plot of two types of pathway enrichment evidence: probability of over-representation (pORA) and probability of accumulation (pAcc) as calculated by iPathwayGuide for SW872 YAP-TFE3 cells with knock-down of *YEATS2* or *ZZZ3*. (**E**) Intersection of differentially expressed genes after knock-down of *YEATS2* in SW872 YAP-TFE3 cells with open chromatin regions unique to YAP-TFE3 expressing cells (not present with empty vector). (**F**) Intersection of differentially expressed genes after knock-down of *ZZZ3* in SW872 YAP-TFE3 cells with open chromatin regions unique to YAP-TFE3 expressing cells (not present with empty vector). (**G**) Working model of TAZ-CAMTA1:ATAC complex. (**H**) Vitronectin expression in epithelioid hemangioendothelioma (EHE) compared to epithelioid angiosarcoma (**E–AS**) and epithelioid hemangioma (EH). Vitronectin expression could be more focal (top example of EHE) and secreted in the ECM between neoplastic cells (demonstrated by arrow) or more diffusely expressed in the ECM (bottom example of EHE). Overall survival curves as a function of *YEATS2* (**I**) and *ZZZ3* RNA expression (**J**) across different histological types of sarcoma utilizing RNA-Seq expression data for The Cancer Genome Atlas (TCGA). RNA-Seq experiments in SW872 cells were performed using biological duplicates for each of the conditions. For gene expression data, the population was set to the total number of recovered genes with the mean of five counts across all samples. ATAC-Seq experiments in SW872 cells were performed using biological triplicates for each of the conditions (expression constructs). For ATAC-Seq analysis, the population was set as the total number of genes annotated across all conditions. For quantitative RT-PCR, standard deviation was calculated from fold change values for each triplicate. Error bars were used to define one standard deviation. For Kaplan-Meier curves significance was determined by Log-rank (Mantel-Cox) test. Each experiment was repeated at least twice. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 8—source data 1.Differentially expressed genes in SW872 cells expressing TAZ-CAMTA1 or YAP-TFE3 after *YEATS2* or *ZZZ3* knock-down.

**Figure 8—figure supplement 1.**
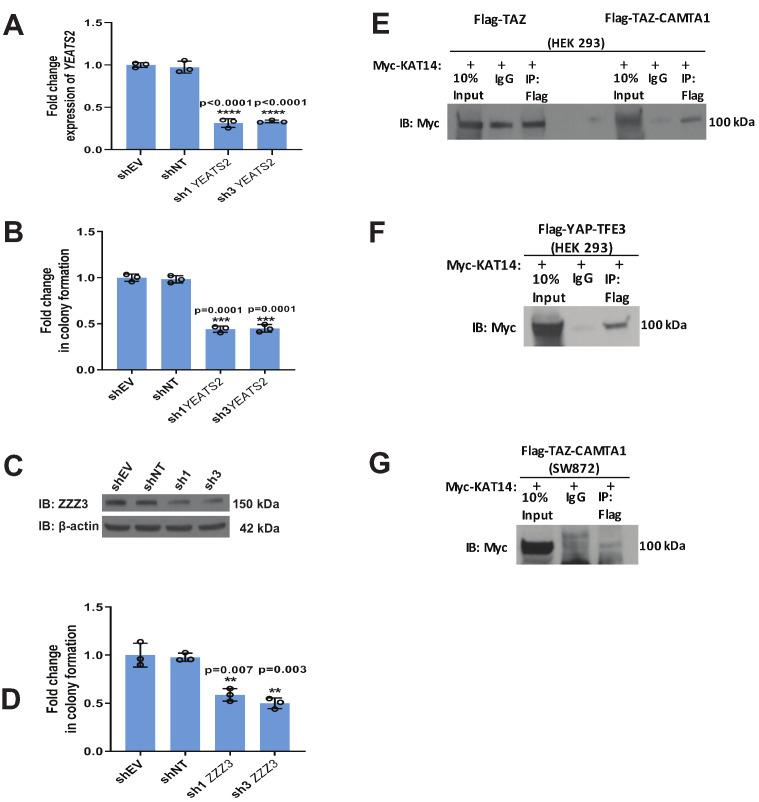
Validation of mass spectrometry/RNAi screen. (**A**) Knock-down of *YEATS2* in SW872 TAZ-CAMTA1 cells by qRT-PCR. (**B**) Soft agar assay for SW872 TAZ-CAMTA1 cells after *YEATS2* knock-down. (**C**) Knock-down of ZZZ3 in SW872 TAZ-CAMTA1 cells evaluated by western blot. (**D**) Soft agar assay after ZZZ3 knock-down in SW872 TAZ-CAMTA1 cells. (**E**) Co-immunoprecipitation experiment (Co-IP) in HEK293 cells expressing Flag-TAZ-CAMTA1 or Flag-TAZ control. Myc-KAT14 is transiently transfected. Flag-TAZ-CAMTA1 demonstrates an enrichment for Myc-KAT14 relative to IgG control after Flag pull-down. In contrast, the Flag-TAZ control does not demonstrate enrichment of Myc-KAT14 relative to IgG control after Flag pull-down. (**F**) Co-IP in HEK293 cells expressing Flag-YAP-TFE3. Myc-KAT14 is transiently transfected. (**G**) Co-IP in SW872 cells expressing TAZ-CAMTA1. Myc-KAT14 is transiently transfected. Each experiment was repeated at least twice. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05.

**Figure 8—figure supplement 2.**
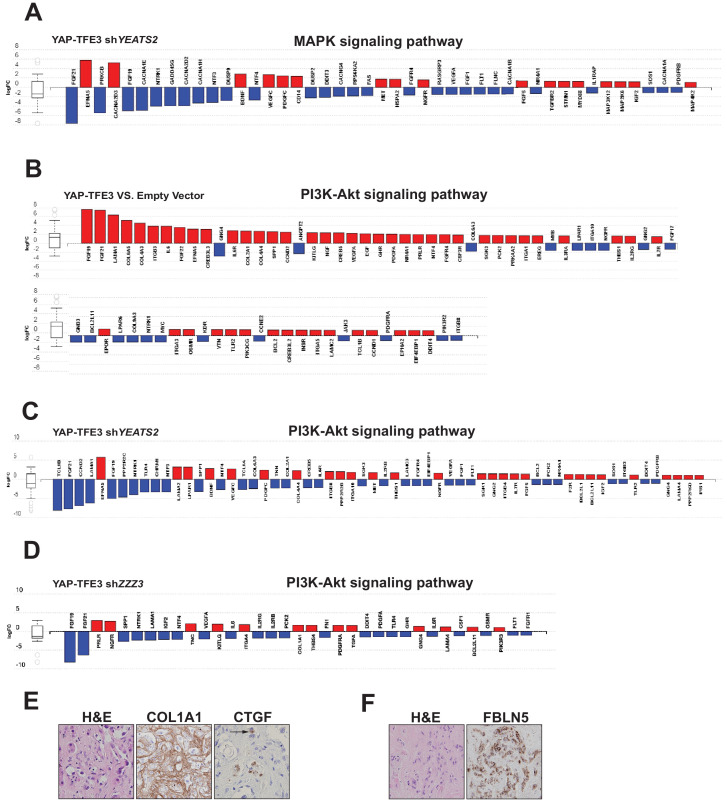
The ATAC complex modulates expression of the MAPK signaling pathway, the PI3K signaling pathway, and extracellular matrix (ECM) proteins. (**A**) Knock-down of *YEATS2* in YAP-TFE3 expressing SW872 cells inhibited expression of components of MAPK signaling by iPathwayGuide analysis. (**B**) Upregulation of PI3K-Akt signaling in SW872 cells expressing YAP-TFE3. (**C**) Knock-down of *YEATS2* in SW872 YAP-TFE3 cells resulted in downregulation of the PI3K signaling pathway. (**D**) Knock-down of *ZZZ3* in SW872 YAP-TFE3 cells resulted in downregulation of the PI3K signaling pathway. (**E**) Expression of COL1A1 and CTGF in the ECM matrix surrounding the neoplastic cells in EHE 1. Arrow shows perinuclear expression/cytoplasmic expression of CTGF. (**F**) Expression of FBLN5 in the cytoplasm of EHE 2.

Towards validating these findings in clinical samples, we noted that ECM proteins were consistently represented in previous analysis of the TAZ-CAMTA1 and YAP-TFE3 transcriptomes includes those altered by knock-down of components of the ATAC complex (Figure 3H and Figure 8B). To validate expression of various ECM proteins upregulated in TAZ-CAMTA1 and YAP-TFE3 expressing cells (Figure 3—source data 2), we performed immunohistochemistry for COL1A1 (Collagen type I alpha one chain), CTGF (Connective tissue growth factor), VTN (vitronectin), and FBLN5 (Fibulin-5) on EHE clinical samples and compared expression with two histological mimics of EHE, epithelioid angiosarcoma (E-AS) and epithelioid hemangioma (EH). While CTGF, FBLN5, and COL1A1 were expressed in EHE (Figure 8—figure supplement 2E and F), they were also expressed in E-AS and EH. In contrast, VTN was expressed in all EHE samples, but was essentially absent in epithelioid angiosarcoma and epithelioid hemangioma (Figure 8H).

To determine if expression of *YEATS2* and *ZZZ3* could be prognostically important in sarcomas other than EHE, we utilized RNA-Seq expression data from sarcoma clinical samples from The Cancer Genome Atlas (TCGA) database. Via Kaplan-Meier analysis, we showed that increased expression of *YEATS2* (Figure 8I) or *ZZZ3* (Figure 8J) predicted a poorer prognosis across different histological types of sarcoma, suggesting the ATAC complex may be a key oncogenic driver in multiple sarcomas in addition to EHE. This is consistent with recent findings identifying amplification of *YEATS2* in sarcomas such as well differentiated liposarcoma and dedifferentiated liposarcoma (Beird et al., 2018).

## Discussion

Here, we provide new insights into the endothelial cancer EHE by studying the disease defining fusion proteins TAZ-CAMTA1 and YAP-TFE3. We find that each fusion protein drives a related but distinct transcriptional program, which is underpinned by the fact that they both engage the genome at least in part via the TEAD transcription factors, as do wild-type YAP and TAZ. Mechanistically, using a paired proteomic and genomic screen, we identify the ATAC complex as a key epigenetic mediator enabling both TAZ-CAMTA1 and YAP-TFE3 to modulate the chromatin environment and transcription, thus transforming cells. This is despite the fact that the amino termini of TAZ and YAP are fused to distinct transcription factors, CAMTA1 and TFE3, respectively.

### TAZ-CAMTA1 and YAP-TFE3 drive a predominantly TEAD-based transcriptional program

Our current studies show that rather than simply recapitulating the TAZ and YAP transcriptional programs, TAZ-CAMTA1 and YAP-TFE3 drive a transcriptome that overlaps with, but is significantly different from that of each full-length protein. 

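Tested directly against each other in the NIH 3T3 RNA-Seq, TAZ-CAMTA1 and TAZ4SA differed at 7854 genes, and YAP-TFE3 and YAP5SA at 10184 genes. The genes that changed in opposite directions against EV in TAZ-CAMTA1 and TAZ4SA comprised 129 that rose and 95 that fell with the fusion protein. For YAP-TFE3 and YAP5SA the corresponding numbers were 268 and 113, and every gene of either kind was also DE in the direct contrast. In 55 genes of the first pair and 90 of the second, both log2 fold changes were at least 1 in size.
The genes with the largest difference in log2 fold change are named, among those past the count minimum set for named genes. Igfbp5 (ENSMUSG00000026185; mm10 chromosome 1, 72857932 to 72874884) rose by a log2 fold change of 2.39 in TAZ-CAMTA1 (standard error 0.35, adjusted p = 3.14e-05, edgeR) and fell by 4.27 in TAZ4SA (standard error 0.54, adjusted p = 7.84e-07, edgeR). In YAP-TFE3 it rose by 1.40 (standard error 0.35, adjusted p = 0.00684, edgeR), a call that was lost when a single library was left out and with only the 2 groups compared in the fit (adjusted p = 0.0519, edgeR). In TFE3 it rose by 3.83 (standard error 0.37, adjusted p = 2.46e-06, edgeR), to 109 ± 18.8 CPM from 7.69 ± 4.14 in EV (SD, n = 3 each). In YAP5SA, with 0 to 1 counts per library, it was at least 46.9-fold lower than in EV, and YAP-TFE3 was at least 123-fold higher than YAP5SA. Igfbp5 was also low in EVsub, at 0.147 ± 0.186 CPM, and in CAMTA1, at 0.0343 ± 0.0362 (SD, n = 3 each). A low level was thus not particular to TAZ4SA and YAP5SA. Pi15 (ENSMUSG00000067780; chromosome 1, 17601901 to 17630939) rose by 2.50 in TAZ-CAMTA1 (standard error 0.32, adjusted p = 5.5e-06, edgeR) and fell by 2.61 in TAZ4SA (standard error 0.45, adjusted p = 4.16e-05, edgeR). Fabp4 (ENSMUSG00000062515; chromosome 3, 10204088 to 10208576) fell by 1.90 in TAZ-CAMTA1 (standard error 0.53, adjusted p = 0.0131, edgeR), which was lost when a single library was left out and in the fit of the 2 groups alone (adjusted p = 0.0618, edgeR), and rose by 3.08 in TAZ4SA (standard error 0.39, adjusted p = 8.32e-07, edgeR). Slc25a23 (ENSMUSG00000046329; chromosome 17, 57043711 to 57059863), which overlaps Crb3, rose by 1.23 in YAP-TFE3 (standard error 0.39, adjusted p = 0.0367, edgeR), likewise lost with a single library left out, and was at least 29-fold lower in YAP5SA than in EV. Mgp (ENSMUSG00000030218; chromosome 6, 136872435 to 136875823) rose from 43.5 ± 3.28 to 136 ± 8.06 CPM in YAP-TFE3 and fell to 1.55 ± 0.699 CPM in YAP5SA (SD, n = 3 each).
The paper started from the hypothesis that, since the fusion proteins need TEAD binding to transform cells, their transcriptomes would essentially be those of YAP and TAZ. It reports a large part of each list of DE genes as shared with TAZ4SA or YAP5SA and a part as found in neither full-length protein (Figure 3A and C). For the principal component analysis of NIH 3T3 cells the paper states that the fusion proteins grouped more closely together than their full-length proteins did (Figure 3E). It describes the fusion proteins as distinct from TAZ4SA and YAP5SA in SW872 cells, and gives this as further support for a program that takes in elements of the TAZ/YAP transcriptomes and is also altered from them.

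**Figure D3:**
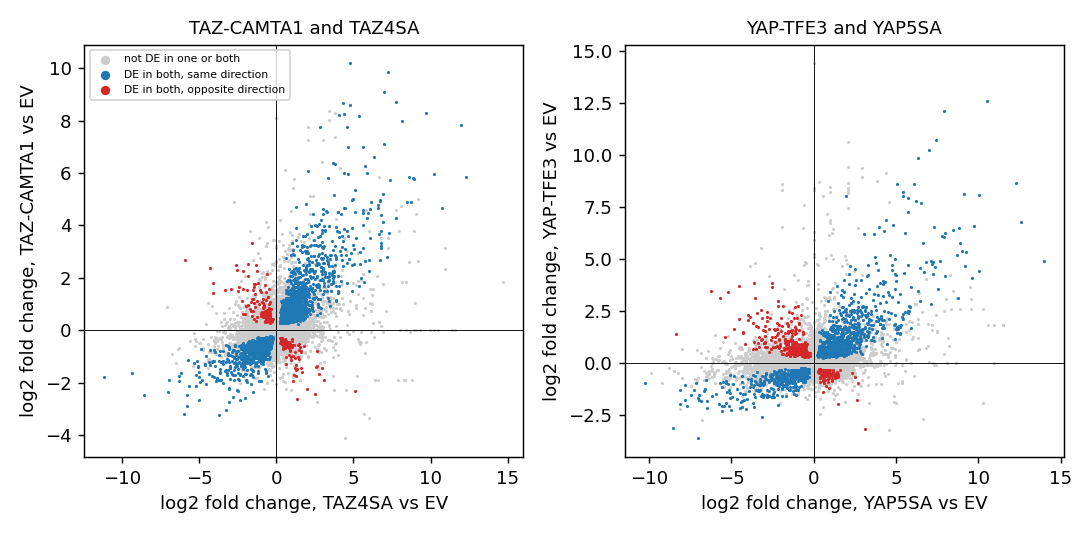
Log2 fold changes against EV of each tested gene in a full-length protein (horizontal axis) and in its fusion protein (vertical axis), for TAZ4SA and TAZ-CAMTA1 (left) and YAP5SA and YAP-TFE3 (right). Each point is one gene, in blue where it is DE in both with the same direction, in red where it is DE in both with opposite directions, and in grey otherwise. Blue points lie in the quadrants where both fold changes have the same sign, red points in the other quadrants.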

Further, the degree to which the fusion protein transcriptomes do overlap with the TAZ/YAP transcriptional programs is due to shared TEAD transcription factor binding. This is borne out via evaluation of the chromatin binding profiles of the two fusion proteins which showed similar levels of enrichment for TEAD-binding sites compared to full-length TAZ and YAP. Our findings are in keeping with previous functional studies of TAZ-CAMTA1 showing that it requires binding to TEAD4 in order to drive its oncogenic transcriptional program and transform cells (Tanas et al., 2016).

### The fusion protein transcriptomes differ from the full-length TAZ/YAP transcriptomes due to altered DNA binding

Although the transcriptional programs of TAZ-CAMTA1 and YAP-TFE3 significantly overlap with the TAZ/YAP transcriptomes, they also differ in important ways. In both cell lines examined here, approximately 20–40% of differentially expressed genes were unique to the TAZ-CAMTA1- and YAP-TFE3-induced transcriptomes, indicating that the fusion proteins do not only regulate transcription via TEADs. Accordingly, unbiased motif enrichment analysis of TAZ-CAMTA1 revealed an enrichment for the EGR2 binding motif while YAP-TFE3 showed an enrichment for the MITF-binding motif. This indicates that the genomic occupancy of TAZ-CAMTA1 and YAP-TFE3 is mediated by the C termini of CAMTA1 and TFE3 in addition to interactions with the TEAD transcription factors. Bioinformatic approaches predicting the chromatin binding of transcription factors that contain multiple DNA binding sites have been developed (Vandel et al., 2019), which in combination with structure-function studies should yield additional insight into how these chimeric transcription factors interface with the genome.

### The fusion protein transcriptomes differ from the TAZ/YAP transcriptomes due to shifts in the chromatin landscape

We found that TAZ-CAMTA1 and YAP-TFE3 increased the amount of transcriptionally active chromatin when compared to TAZ and YAP overexpression. Although genes embedded in transcriptionally accessible portions of the genome showed a degree of overlap between the fusion proteins and either TAZ or YAP, hypergeometric analysis showed that the euchromatin landscape induced by TAZ-CAMTA1 more closely resembled that of CAMTA1, while that of YAP-TFE3 showed an almost equivalent level of similarity to TFE3 as it did to YAP. This observation is reflected in the PCA analysis, which showed that the distribution of transposase accessible chromatin for the fusion proteins was more closely related to each other, CAMTA1, and TFE3 than to TAZ/YAP. This indicates that CAMTA1 and TFE3 confer chromatin remodeling properties to the fusion proteins, while the N termini of TAZ and YAP essentially contribute the TEAD binding domain. This is consistent with previous studies that have demonstrated that TAZ/YAP’s interactions with epigenetic modifiers are key to their function. For example, in *Drosophila*, Yorkie (YAP orthologue) can interact with Ncoa6, a subunit of the Trithorax-related histone H3 lysine four methyltransferase complex to drive tissue growth. Importantly, conjugation of Ncoa6 to Scalloped (TEAD orthologue) alone was sufficient to functionally activate the Yorkie transcriptional program (Oh et al., 2014; Qing et al., 2014). In mammalian/cancer cells, YAP/TAZ-driven transcription is facilitated by binding to BRD4, a member of the bromodomain and extraterminal (BET) protein family of epigenetic modifiers that mediates interaction between enhancer sequences and associated promoters (Zanconato et al., 2018). Taken together, the above studies indicate that additional fine tuning of the TEAD-based transcriptional program is essential to TAZ/YAP function in both physiological and cancer-related contexts.

Although the overlap in euchromatin profile between the fusion proteins and CAMTA1/TFE3 can be partially explained by DNA-binding elements conferred by the C termini of CAMTA1 and TFE3, it also raises questions about how the TAZ-CAMTA1:ATAC and YAP-TFE3:ATAC complexes form. It remains to be determined how the fusion proteins dynamically recruit epigenetic modifiers to contact points in the genome where TEAD and non-TEAD binding sites (e.g. MITF or EGR2) are in close proximity.

### The enhanced euchromatin landscape in cells expressing TAZ-CAMTA1 and YAP-TFE3 is mediated by the ATAC complex

Although we found that TAZ-CAMTA1 and YAP-TFE3 interact with numerous epigenetic complexes, the combined proteomic/RNAi screen demonstrated that the ATAC complex is the most functionally relevant for cell transformation. Ada2a-containing acetyltransferase (ATAC) and Spt-Ada-Gcn5-acetyltransferase (SAGA) are two closely related metazoan histone acetyltransferase complexes that both contain GCN5 or the closely related PCAF histone acetyltransferase catalytic subunits. While the SAGA complex is predominantly localized to promoter sequences, the ATAC complex is found at both promoter and enhancer sequences (Krebs et al., 2011). This is consistent with our observation that TAZ-CAMTA1 and YAP-TFE3, which are predominantly localized at enhancer sequences, interact primarily with the ATAC complex rather than the SAGA complex. Although the ATAC complex can regulate both housekeeping and tissue specific functions, its binding to enhancer sequences is cell-type specific (Krebs et al., 2011). Furthermore, knock-down of subunits of the ATAC complex in cells expressing TAZ-CAMTA1 or YAP-TFE3 affected only a limited set of active genes rather than globally altering gene expression, another key piece of data demonstrating that the ATAC complex modulates a specific transcriptional program. The implication of these data is that the ATAC complex is recruited to a particular set of target genes and interacts with a specific set of transcription factors rather than ubiquitously interacting with many different transcription factors across the genome. This is corroborated by our BioID mass spectrometry data which showed that the ATAC complex preferentially binds to both fusion proteins as compared to full-length TAZ and YAP.

Importantly, our study also indicates that the ATAC complex represents a potential therapeutic target for EHE, a sarcoma currently lacking an effective medical therapy, regardless of which fusion protein it harbors. In addition, RNA expression profiling data show that expression of *YEATS2* and *ZZZ3* have prognostic significance in sarcoma clinical samples across various histological types, suggesting that the ATAC complex might represent a key oncogenic driver in other sarcomas. Future studies elucidating therapeutic strategies targeting the ATAC complex are warranted.

### TAZ-CAMTA1 and YAP-TFE3 have convergent oncogenic properties

Despite the observation that CAMTA1 and TFE3 are from entirely different protein families, several lines of evidence reveal that the function of TAZ-CAMTA1 and YAP-TFE3 are remarkably similar. 

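In the NIH 3T3 RNA-Seq, the lists of DE genes of TAZ-CAMTA1 and YAP-TFE3 against EV had 1261 genes in common, which is 40.8% of the first list and 57.2% of the second. Chance would give 473.7, so the overlap was 2.66 times that expected. Of the shared genes, 1235 (97.9%) changed in the same direction, 852 of them higher and 383 lower in both. Across all tested genes the log2 fold changes had a Pearson correlation of 0.698 and a Spearman correlation of 0.607, with the same EV libraries in both. The direct contrast of the fusion proteins called 1671 genes DE. TAZ4SA and YAP5SA had 7200 genes in common, where chance would give 5873.2, so their overlap was 1.226 times that expected. Of these genes 98.8% changed in the same direction, and the Pearson correlation across all tested genes was 0.858.
There were 109 genes DE in both fusion proteins and in none of TAZ4SA, CAMTA1, YAP5SA and TFE3. All but 1 changed in the same direction, 99 higher and 9 lower. With the count minimum set for named genes and every fusion protein library on one side of every EV library, 71 of these remained, from which the largest rises and falls are named. Lyz2 rose by a log2 fold change of 8.67 in YAP-TFE3 (standard error 0.42, adjusted p = 4.92e-12, edgeR), to 160 ± 69.3 CPM (SD, n = 3); counting could have split its reads with Lyz1. Elmo1 (ENSMUSG00000041112; mm10 chromosome 13, 20090596 to 20608353) rose from 0.470 ± 0.255 CPM in EV to 6.00 ± 0.717 in TAZ-CAMTA1 and 67.2 ± 25.5 in YAP-TFE3 (SD, n = 3 each), by 3.68 and 7.16 on the log2 scale (adjusted p = 8.26e-08 and 4.92e-12, edgeR). Havcr2 (ENSMUSG00000020399; chromosome 11, 46454935 to 46481255) rose by 3.56 (standard error 0.70, adjusted p = 0.000814, edgeR) and 6.23 (standard error 0.67, adjusted p = 9.77e-07, edgeR). It was also called as a rise with no filter on low counts in TAZ4SA and CAMTA1 (adjusted p = 0.0489 and 0.00244, edgeR). In TFE3 it was called with only the 2 groups compared in the fit (adjusted p = 0.0204, edgeR). Havcr2 had 0.283 ± 0.101 CPM in EV, 3.41 ± 1.26 in TAZ-CAMTA1, 1.95 ± 1.07 in EVsub and 5.65 ± 5.29 in CAMTA1 (SD, n = 3 each). CAMTA1 was compared with EVsub only, so a level above EV was not particular to the fusion proteins.
The shared falls were small. Arrdc2 (ENSMUSG00000002910; chromosome 8, 70835129 to 70839720) fell by 0.58 in TAZ-CAMTA1 and 0.61 in YAP-TFE3 on the log2 scale (adjusted p = 0.0437 and 0.0429, edgeR). Grhpr (ENSMUSG00000035637; chromosome 4, 44981395 to 44990734) fell by 0.63 and dropped by 0.50 (adjusted p = 0.00412 and 0.0261, edgeR). Gcat (ENSMUSG00000006378; chromosome 15, 79030874 to 79038353) fell by 0.44 and dropped by 0.60 (adjusted p = 0.0494 and 0.0101, edgeR). The calls of Arrdc2 and Gcat in both fusion proteins, and that of Grhpr in YAP-TFE3, were lost when a single library was left out. That of Grhpr was also lost with no filter on low counts (adjusted p = 0.0587, edgeR), and that of Arrdc2 in TAZ-CAMTA1 with the replicate number as a block (adjusted p = 0.0509, edgeR). In TFE3, Grhpr was called as a fall with DESeq2 (adjusted p = 0.0235) and with only the 2 groups compared (adjusted p = 0.0351, edgeR), and Gcat as a rise with only the 2 groups compared (adjusted p = 0.00529, edgeR).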

As mentioned above, the two fusion proteins are similar in terms of the genes they induce, their chromatin-binding profiles, and how they alter the chromatin landscape. This raises the question of whether other TAZ/YAP gene fusions show similar convergence of function. Instead of point mutations, gene fusions are the most common genetic alterations of TAZ(*WWTR1*) and YAP in cancer. Structurally similar *WWTR1*(TAZ)/*YAP1* gene fusions have also been identified in nasopharyngeal carcinoma (*YAP1-MAMLD2*) (Valouev et al., 2014), lung cancer (*YAP1-BIRC2; WWTR1-SLC9A9*) (Dhanasekaran et al., 2014), cervical squamous cell carcinoma and endocervical adenocarcinoma (*YAP1-SS18*) (Hu et al., 2018; Szulzewsky et al., 2020), poromas/porocarcinomas (*YAP1-MAML2* and *YAP1-NUTM1*) (Sekine et al., 2019), ependymomas (*YAP1-MAMLD1* and *YAP1-FAM118B*) (Szulzewsky et al., 2020; Pajtler et al., 2015; Pajtler et al., 2019), ossifying fibromyxoid tumor (*KDM2A-WWTR1*) (Kao et al., 2017), *NF2*-wildtype meningiomas (*YAP1-MAML2*, *YAP1-PYGO1*, *YAP1-LMO1*) (Sievers et al., 2020), retiform and composite hemangioendotheliomas (*YAP1-MAML2*) (Antonescu et al., 2020), and sclerosing epithelioid fibrosarcoma (*YAP1-KMT2A*) (Puls et al., 2020; Kao et al., 2020). Here, we have outlined an approach integrating NGS modalities with combined proteomic/genetic screens to gain insight into the transcriptional regulatory mechanisms of the TAZ-CAMTA1 and YAP-TFE3 fusion proteins. At its most essential, the mechanism of the two fusion proteins is the same in that a TEAD-based transcriptional program is modulated by interaction with an epigenetic modifier, the ATAC complex. Additional studies are needed to determine if YAP/TAZ/TEAD fusion proteins in other cancers also drive tumorigenesis via the ATAC complex or do so by recruiting different chromatin-modifying complexes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Mus musculus*)	NIH 3T3 cells	ATCC	CRL-1658; RRID:CVCL_0594	*Mycoplasma* negative
Cell line (*Homo sapiens*)	SW872 cells	ATCC	HTB92; RRID:CVCL_1730	*Mycoplasma* negative
Transfected construct (*H. sapiens*)	pPGS-3HA-TEAD1	Dr. Kunliang Guan (Addgene)	#33055; RRID:Addgene_33055	
Transfected construct (*H. sapiens*)	8xGTIIC-luciferase	Dr. Stefano Piccolo (Addgene)	#34615; RRID:Addgene_34615	
Transfected construct (*H. sapiens*)	pRP-CMV-3xMyc-KAT14	Vector builder		
Commercial assay or kit	SimpleChIP Enzymatic Chromatin IP Kit	Cell Signaling	#9003	
Antibody	Anti-DYKDDDDK antibody	Cell Signaling	#14793; RRID:AB_2572291	ChIP grade antibody

### Expression constructs

Double Flag TAZ-CAMTA1 and Double Flag CAMTA1 were cloned into pBabeNeo as previously described. Double Flag TAZ4SA was derived utilizing previously constructed TAZ S89A (Tanas et al., 2016). Additional S66A, S117A, and S311A mutations were introduced by site directed mutagenesis using the QuikChange II Site-directed mutagenesis kit (Agilent #200521) and the following primers:

TAZ S66A Primer – Forward
5’ – ctcgcgccagtccgccaccgactcgtcg – 3’
TAZ S66A Primer – Reverse
5’ – cgacgagtcggtggcggactggcgcgag – 3’
TAZ S117A Primer – Forward
5’ – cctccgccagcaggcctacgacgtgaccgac – 3’
TAZ S117A Primer – Reverse
5’ – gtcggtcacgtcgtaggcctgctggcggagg – 3’
TAZ S311A Primer – Forward
5’ – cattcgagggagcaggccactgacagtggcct – 3’
TAZ S311A Primer – Reverse
5’ – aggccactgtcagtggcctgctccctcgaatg – 3’

Double Flag YAP, YAP-TFE3 and TFE3 constructs were cloned into pBabeNeo as previously described (Tanas et al., 2016).

YAP S61A Primer – Forward
5’ – TCCGCGGGGACGCGGAGACCGAC – 3’
YAP S61A Primer – Reverse
5’ – GTCGGTCTCCGCGTCCCCGCGGA – 3’
YAP S109A Primer – Forward
5’ – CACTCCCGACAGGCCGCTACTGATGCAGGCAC – 3’
YAP S109A Primer – Reverse
5’ – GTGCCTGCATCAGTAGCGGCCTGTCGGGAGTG – 3’
YAP S127A Primer – Forward
5’ – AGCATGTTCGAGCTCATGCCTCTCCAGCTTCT – 3’
YAP S127A Primer – Reverse
5’ – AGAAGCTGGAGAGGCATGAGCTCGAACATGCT – 3’
YAP S164A Primer – Forward
5’ – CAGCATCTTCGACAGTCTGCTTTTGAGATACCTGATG – 3’
YAP S164A Primer – Reverse
5’ – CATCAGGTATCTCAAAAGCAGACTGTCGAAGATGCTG – 3’
YAP S397A Primer – Forward
5’ – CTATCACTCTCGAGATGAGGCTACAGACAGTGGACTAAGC – 3’
YAP S397A Primer – Reverse
5’ – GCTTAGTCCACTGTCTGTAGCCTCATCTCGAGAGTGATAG – 3’

The pPGS-3HA-TEAD1 construct was obtained courtesy of Dr. Kunliang Guan.

Triple Myc-tagged KAT14 plasmid (Vector ID: VB18 p18-119pmf; Vector name: pRP[Exp]-Puro-CMV**>**BamHI/3xMyc-KAT14/EcorRI) was synthesized by Vector builder, Shenandoah, TX.

### Cell culture

NIH 3T3 mouse fibroblasts and SW872 human liposarcoma cells were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). NIH 3T3 cells were cultured in DMEM media containing 10% bovine calf serum (Invitrogen-Life Technologies), 1 mM sodium pyruvate, and 50 µg/mL penicillin/streptomycin. SW872 cells were cultured in DMEM media (according to ATCC recommendations) containing 10% fetal bovine serum (Invitrogen-Life Technologies), 1 mM sodium pyruvate, and 50 µg/mL penicillin/streptomycin. All cells were cultured at 37°C and 5% CO_2_.

### Transfection and retroviral transduction

Retroviral transfection with pBabeNeo constructs was performed by transfecting PhoenixA retroviral packaging cells with 10 µg of plasmid DNA. Transfection was done using Lipofectamine Reagent and Plus Reagent (Invitrogen-Life Technologies) according to manufacturer’s instructions. Supernatant was collected at 48 and 72 hr after transfection, filtered with 0.45 µm filters and supplemented with 8 µg/mL polybrene (EMD Millipore, Burlington, MA, USA). Serial transductions (48 and 72 hr supernatants) were applied to either SW872 or NIH 3T3 cells for 8 hr each. Pooled stable lines were generated by selecting with G418 for 2 weeks.

### RNA interference-mediated silencing

PLKO.1-puro constructs for knock-down of Tead1 were obtained from Sigma-Aldrich (MISSION shRNAs). Constructs were transfected into LentiX (HEK293T) cells, along with pcMVΔ8.12 and pVSVG packaging plasmids, using Lipofectamine Reagent and Plus Reagent (Invitrogen) according to manufacturer’s instructions. Supernatants were collected at 48 hr, filtered using 0.45 µm filters, and polyethylene glycol (PEG) 8000 was added to a final concentration of 12%, and stored at 4°C overnight. The following day, 48 hr supernatants were centrifuged and viral pellets were resuspended in 0.45 µm filtered 72 hr media and supplemented with 8 µg/mL (EMD Millipore, Burlington, MA, USA) added to either SW872 or NIH 3T3 cells overnight. Pooled stable lines were generated by selection in puromycin.

### Antibodies for western blot

Anti-FLAG antibody (mouse monoclonal clone M2 (catalog # F3165; RRID:AB_259529) utilized for immunofluorescence and western blot (1:1000) was obtained from Sigma-Aldrich (St. Louis, MO, USA). Anti-β-actin antibody (AC-15; catalog #A544; RRID:AB_4767441) utilized for western blot (1:10,000) was obtained from Sigma-Aldrich (St. Louis, MO, USA). Alexa 568-conjugated secondary antibody (catalog# A11031; RRID:AB_144696) was obtained from Invitrogen-Life Technologies (Grand Island, NY, USA). Anti-alpha tubulin antibody (clone DM1A, catalogue #T9026; RRID:AB_477593) was obtained from Sigma-Aldrich (St. Louis, MO, USA). Anti-H3 antibody (clone 1G1, catalogue# sc-517576; RRID:AB_2848194) was obtained from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-TEAD1 antibody (clone EPR3967 Errani et al., 2011, catalogue #AB133533; RRID:AB_2737294) was obtained from Abcam (Cambridge, MA, USA). Anti-HA antibody (clone F-7, sc-7392; RRID:AB_627809) was obtained from Santa Cruz Biotechnology (Dallas TX, USA). Anti-ZZZ3 antibody (catalogue# ab118800; RRID:AB_10901749) was obtained from Abcam (Cambridge, MA, USA). Anti-Myc antibody (catalogue # 2272S; RRID:AB_10692100) was obtained from Cell Signaling Technologies (Danvers, MA, USA). Anti-TFE3 antibody (catalogue# HPA023881; RRID:AB_1857931) was obtained from Sigma-Aldrich. Horseradish peroxidase-conjugated secondary antibodies used for western blots were obtained from Santa Cruz Biotechnology (catalog# sc-2055; RRID:AB_631738, sc-2054; RRID:AB_631748, or sc-2033; RRID:AB_631729) and used at 1:5000 or 1:10,000).

### Immunohistochemistry

Antibodies used for immunohistochemistry include anti-Ki-67 from Abcam (ab#16667, clone SP6). Anti-vitronectin antibody (mouse anti-human monoclonal antibody, catalogue# LS-B2118), anti-COL1A1 antibody (clone 3G3, catalogue# LS-B5932), anti-CTGF antibody (rabbit polyclonal, catalogue# LS-B3284), and anti-fibulin five antibody (rabbit polyclonal, catalogue# LS-B14518) obtained from LifeSpan BioSciences (Seattle, WA). Dilution for the above antibodies were as follows: anti-Ki-67 (1:100), anti-vitronectin (1:400), anti-COL1A1 (1:200), anti-CTGF (1:200), and anti-fibulin 5 (1:200). For all of those markers, the antigen retrieval was Citrate Buffer pH 6.0, 110°C for 15 min, in Biocare Decloaker (Biocare Medical, Concord, CA, USA). Secondary antibodies were anti-mouse for VTN and COL1A1, anti-rabbit for Ki-67, FBLN and CTGF, from Dako Envision HRP System (Dako North America, Inc, Carpentaria, CA, USA).

### Western blot

Cell pellets were lysed in radioimmunoprecipitation assay (RIPA) buffer, containing cOmplete Protease Inhibitor Cocktail (EDTA-free) (Roche) and PhosSTOP Phosphatase Inhibitor Cocktail (Roche) according to the manufacturer’s instructions. Total protein concentration was measured using Pierce BCA Protein Assay Kit (ThermoFisher Scientific, Waltham, MA, USA). Between 50 and 100 µg of total protein was loaded onto a gradient (4–15%) polyacrylamide gel (BioRad, Hercules, CA, USA). Proteins were then transferred to a polyvinylidene difluoride (PVDF) membrane and probed with antibodies described above. Each experiment was repeated at least twice.

### Co-immunoprecipitation

One mg of total cellular protein (whole cell lysates) were cleared by incubating with 2.0 µg of the control IgG and 20 µL vortexed Protein G PLUS-Agarose beads (Santa Cruz, sc-2002) for 30 min with rocking at 4°C. Supernatant transferred and incubated with 10 µg primary antibody or IgG control and incubated at 4°C overnight with rocking. 40 µL of vortexed Protein G PLUS agarose beads added and incubated at 4°C on a rocker platform for 4 hr. After centrifugation and removal of the supernatant, the cell pellet was re-suspended and washed three times with 1 mL cold 1X PBS followed by an additional wash with 1 mL 1X RIPA buffer. The pellet/beads were then resuspended in 2X Laemmli buffer, boiled, then loaded onto polyacrylamide gel.

### Nuclear and cytoplasmic fractionation

Nuclear and cytoplasmic fractionation was performed with the Nuclear Extract Kit (Active Motif, 40010). Cells collected from 15 cm cell culture plates were centrifuged and resuspended in 500 µL 1X Hypotonic buffer and incubated for 5 min on ice. Twenty-five µL of detergent was added to resuspended cells which were subsequently vortexed for 10 s. After centrifugation, the supernatant cytoplasmic fraction was removed and stored. Remaining nuclear pellet was resuspended in 50 µL complete lysis buffer followed by vortexing. After centrifugation, the supernatant nuclear fraction was removed and stored.

### Immunofluorescence staining

Cells were plated in chambered slides (2.5 × 10^4^ for sparse conditions or 5 × 10^4^ for confluent conditions) and allowed to grow until desired timepoint. Cells were fixed with 4% paraformaldehyde (in 1X PBS) for 15 min and then washed with 1X PBS. Cells were permeabilized and blocked with 0.3% Triton X-100% and 3% fetal bovine serum for 30 min. Primary antibodies, as described above, were diluted in 3% fetal bovine serum and incubated on the cells overnight at 4°C in a humidity chamber. The following morning, the primary antibody was removed, cells were washed with 1X PBS, and then incubated with Alexa Fluor 568-conjugated secondary antibody (described above) for 45 min to 1 hr at room temperature. Immunofluorescence was visualized using a Leica DFC3000G microscope/camera and Leica Application Suite Advanced Fluorescence imaging software or an Olympus BX-61 microscope (Tokyo, Japan) with cellSens imaging software. Each experiment was repeated at least twice.

### Soft agar assay

The base layer of 0.5% agarose was plated into 6-well plates (2 mLs/well) and allowed to solidify. For SW872 cells, 5 × 10^3^ cells/2 mL in 0.35% agarose was added to form the top layer. For NIH 3T3 cells, 1 × 10^4^ cells/2 mL in 0.35% agarose was added to form the top layer. Plates were left in the hood and allowed to solidify at room temperature for 3 hr. Colonies were allowed to grow for 2–3 weeks at 37°C and 5% CO_2_ before imaging. Each experiment was repeated at least twice.

### Poly-HEMA assay

Poly(2-hydroxyethyl methacrylate), or poly-HEMA, solution was made at 20 mg/mL in 95% ethanol. 96-well tissue culture plates were coated with 130 µL of poly-HEMA solution and UV sterilized overnight. Cells were plated (2 × 10^3^ cells/100 µL for SW872 or 3 × 10^3^ cells/100 µL for NIH 3T3) into multiple wells and incubated at 37°C and 5% CO_2_. Proliferation was assessed every other day by adding 10 µL of Cell Counting Kit-8 reagent (Dojindo Molecular Technologies, Inc, Rockville, MD, USA). The plates were then incubated for 1 hr at 37°C and 5% CO_2_ and then absorbance at 450 nm was measured using a Synergy H1 Hybrid Multi-Mode Microplate Reader (Biotek, Winooski, VT, USA).

### Xenografts

NOD scid gamma (NSG) mice were obtained from The Jackson Laboratory (Bar Harbor, ME, USA) and carry the strain NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (RRID:IMSR_JAX:005557). All animal work were approved by the University of Iowa Institutional Animal Use and Care Committee. SW872 cells containing either empty vector, YAP-TFE3, or TAZ-CAMTA1 and NIH 3T3 cells containing empty vector, YAP-TFE3, or TAZ-CAMTA1 (1 × 10^7^ cells/500 µL PBS) were injected into the flank of NSG mice. Mice were 6 months of age at the time of NIH 3T3 injection, and 2–3 months of age at the time of SW872 injection. Xenografts were repeated twice, using 5–10 mice per group.

### Quantitative reverse transcription polymerase chain reaction

SW872 and NIH 3T3 cells were scraped and collected using TRIzol reagent (Ambion-Life Technologies). Total RNA was isolated using the PureLink RNA mini kit (Invitrogen-ThermoFisher Scientific). On-column DNase (Invitrogen) treatment was performed according to manufacturer’s instructions. Purified RNA was quantified using a NanoDrop (ThermoFisher) and 1 µg was converted to cDNA using SuperScript III First-Strand Synthesis System (Invitrogen) according to manufacturer’s instructions. PCR amplification was performed in technical triplicates on the Applied Biosystems QuantStudio 3 Real-Time PCR System (Applied Biosystems-ThermoFisher). TaqMan Universal PCR Master Mix (Applied Biosystems-ThermoFisher) and PrimeTime standard qPCR primer/probe sets from Integrated DNA Technologies (Iowa City, IA, USA) were utilized. The qPCR cycling conditions were as follows: 95 °C^10:00^(95 °C^0:15^, 60 °C^1:00^)_40_. Relative quantitation was performed utilizing the delta-delta C_T_ method and *POLR2A/Polr2a* (RNA Polymerase II) C_T_ values as the reference control. Each experiment was repeated at least twice. The following primers and probes were used:

### Human

*CCN2-*F 5’-ACCAATGACAACGCCTCC-3’
*CCN2-*R 5’-TTGGAGATTTTGGGAGTACGG-3’
*CCN2-*Probe 5’-TGCGAAGCTGACCTGGAAGAGAAC-3’
*CCN1-*F 5’-GGGATTTCTTGGTCTTGCTG-3’
*CCN1-*R 5’- CCAATGACAACCCTGAGTGC-3’
*CCN1-*Probe 5’-TTCTTGCCCTTTTTCAGGCTGCTG-3’
*AJUBA*-F 5’-GCCTCTACCACACCCAGT-3’
*AJUBA*-R 5’-ACAGTACACAGAGCCATTGAC −3’
*AJUBA*-Probe 5’-/56-FAM/TGCAACGCA/ZEN/AAGTTCGCCCA/3IABkFQ/−3’
*FBLN5*-F 5’-CCTCTTATATGCCGCTTTGGA-3’
*FBLN5*-R 5’-CCCGCCTTCAGTATTGATGC-3’
*FBLN5*-Probe 5’-/56-FAM/TCTGTTGCA/ZEN/CACTCGTCCACATCC/3IABkFQ/−3’
*MAP1A*-F 5’-CCTAAGTGCTGCAGACTCTT-3’
*MAP1A*-R 5’-AGGATGATGGTCTCTAGGATCTC-3’
*MAP1A*-Probe 5’-/56-FAM/TCTGGCCT/ZEN/GGGGTGTAGGA/3IABkFQ/−3’
*YEATS2*-F 5’-GAACTGACCGTAGATGAAGACA-3’
*YEATS2*-R 5’-GGAACCACAATGCTGAGAGTAG-3’
*YEATS2*-Probe 5’-TATCACAACTGCCACTTCCCCTGC-3’
*ZZZ3*-F 5’-TCTTGGACTGCTTGAGAACG-3’
*ZZZ3*-R 5’-TGAATCAGATCATGTGGCACT-3’
*ZZZ3*-Probe 5’-CAGACGATTGCTGTACTCGAGGCT-3’
*POLR2A*-F 5’-TCAGCATGTTGGACTCGATG-3’
*POLR2A*-R 5’-CGTATTCGCATCATGAACAGC-3’
*POLR2A*-Probe 5’-ACCACCTCTTCCTCCTCTTGCATCT-3’
*LAMA1*-F 5’-CTCTGGTTGCTCCTTGTGT-3’
*LAMA1*-R 5’-AGCCAGAAGTACACACATCAC-3’
*LAMA1*-Probe 5’-ATCGCCACAGTTCAGACACTTCCC-3’
*GPC4*-F 5’-CGTACTTTCGCTCAAGGCTTA-3’
*GPC4*-R 5’-TCATCTTCAACAGGGCATGG-3’
*GPC4*-Probe 5’-AGCAAGGTCTCCGTGGTAAACCC-3’
*SPP1*-F 5’-CCCCACAGTAGACACATATGATG-3’
*SPP1*-R 5’-TTCAACTCCTCGCTTTCCAT-3’
*SPP1*-Probe 5’-ACCTGACATCCAGTACCCTGATGCT-3’

### Mouse

*Ccn2*-F 5’-TTGACAGGCTTGGCGATT-3’
*Ccn2*-R 5’-GTTACCAATGACAATACCTTCTGC-3’
*Ccn2*-Probe 5’-CCGGATGCACTTTTTGCCCTTCT-3’
*Ccn1*-F 5’-GTGCAGAGGGTTGAAAAGAAC-3’
*Ccn1*-R 5’-GGAGGTGGAGTTAACGAGAAAC-3
*Ccn1*-Probe 5’-TCGGTGCCAAAGACAGGAAGCC-3’
*Fras1*-F 5’-CACTGTCACCATATCCAACGA-3’
*Fras1*-R 5’-GATGACCTTGATGCTCAGAACT-3’
*Fras1*-Probe 5’-/56-FAM/TGAAGAAGC/ZEN/CGCATACCAAGTCCG/3IABkFQ/−3’
*Errb3*-F 5’-CGTGAACTGTACCAAGATCCT-3’
*Errb3*-R 5’-GACTGTCCTGAAAACATTGAGC-3’
*Errb3*-Probe 5’-/56-FAM/ACAAGATCC/ZEN/CTGCACTGGACCC/3IABkFQ/−3’
*Scn1b*-F 5’-CATCTCCTGTAAGCGTCGTAG-3’
*Scn1b* -R 5’-GCACCTCATTCTCATAGCGTAG-3’
*Scn1b* -Probe 5’-/56-FAM/AAATTCCTC/ZEN/TGTCCCCTTCTGGCG/3IABkFQ/−3’
*Polr2a-*F 5’-GTCAGCATGTTGGACTCAATG-3’
*Polr2a*-R 5’-TCGAATCCGCATCATGAACAG-3’
*Polr2a*-Probe 5’-ACCACCTCTTCCTCCTCTTGCATCT-3’

### Luciferase reporter assay

HEK293 cells (4 × 10^5^) stably containing empty vector, *YT, YAP, YT S94A, YAP 5SA, TC, TAZ, TC S51A, or TAZ 4SA* were transfected with the pGL3b-8xGTIIC firefly luciferase reporter plasmid (containing 8 TEAD1-4 binding sites; GTIIC also known as MCAT and Hippo response element) (Dupont et al., 2011) and the renilla luciferase reporter plasmid (pRL-TK *Renilla*, (Promega, Madison, WI, USA)) in a well from a six-well plate (biological triplicates). Two days after transfection, the cells were collected and lysed, and extracts were assayed in technical triplicate for firefly and renilla luciferase activity using the Dual Luciferase Reporter Assay (Promega) and a Synergy H1 Hybrid Multi-Mode Microplate Reader (Biotek, Winooski, VT, USA). Each experiment was repeated at least twice.

### RNA sequencing

NIH 3T3 and SW872 cells were stably transfected, in triplicate, expressing the following proteins empty vector (EV), YAP 5SA, TFE3¸YAP-TFE3 (YT), TAZ 4SA, CAMTA1, and TAZ-CAMTA1 (TC). All cell lines, except those containing *CAMTA1*, were grown to confluence for 48 hr before collection. Cell lines containing *CAMTA1* were collected at sub-confluence. Total RNA was extracted using Trizol Reagent (Ambion-Life Technologies). Total RNA was isolated using the PureLink RNA mini kit (Invitrogen-ThermoFisher Scientific). On-column DNase (Invitrogen) treatment was performed according to manufacturer’s instructions. Transcription profiling using RNA-Seq was performed by the University of Iowa Genomics Division using manufacturer recommended protocols. Initially, 500 ng of DNase I-treated total RNA was used to enrich for polyA containing transcripts using oligo(dT) primers bound to beads. The enriched RNA pool was then fragmented, converted to cDNA and ligated to sequencing adaptors containing indexes using the Illumina TruSeq stranded mRNA sample preparation kit (Cat. #RS-122–2101, Illumina, Inc, San Diego, CA). The molar concentrations of the indexed libraries were measured using the 2100 Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) and combined equally into pools for sequencing. The concentration of the pools was measured using the Illumina Library Quantification Kit (KAPA Biosystems, Wilmington, MA) and sequenced on the Illumina HiSeq 4000 genome sequencer using 75 bp paired-end SBS chemistry.

Barcoded samples were pooled and sequenced using an Illumina HiSeq 4000 in the Iowa Institute of Human Genetics (IIHG) Genomics Core Facility. Average reads per sample for SW872 samples was 93 M (±16 M). Reads were demultiplexed and converted to FASTQ format, then processed with ‘bcbio-nextgen’ (https://github.com/chapmanb/bcbio-nextgen; RRID:SCR_002630 version 1.0.8). SW872 reads were aligned against the ‘hg38’ reference genome (genome FASTA and annotations derived from Ensembl release 78 (ftp://ftp.ensembl.org/pub/release78/fasta/homo_sapiens/dna/Homo_sapiens.GRCh38.dna.toplevel.fa.gz)). Reads from NIH 3T3 cells were aligned against ‘mm10’ (genome FASTA and annotations derived from ftp://ftp.ensembl.org/pub/release-97/fasta/mus_musculus/) reference genome using ‘Hisat2’ (Kim et al., 2015). Reads were also pseudo-aligned to the transcriptome using Salmon (Patro et al., 2017). Transcript-level abundances were converted to gene-level counts with ‘tximport’ (Soneson et al., 2015). QC was performed with ‘qualimap’ and ‘samtools’ (Li et al., 2009). Differential gene expression analysis was performed with DESeq2 (Love et al., 2014). Gene lists were analyzed using Advaita’s ‘iPathwayGuide’ (https://www.advaitabio.com/ipathwayguide; Advaita Bioinformatics, Ann Arbor, MI).

### ChIP sequencing

SW872 cells stably expressing Flag-tagged EV, YAP 5SA, TFE3, YT, TAZ 4SA, CAMTA1, and TC were grown to 90% confluence in 15 cm tissue culture plates (in biological triplicate). Chromatin immunoprecipitation for H3K27ac performed on SW872 cells expressing the above constructs was performed in biological duplicates. Cells were cross-linked and prepared using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling, #9003, Danvers, MA). Protocol was performed according to manufacturer’s instructions. Lysates were sonicated for three sets of 20 s pulses in ice bath, using a VirTis Virsonic 60 Sonicator at setting 6, with a 30 s ice bath incubation between sonication pulses or Qsonic Q800R3 3 sets of 45 s pulse, 30 s rest, 50% amplitude. Chromatin digestion and concentration was verified to be within the desired range using the 2100 Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). The SimpleChIP ChIP-seq DNA Library Prep Kit for Illumina (Cell Signaling, #56795) was used to prepare the DNA library according of manufacturer’s instructions. Immunoprecipitation was performed with the anti-DYKDDDDK Tag Rabbit monoclonal antibody (Cell Signaling #14793), anti-acetyl H3K27 (Cell Signaling, clone D5E4, #81735) or provided isotype rabbit IgG control (Cell Signaling). The molar concentrations of the indexed libraries were measured using the 2100 Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) and combined equally into pools for sequencing using an Illumina HiSeq 4000 in the Iowa Institute of Human Genetics (IIHG) Genomics Core Facility.

ChIP-seq analysis was carried out using ‘bcbio-nextgen’ in ‘analysis: chip-seq’ mode. Reads were pooled across replicates to obtain improved read depth, then trimmed for low quality and adapter read-through with ‘Atropos’ (version 1.1.16) (Didion et al., 2017) with adapter sequences (‘AGATCGGAAGAG’,’CTCTTCCGATCT’) and options set as ‘--quality-cutoff=5 --minimum-length=25’. Trimmed reads were aligned to the ‘GRCh37/hg19’ reference assembly with ‘BWA-MEM’ (Li and Durbin, 2009) using default parameters. Multi-mapping reads were removed before peak calling, and ‘greylist’ regions were detected and removed (https://github.com/roryk/chipseq-greylist; RRID:SCR_002630 version 1.0.8). Peaks were called using ‘macs2’ (Zhang et al., 2008) with command-line options ‘-f BAMPE’, ‘-g 2.7e9’, ‘-B’, and ‘-q 0.10.’ (FDR = 0.1) Narrow peak files were imported into the R and annotated with ‘ChIPseeker’ (Yu et al., 2015) and ‘clusterProfiler’ packages (Yu et al., 2012). Peak ranges for motif analysis were written out as FASTA using ‘Biostrings’ (https://bioconductor.org/packages/release/bioc/html/Biostrings.html) and ‘BSgenome’ packages (https://bioconductor.org/packages/release/bioc/html/BSgenome.html). Motif enrichment analysis was carried out with MEME suite (http://meme-suite.org) using the ‘AME’ and ‘FIMO’ modules and HOCOMOCO (v11) database.

### ChIP-qPCR

PCR amplification was performed in technical triplicates on the Applied Biosystems QuantStudio 3 Real-Time PCR System (Applied Biosystems-ThermoFisher). The PCR reaction contained SimpleChip Universal master mix (catalogue # 88989) Cell Signaling Technologies (Danvers MA, USA), 5 µM of primers and 2 µL of ChIP DNA or 2% input DNA. Cycling conditions as follows, 3 min at 95°C for initial denaturation followed by 40 cycles of 15 s at 95°C then 1 min at 60°C. Percent input was calculated.

The following primers were used:

*CCN2*-F 5’-GCCAATGAGCTGAATGGAGT-3’
*CCN2*-R 5’-CAATCCGGTGTGAGTTGATG-3’
*MAFK*-F 5’-GCTCTGTAAACATCTGGTGACT-3’
*MAFK*-R 5’GGGAGCACCATGAGAAACTT −3’
*NEAT1*-F 5’-CTCAACAACATCCGGGAAGA −3’
*NEAT1*-R 5’-CGCTTCTCTTTAACAGTGCTTT −3’
*MAP1A*-F 5’-TGCAGAAGCAGCCAAGAA-3’
*MAP1A*-R 5’-TTTGCCGCAGTGTGTGA3’

### ATAC sequencing

A total of 50,000 cells were trypsinized and pelleted. Cells were washed once with 50 µL of cold 1x PBS buffer. After pelleting, cell pellet was resuspended in 50 µL cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630). The suspension was centrifuged again and supernatant discarded leaving a nuclear pellet. A transposition reaction was prepared containing 25 µL Tagment DNA buffer (#15027866), 2.5 µL TDE1 Nextera Tn5 Transposase (#15027865), and 22.5 µL Nuclease Free H_2_O. The nuclear pellet was resuspended in the transposition reaction mixture. The transposition reaction was incubated at 37°C for 30 min. After transposition, fragmented DNA purified using a Qiagen miniElute PCR purification kit (catalogue #28004) per the manufacturer’s instructions. Transposed DNA fragments were PCR amplified using the Nextera XT Index Kit (#15055293) per the manufacturer’s instruction to generate indexed libraries.

Analysis of ATAC-seq data was carried out as follows. Reads were trimmed using ‘NGmerge’ in ‘adapter removal’ mode (Gaspar, 2018). Trimmed reads were then aligned as described above [command line settings: “-c 250 t 1 v 3’] and sorted with ‘samtools’ (Li et al., 2009). Peaks were called with ‘genrich’ (https://github.com/jsh58/Genrich; RRID:SCR_002630 version 1.0.8) in ‘atacseq’ mode [with flags set as ‘-E blacklists/wgEncodeHg19ConsensusSignalArtifactRegions.bed -v -j -r -e MT,GL000191.1,GL000192.1,GL000193.1,GL000195.1,GL000199.1,GL000205.1,GL000206.1,GL000208.1,GL000212.1,GL000214.1,GL000216.1,GL000217.1,GL000219.1,GL000220.1,GL000222.1,GL000223.1,GL000224.1,GL000225.1,GL000226.1,GL000228.1,GL000235.1,GL000243.1’.] Genrich removes PCR duplicates, excludes named regions, and blacklist regions, and properly accounts for multi-mapping reads. Peaks were called individually on each replicate. Peak files were imported along with BAM files into DiffBind (https://bioconductor.riken.jp/packages/3.0/bioc/html/DiffBind.html) (Ross-Innes et al., 2012) and a consensus peakset was determined. A binding affinity matrix containing (normalized) read counts for each sample at each consensus site was computed. ‘DESeq2’ (Love et al., 2014) was used to test contrasts for differential chromatin accessibility. Finally, PCA analysis was performed to show how samples cluster at differentially accessible chromatin.

### BioID mass spectrometry and SAINT analysis

Full-length YAP, TFE3, TAZ, and CAMTA1, along with YAP-TFE3 and TAZ-CAMTA1 were cloned into pcDNA5 FRT/TO FLAG‐BirAR118G vectors, containing an N-terminal *E. coli* biotin ligase with an R118G mutation, as described in Roux et al., 2012 and Lambert et al., 2015. These bait proteins of interest were then stably expressed in Flp-In T-REx HEK293 cells as previously described (Couzens et al., 2013). Expression was then induced using 1 µg/mL tetracycline for 24 hr. The cells were also treated with 50 µM biotin at the time of induction. After 24 hr, cells harvested and processed (Lambert et al., 2015). Two biological replicates were made for each cell line. Affinity purification and proximity biotinylation coupled to mass spectrometry were performed as described in Lambert et al., 2015. SAINT (significance analysis of interactome) analysis (Choi et al., 2011) was performed on the mass spectrometry data, using 10 controls compressed to 5. Only proteins with iProphet protein probability ≥ 0.95 were used. Recovery of bait peptides was monitored to ensure that expression levels of the bait proteins were similar (Figure 6—figure supplement 1D,E). Results are expressed in dotplot format. Columns show bait proteins, while the rows list the names of the identified prey proteins. Each prey protein is represented as a dot, with color signifying average spectral count, the darkness indicating average spectral count between the two biological replicates (the darker the dot, the higher the average spectral count), and the size represents the relative abundance. The ring around the dot indicates the false discovery rate (the darker the ring, the higher the confidence). The data was filtered so that each prey had a minimum of 10 spectral counts in at least one of the biological replicates. Results were also filtered to exclude components of trypsin, biotin, and streptavidin.

### Clinical samples

Six epithelioid hemangioendotheliomas, six epithelioid hemangiomas, and five epithelioid angiosarcomas were obtained from the files of the Department of Pathology, University of Iowa Hospitals and Clinics. Internal Review Board approval was obtained (IRB# 201609806).

### Statistics

For soft agar assays, statistical significance was evaluated using an unpaired two-tailed *t*-test. For poly-HEMA proliferation assays, statistical significance was evaluated using fold change increase in proliferation at day 10 with an unpaired two-tailed *t*-test. For quantitative RT-PCR, standard deviation was calculated from fold change values for each triplicate. For Kaplan-Meier curves significance was determined by Log-rank (Mantel-Cox) test. Graphs were made using the average of the technical replicates. Each experiment was repeated at least twice. For NGS studies, biological triplicates were generated by separately transducing NIH 3T3 and SW872 cells with the various contructs followed by stable selection. Hypergeometric testing was performed using the phyper() function in the stats R package (v3.6.3) set to assess enrichment and the lower tail set to false. Hypergeometric density was calculated using the related dhyper function and converted using the negative log10 of the output. For gene expression data, the population was set to the total number of recovered genes with the mean of five counts across all samples. Both the ChIP-seq and ATAC-seq, the population was set as the total number of genes annotated across all conditions. Error bars were used to define one standard deviation. For all panels, ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05.

## Data Availability

The accession number for the RNA-Seq data reported in this paper for NIH 3T3 cells is GEO: GSE152736. The accession number for the RNA-Seq data reported in this paper for SW872 cells is GEO: GSE152737. The accession number for the ChIP-Seq data reported in this paper is GEO: GSE152778. The accession number for the ATAC-Seq data reported in this paper is GEO: GSE152733. The accession number for the H3K27ac ChIP-Seq data reported in this paper is GEO: GSE168201. The accession number for the RNA-Seq data after YEATS2 and ZZZ3 knock-down is GEO: GSE168205. The following datasets were generated: TanasMChimentiM2020The TAZ-CAMTA1 and YAP-TFE3 fusion proteins modulate the basal TAZ/YAP transcriptional program by recruiting the Ada2a-containing histone acetyltransferase complex [rnaseq_3T3]NCBI Gene Expression OmnibusGSE152736 TanasMChimentiM2020The TAZ-CAMTA1 and YAP-TFE3 fusion proteins modulate the basal TAZ/YAP transcriptional program by recruiting the Ada2a-containing histone acetyltransferase complex [rnaseq_sw872]NCBI Gene Expression OmnibusGSE152737 TanasMChimentiM2020The TAZ-CAMTA1 and YAP-TFE3 fusion proteins modulate the basal TAZ/YAP transcriptional program by recruiting the Ada2a-containing histone acetyltransferase complex [chipseq]NCBI Gene Expression OmnibusGSE152778 TanasMChimentiM2020The TAZ-CAMTA1 and YAP-TFE3 fusion proteins modulate the basal TAZ/YAP transcriptional program by recruiting the Ada2a-containing histone acetyltransferase complex [atacseq]NCBI Gene Expression OmnibusGSE152733 TanasMChimentiM2020The TAZ-CAMTA1 and YAP-TFE3 fusion proteins modulate the basal TAZ/YAP transcriptional program by recruiting the Ada2a-containing histone acetyltransferase complex [ChIP-seq]NCBI Gene Expression OmnibusGSE168201 TanasMChimentiM2020The TAZ-CAMTA1 and YAP-TFE3 fusion proteins modulate the basal TAZ/YAP transcriptional program by recruiting the Ada2a-containing histone acetyltransferase complex [RNA-seq]NCBI Gene Expression OmnibusGSE168205

How the deposited data were processed for this re-analysis (not part of the article)

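The RNA-Seq of NIH 3T3 cells was analysed here from 24 libraries, 3 for each of 8 groups (EV, EVsub, TAZ4SA, TAZ-CAMTA1, CAMTA1, YAP5SA, YAP-TFE3 and TFE3). Groups and replicate numbers were taken from the sample labels and the paper. For YAP-TFE3 replicate 3 the labels conflict, since its description names another replicate of the group, and the number in its title was used. The labels and the methods describe the CAMTA1 lines as collected at sub-confluence, EVsub is labelled sub-confluent, and the other groups had been confluent for 48 h. The SW872 libraries and the chromatin and proteomics experiments were not analysed here.
The authors deposited raw counts, whole numbers of reads for each Ensembl gene identifier, without normalization. By the paper's methods the authors sequenced 75 bp paired-end stranded libraries of polyadenylated RNA on an Illumina HiSeq instrument and processed them with bcbio-nextgen 1.0.8, Hisat2 and the mm10 genome with Ensembl release 97. The paper's text does not name the program behind the deposited counts or its handling of strand, so genes that overlap on opposite strands, and paralogs, may have shared reads. The paper's own lists came from Salmon, tximport and DESeq2. Gene symbols and coordinates were taken from the GENCODE M21 annotation of GRCm38 (mm10), which holds 55536 genes and matched 37693 of the identifiers.
Library totals ranged from 16471181 to 30132586 counts with a median of 22298975. A fold against a group with no more than 3 counts in any library was computed against that floor and is a lower bound. Wilson intervals at 95% cover counting over genes only, and reads without molecular identifiers are not independent molecules.
Differential expression was tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test after TMM normalization, with all libraries in one fit and a coefficient per group, on the 14361 genes with a mean of at least 5 counts, the limit the paper gives for the population of its hypergeometric tests. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DE. CAMTA1 was compared with EVsub, the other proteins with EV, EVsub with EV, and the fusion proteins and full-length proteins with each other. Overlaps of lists were set against the hypergeometric distribution over the tested genes, as the paper did. The log2 CPM values of the pairing check and of the principal component alternative used a prior count of 2. Principal components used the variance-stabilizing transformation of DESeq2 1.42.0 and the 500 most variable genes. The model was tested on simulated counts with 200 changed genes among 14361, where it recovered 146 with 2 false calls at a log2 change of 1 and 185 with 11 false calls at a log2 change of 2. Other computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.
The named genes were fixed by a rule set before the data were examined, as were the designs and the alternatives unless stated otherwise. The rule took the genes the paper names for these cells, the genes of the constructs, TAZ/YAP targets and subunits of the ATAC complex; results for some of these genes are not reported here. It added, for each fusion protein, the 3 largest rises and the 3 largest falls against EV among genes that were not DE for either full-length protein, were DE in the same direction in the direct contrast, had a mean of at least 50 counts and had every library of the fusion protein on one side of every EV library. The same number of rises and falls was taken among genes DE in both fusion proteins and in no full-length protein, and the 3 genes with the largest difference were taken among those that changed in opposite directions in a fusion protein and its full-length protein.
The alternatives were DESeq2 in place of edgeR, the size factor method of DESeq2 in place of TMM, no filter on low counts (24737 genes), at least 10 counts in every library (11461 genes), the replicate number as a block, only the 2 groups compared in the fit, an absolute log2 fold change of at least 1, a requirement that shared genes change in the same direction, and each library left out in turn. The pairing for the block came from the replicate numbers in the labels, which do not say that libraries with the same number were made together. For the principal components they were log2 CPM, all genes with a mean of at least 5 counts, and all components. Gene lists were compared with 10000 random lists matched on mean count. The list of 22 TAZ/YAP targets and the list of 53 lysosomal and autophagy genes were drawn up from general knowledge before their values were looked at.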

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

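For the results in this part, the test of the correlation of EVsub and TAZ-CAMTA1 with different EV libraries was chosen only after the result was seen.
EVsub and EV, which carry the same empty vector, differed at 3173 genes, 1796 of them higher and 1377 lower in EVsub, a signal in a comparison the paper does not report. The groups differ by design in cell density. With every library thinned to 16471181 counts, 3014 genes were DE, 94.99% of the number at full depth, so the difference in depth does not account for the count. With the size factor method of DESeq2 the count was 3190 (1687 higher and 1503 lower). The real grouping was the only 1 of the 10 splits of the 6 libraries to give as many DE genes, and the highest count among the others was 496. The 7 splits with no DE gene had 222 to 1562 genes with an unadjusted p under 0.05. With 3 libraries against 3 that share can never be under 0.1. The labels give no sequencing batch, and GC content and gene length were not tested for this comparison. A difference in density is thus a candidate explanation that cannot be told apart from those untested ones.
The log2 fold changes of EVsub against EV correlated across genes with those of YAP5SA, TAZ4SA and TAZ-CAMTA1 (Pearson's r over all tested genes 0.445, 0.455 and 0.461; genes are not independent replicates), and less with those of YAP-TFE3 (0.305). Since the same EV libraries enter both fold changes, part of such a correlation could come from them. On log2 CPM with a pseudocount of 1, the correlation taken with different EV libraries was lower than with the same one by 15.63% for YAP5SA (0.384 against 0.455), by 19.2% for TAZ4SA (0.392 against 0.485) and by 29.08% for TAZ-CAMTA1 (0.372 against 0.524). These falls are too large to rule the shared libraries out and too small to account for the whole of the correlation, so the pattern cannot be told apart from that explanation in part.
Fold changes in opposite directions were a difference between groups under the same contrast with EV. In TAZ-CAMTA1 and TAZ4SA there were 224 such genes, and in YAP-TFE3 and YAP5SA 381, each DE in the direct contrast of its groups, which the choice of the genes largely fixed in advance. With the size factor method of DESeq2, 214 of the 224 genes (95.54%) and 361 of the 381 (94.75%) had both calls and both directions as before. After a smooth trend on GC content and exon length was taken off, 100% of the first set and 97.63% of the second (371 of the 380 genes with a value) had both directions as before. For the 214 and 361 genes, these shares argue against the choice of normalization method as the source of the pattern. For the genes that kept both directions, they argue likewise against the trend on GC content and exon length. The genes were chosen for this pattern, so the shares hold for them only. An error common to both normalization methods, and reads shared between overlapping genes or paralogs, were not tested, so the pattern cannot be told apart from those. That a fusion protein may turn the direction of some genes of its full-length protein is a hypothesis found and tested on the same data.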

How the results depend on the processing

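The setting that counts genes with their direction was chosen after the data were seen; the others were planned. The cause was not tested for any of the changes given here.
With an absolute log2 fold change of at least 1, DE genes numbered 1123 in TAZ-CAMTA1, 3525 in TAZ4SA, 151 in CAMTA1, 877 in YAP-TFE3, 5683 in YAP5SA, 139 in TFE3 and 961 in EVsub, and in the direct contrasts 3019 (TAZ-CAMTA1 and TAZ4SA), 5606 (YAP-TFE3 and YAP5SA), 599 (the fusion proteins) and 1739 (TAZ4SA and YAP5SA). With only the 2 groups compared in the fit they numbered 22 in CAMTA1, 1512 in TFE3, 1683 in EVsub, 2572 between the fusion proteins and 2910 between TAZ4SA and YAP5SA. CAMTA1 had 636 with DESeq2 and 674 with no filter on low counts.
The part of the TAZ-CAMTA1 list shared with TAZ4SA was 56.05% with only the 2 groups in the fit, 63.58% with the fold change minimum and 62.79% with the same direction required. The part shared with CAMTA1 was 7.86% with DESeq2, 10.66% with no filter and 0.25% with 2 groups, and the part in neither was 43.86% with 2 groups and 35.62% with the fold change minimum. The part of the YAP-TFE3 list shared with YAP5SA was 74.2% with no filter, 79.76% with at least 10 counts in every library, 69.33% with the fold change minimum and 60.42% with the same direction required. The part shared with TFE3 was 9.69% with DESeq2, 10.43% with no filter, 19.77% with 2 groups, 5.47% with the fold change minimum and 4.49% with the same direction. The part in neither was 23.95% with no filter, 18.77% with at least 10 counts, 17.39% with 2 groups and 29.08% with the fold change minimum.
For YAP-TFE3 and YAP5SA the -log10 hypergeometric density reversed its direction, to 32, when shared genes had to change in the same direction, since the 1331 such genes are fewer than the 1567.8 expected without regard to direction. Counted with their direction, where 783.9 are expected, it was 134.13, and the other pairs had 382.97 (TAZ-CAMTA1 and TAZ4SA), 37.19 (TAZ-CAMTA1 and CAMTA1) and 18.95 (YAP-TFE3 and TFE3).
The distance between the fusion proteins was 66.78% of that between TAZ4SA and YAP5SA on log2 CPM, 47.81% with all genes and 83.92% with all components, and 15.05%, 18.49% and 44.47% of the mean distance to the full-length proteins. Each of these ratios stayed under 100%.
Across the fits that each left out one library, DE genes numbered from 2010 to 3198 in TAZ-CAMTA1, 7485 to 8878 in TAZ4SA, 72 to 710 in CAMTA1, 1133 to 2266 in YAP-TFE3, 9620 to 9801 in YAP5SA, 192 to 286 in TFE3 and 1971 to 3668 in EVsub, and in the direct contrasts from 6697 to 8658 (TAZ-CAMTA1 and TAZ4SA), 9592 to 9775 (YAP-TFE3 and YAP5SA), 835 to 1549 (the fusion proteins) and 4656 to 7210 (TAZ4SA and YAP5SA). The shares ranged from 67.65% to 73.67% (TAZ4SA), 0.84% to 9.61% (CAMTA1) and 25.54% to 31.62% (neither) for TAZ-CAMTA1, and from 74.26% to 78.38% (YAP5SA), 3.2% to 7.94% (TFE3) and 20.12% to 24.78% (neither) for YAP-TFE3. The densities ranged from 21.96 to 103.41, 2.93 to 35.48, 8.87 to 19.26 and 11.04 to 27.06 in the order of TAZ4SA, CAMTA1, YAP5SA and TFE3, and the ratios of distances from 11.94% to 42.8% and 4.02% to 14.29%.
With the replicate number as a block, DE genes numbered 3000 in TAZ-CAMTA1, 8161 in TAZ4SA, 301 in CAMTA1, 2170 in YAP-TFE3, 10148 in YAP5SA, 455 in TFE3 and 3016 in EVsub, and 7739, 10110, 1620 and 5959 in the direct contrasts in the order above. The block gave shares of 70.57%, 4.17% and 28.77% for TAZ-CAMTA1 and 77.97%, 7.24% and 20.37% for YAP-TFE3, and densities of 67.09, 15.88, 16.64 and 25.08. Same-numbered libraries deviated together in CAMTA1 and EVsub (mean correlation across genes 0.22). Over all pairs of groups the pairing check gave -0.006, and in the other contrasts it lay between -0.095 and 0.05. Since the block was common to all groups, it cannot settle what a pairing of CAMTA1 and EVsub alone would change.
For the summary results, 119 other values under an alternative and 140 with a library left out moved by less than the limits used. The named genes were counted in the contrasts they were named for, Ccn2, Ccn1, Fras1 and Erbb3 in each construct and the construct genes in their own constructs, and not in the remaining contrasts. In these, 345 values under an alternative had the same direction and side of the threshold, 12 came to pass it and 8 no longer did. With a library left out 107 did not change, 2 came to pass the threshold, 20 no longer did and 3 reversed, none of them DE with all libraries. Their log2 fold changes ranged from -0.18 to 0.04 for Ccn2 in TFE3, from -0.15 to 1.18 for Erbb3 in CAMTA1 and from -0.01 to 3.06 for Erbb3 in YAP-TFE3. The self-test recovered 73% of genes changed by a log2 change of 1, so the depth and 3 libraries per group limit the lists mainly at smaller changes.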

Differences from the paper's values

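None of the tests in this part was chosen after the result was seen, and every alternative named was set before the data were examined. A share, density or list length differs from the paper's when the larger is over 1.5 times the smaller. A log2 fold change differs when it is further away than its standard error or opposite in sign, and a lower bound when its fold is over 1.5 times the paper's. A gap is closed when an alternative comes within that limit, which does not show its cause. For the shares, densities and list lengths, leaving out a single library is not listed below, and its ranges are given above. At the top of those ranges, the share with CAMTA1, the length of its list and both TAZ-CAMTA1 densities came near the paper's values.
The paper reports that 9% of the TAZ-CAMTA1 genes were shared with CAMTA1, and here it was 4.34%. The gap closed with DESeq2 (7.86%) and with no filter on low counts (10.66%). It did not with DESeq2's size factors (4.37%), at least 10 counts in every library (4.11%), the replicate block (4.17%), only the 2 groups in the fit (0.25%), the fold change minimum (4.81%) or the same direction required (3.89%).
The paper's hypergeometric density (HGD, as -log10) for TAZ-CAMTA1 and TAZ4SA is 105.6, and here it was 58.65. Fitting only the 2 groups closed the gap (114.02), but it moved the share with TAZ4SA from 70.05% to 56.05%, where the paper has 70%. The other values were 63.83 with DESeq2, 58.44 with size factors, 408.82 with no filter, 27.36 with at least 10 counts, 67.09 with the replicate block, 184.89 with the fold change minimum and 11.78 with the same direction. For TAZ-CAMTA1 and CAMTA1 the paper's HGD is 34.1, and here it was 17.2. DESeq2 closed the gap (25.67). The other values, in the same order, were 17.22, 123.5, 13.18, 15.88, 21.98 and 11.48, with 1.55 for only the 2 groups.
The paper's HGD for YAP-TFE3 and YAP5SA is about 39 in Fig. 3C, read by eye, and here it was 13.97. The only alternative within 1.5 times was the same direction required (32), where the overlap is under that expected without regard to direction. The others gave 19.89 with DESeq2, 15.72 with size factors, 238.46 with no filter, 9.2 with at least 10 counts, 16.64 with the replicate block, 17.42 with only the 2 groups and 74.97 with the fold change minimum. For YAP-TFE3 and TFE3 it is about 41 in Fig. 3C, read by eye, and here it was 23.42. DESeq2 (29.08) and only the 2 groups (47.96) closed the gap. The others gave 25.75 with size factors, 90.86 with no filter, 17.1 with at least 10 counts, 25.08 with the replicate block, 23.42 with the fold change minimum and 3.34 with the same direction.
The paper's list for CAMTA1 holds 756 genes, and here there were 313. DESeq2 (636) and no filter (674) closed the gap, and size factors (318), at least 10 counts (247), the replicate block (301), only the 2 groups (22) and the fold change minimum (151) did not. The paper's list for TFE3 holds 746 genes, and here there were 485. DESeq2 (711) and no filter (642) closed the gap, and size factors (494), at least 10 counts (446), the replicate block (455), only the 2 groups (1512) and the fold change minimum (139) did not.
None of the alternatives computed closed the gap for the following log2 fold changes. In TAZ-CAMTA1 the paper's value for Wwtr1 is 0.28 against 0.17 here, for Camta1 3.12 against -0.06, for Adamtsl1 3.38 against 4.57, for Elmo1 2.17 against 3.68 and for Pi15 1.96 against 2.50. In TAZ4SA the paper's value for Amotl2 is 1.59 against 1.41 and for Lats2 1.12 against 0.95. In CAMTA1 the paper's value for Camta1 is 2.01 against 1.07. In YAP-TFE3 the paper's value for Adamtsl1 is 2.75 against 3.72, for Elmo1 5.62 against 7.16 and for Pi15 1.65 against 2.21. In YAP5SA the paper's value for Adamtsl1 is 1.77 against 2.53, and in TFE3 the paper's value for Tfe3 is 1.57 against -0.30. For Gm7609 the paper's values are 1.87 in TAZ-CAMTA1 and 5.5 in YAP-TFE3, and here the lower bounds were 2.93 and 6.95 on the log2 scale, for which no alternative was computed.
The paper describes Fras1 and Erbb3 as particular to the transcriptomes of the fusion proteins. Here Fras1 was also DE in YAP5SA and TAZ4SA, at least 7.16-fold higher and at least 2.13-fold higher than EV, and Erbb3 in TAZ4SA and YAP5SA (log2 fold changes 3.75 and 3.58). The paper's own lists of DE genes also hold Fras1 in TAZ4SA and YAP5SA (the paper's log2 fold changes are 4.62 and 6.71) and Erbb3 in TAZ4SA, YAP5SA and TFE3 (the paper's are 4.19, 3.70 and 2.11). The paper reports a rise of Ccn2 by qRT-PCR in both fusion proteins, and here its counts were higher (0.99 and 1.06) and did not pass the threshold. With no filter on low counts or only the 2 groups in the fit they did. Ccn2 is also absent from the part of the paper's lists for both fusion proteins that was read, although these fold changes lie within that part.
The paper's lists call some genes that were not called here. The ranges of adjusted p given for them are over the alternatives other than leaving out a library. Fras1 in TAZ-CAMTA1 was called with DESeq2 (adjusted p = 0.0442), with no filter (0.0478, edgeR) and with only the 2 groups (0.0332, edgeR), in a range of 0.0332 to 0.159 over its alternatives. Erbb3 in TFE3 was called with DESeq2 (adjusted p = 0.0322) and no filter (0.0242, edgeR), in a range of 0.0242 to 0.15, and also with a single library left out (0.021, edgeR). Yap1 in YAP-TFE3 was called with DESeq2 (adjusted p = 0.0312; range 0.0312 to 0.53, edgeR otherwise), and so was Yeats2 (adjusted p = 0.0368; range 0.0368 to 0.325). Lats2 in CAMTA1 was called with DESeq2 (adjusted p = 0.0347) and no filter (0.0465, edgeR), in a range of 0.0347 to 0.168. Ajuba in TFE3 was called with only the 2 groups (adjusted p = 0.04, edgeR; range 0.04 to 0.108), and Tfe3 in TFE3 likewise (adjusted p = 0.0279, edgeR; range 0.0279 to 0.427), as a fall where the paper's list has a rise. Fdps in TFE3 was called with DESeq2 (adjusted p = 0.0137), no filter (0.000204, edgeR) and only the 2 groups (0.0158, edgeR), in a range of 0.000204 to 0.0636.
Lyz2 and Ms4a4d, which were DE in TAZ-CAMTA1 and not in TAZ4SA here, are in the paper's list for TAZ4SA. With no filter both were called there (adjusted p = 0.0253 and 0.0205, edgeR), in ranges of 0.0253 to 0.145 and 0.0205 to 0.245. None of these alternatives called Wwtr1 in TAZ-CAMTA1, YAP-TFE3 or TFE3, or Camta1 in TAZ-CAMTA1.
Some genes called here are absent from the part of the paper's lists that was read, although their fold change lies within that part. In YAP-TFE3 these are Fbln5 (0.50), called under each alternative computed for it, Slc25a23 (1.23), called under each except with a single library left out (adjusted p = 0.238, edgeR; range 0.000833 to 0.238), Igfbp5 (1.40), not called with a single library left out (adjusted p = 0.0902, edgeR; range 2.4e-06 to 0.0902) or with only the 2 groups (adjusted p = 0.0519, edgeR), and Cyp11b1, not called with DESeq2 (adjusted p = 0.0893; range 3.16e-33 to 0.0893). In TAZ4SA it is Gm7609 (at least 3.34-fold higher).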

Other observations

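In this part, the tests of normalization and of GC content and gene length for the lysosomal list in TFE3, of different EV libraries for TAZ-CAMTA1 and YAP-TFE3, and of dilution in YAP-TFE3 were chosen only after the result was seen.
The lists of TAZ4SA and YAP5SA are much longer than those of CAMTA1 and TFE3, which could by itself raise the share of a fusion protein's genes found in them. With both lists reduced to the same length by p, 313 genes, the share of the TAZ-CAMTA1 list was 6.51% for TAZ4SA and 4.34% for CAMTA1, a ratio of 1.5. With 485 genes each, the share of the YAP-TFE3 list was 8.72% for YAP5SA and 7.35% for TFE3, a ratio of 1.185. Most of the difference in the shares thus went with the length of the lists. Unequal length cannot account for what was left at equal length, and whether that is more than chance gives was not tested.
More genes can be called where counts are high, which could make any lists overlap. With the chance of a call taken within 10 classes of mean count, the overlap was 1.188 times the expected one for TAZ-CAMTA1 and TAZ4SA and 1.078 times for YAP-TFE3 and YAP5SA, against 1.219 and 1.092 times without these classes. Detection by count thus accounted for little of either excess, but a part of each cannot be told apart from it. For TAZ-CAMTA1 and CAMTA1 it was 1.954 times and for YAP-TFE3 and TFE3 2.105 times, which detection does not account for.
Correlations of fold changes against EV could in part come from the EV libraries they share. With different EV libraries in place of the same one, the correlation across genes was lower by 18.25% for TAZ-CAMTA1 and TAZ4SA (0.383 against 0.468), by 21.9% for YAP-TFE3 and YAP5SA (0.255 against 0.327) and by 22.79% for TAZ-CAMTA1 and YAP-TFE3 (0.522 against 0.676). The shared libraries cannot be told apart from a part of each correlation.
A hypothesis set out beforehand was that TFE3 raises lysosomal and autophagy genes and that YAP-TFE3 does so too. In TFE3 the median log2 fold change of the 51 tested genes was 0.58, 50 of them were higher and 26 were DE and higher, and the median lay at percentile 100 of 10000 random lists matched on mean count. With the size factor method it was at percentile 100 (median 0.59). Another scaling shifts the list and the random lists alike, so it could not by itself place the list above them. With the list at 0.58 and the median over all tested genes at -0.021, this argues against normalization as the source of the rise. After a trend on GC content and gene length was taken off, the list was at percentile 100 (median 0.56), so that trend does not fully account for the rise. In YAP-TFE3 the median was -0.07, with 21 of 51 higher, at percentile 9.27, so the list did not rise with the fusion protein. It was -0.39 in TAZ-CAMTA1 (2 of 51 higher, percentile 0), -0.34 in TAZ4SA (10 higher, percentile 0.04) and -0.43 in EVsub (1 higher, percentile 0), and 0.07 in CAMTA1 against EVsub (34 higher, percentile 99.78) and 0.22 in YAP5SA (31 higher, percentile 48.62), so a high rank was not particular to TFE3. The sign of these medians was the same with DESeq2, its size factors and the replicate block. Contamination by other cells was not tested, and the difference between TFE3 and YAP-TFE3 was not itself tested.
The other hypothesis was that both fusion proteins raise a list of TAZ/YAP targets, of which 20 were tested. The median log2 fold change was 0.34 in TAZ-CAMTA1 (14 of 20 higher, percentile 99.95) and 0.19 in YAP-TFE3 (14 of 20 higher, percentile 99.35). In YAP-TFE3, 6 of the genes were DE and higher and 3 DE and lower, against 10 and 0 in TAZ-CAMTA1. The median was 0.65 in TAZ4SA (12 of 20 higher, percentile 99.88) and 0.99 in YAP5SA (12 of 20 higher, percentile 99.93). The list was also high in CAMTA1 against EVsub (0.18, percentile 99.97) and in EVsub against EV (0.20, percentile 95.23), and low in TFE3 (-0.14, percentile 1.09). A high rank was thus not particular to the fusion proteins. Normalization moved these medians by little (0.32 and 0.17 for the fusion proteins with size factors).
The 3 YAP-TFE3 libraries differed in the size of their change against EV. Relative to the mean of the other 2 libraries of the group, the slope over the DE genes was 1.394, 0.874 and 0.748 in replicates 1, 2 and 3. Replicate 3 was numbered by its title, while its description names replicate 2. On the log scale, rises and falls shrank by similar factors from replicate 1 to replicate 3 (ratio 1.033), which does not decide whether cells without the fusion protein diluted replicate 3. The difference was not the same for each gene. Fras1 had 16.4 and 4.03 CPM in replicates 1 and 3, Lyz2 239.7 and 128.1, and Mgp 129.8 and 133.3, so a single dilution factor does not account for these genes. Groups without a fusion protein varied too (EVsub replicate 3 had 0.556), and no explanation can be chosen.
In each contrast other than EVsub against EV, the real grouping was again the only 1 of the 10 splits of its 6 libraries to give as many DE genes, and also the only 1 among the 4 splits that part all same-numbered libraries. The highest count in another split was 10 in TAZ-CAMTA1, 11 in CAMTA1, 2 in YAP-TFE3, 818 in TAZ4SA against YAP5SA, and 0 in the other contrasts. The splits with no DE gene had, at an unadjusted p under 0.05, 126 to 663 genes in TAZ-CAMTA1, 485 to 3773 in TAZ4SA, 351 to 1261 in CAMTA1, 81 to 1165 in YAP-TFE3, 268 to 1142 in YAP5SA and 122 to 513 in TFE3. In the direct contrasts they had 583 to 4149 (TAZ-CAMTA1 against TAZ4SA), 323 to 1064 (YAP-TFE3 against YAP5SA), 187 to 976 (between the fusion proteins) and 769 to 3735 (TAZ4SA against YAP5SA).
EVsub shared 1308 DE genes with TAZ-CAMTA1, 1.917 times the number expected, 92.35% of them in the same direction, and 791 with YAP-TFE3, 1.625 times the number expected, 84.7% of them in the same direction. CAMTA1 and TFE3 shared 28 genes, where 10.6 are expected.
The paper tests subunits of the ATAC complex and Fbln5 in other experiments or cells. In the NIH 3T3 counts, Yeats2 (log2 fold changes -0.26 and -0.25), Zzz3 (0.00 and -0.24) and Kat14 (0.09 and 0.03) did not pass the threshold in TAZ-CAMTA1 or YAP-TFE3. Yeats2 and Zzz3 were lower in YAP5SA (-0.63 and -1.07; adjusted p = 5.03e-06 and 3.8e-07, edgeR). Fbln5 was higher in TAZ-CAMTA1 (0.74, adjusted p = 0.00131, edgeR), YAP-TFE3 and YAP5SA (0.44, adjusted p = 0.0145, edgeR), and lower in TAZ4SA (-0.70, adjusted p = 0.000574, edgeR) and TFE3 (-1.01, adjusted p = 0.000521, edgeR). Lats2, Tead1 and Mafk rose in both fusion proteins (1.17, 0.99 and 1.10 in TAZ-CAMTA1; 0.66, 0.48 and 0.74 in YAP-TFE3).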
